# Permanent defects in renal medullary structure and function after reversal of urinary obstruction

**DOI:** 10.1172/jci.insight.187008

**Published:** 2025-01-23

**Authors:** Thitinee Vanichapol, Alex Gonzalez, Rachel Delgado, Maya Brewer, Kelly A. Clouthier, Anna A. Menshikh, William E. Snyder, Teebro Rahman, Veronika Sander, Haichun Yang, Alan J. Davidson, Mark P. de Caestecker

**Keywords:** Nephrology, Expression profiling, Fibrosis, Urology

## Abstract

Urinary obstruction causes injury to the renal medulla, impairing the ability to concentrate urine and increasing the risk of progressive kidney disease. However, the regenerative capacity of the renal medulla after reversal of obstruction is poorly understood. To investigate this, we developed a mouse model of reversible urinary obstruction. Despite robust regeneration and complete histological recovery of the renal medulla, these mice exhibited a permanent defect in urinary concentrating capacity. However, there were lasting changes in the composition, organization, and transcriptional profiles of epithelial, endothelial, and interstitial cells. Persistent inflammatory responses were also seen in patients with renal stone disease, but there were also adaptive responses to the increasingly hypoxic environment of the renal medulla that occurred only after reversal of obstruction. These findings indicate that while partial repair occurs after reversal of urinary obstruction, there are lasting structural and functional changes across all major cellular compartments of the renal medulla. These changes reflect shared and distinct responses to different renal medullary injuries in humans and mice.

## Abstract 2

Partial repair after reversal of urinary obstruction leads to permanent changes in structure and function of all major cellular compartments in the renal medulla

## Introduction

The ability to concentrate urine during water deprivation relies on axial osmotic gradients generated by the renal medulla, which in turn are dependent on maintaining the precise organization of cellular compartments in the inner medulla (IM) (1). This includes the proper arrangement of loops of Henle (LOH), collecting ducts (CDs), and specialized IM capillaries, the vasa recta, which support countercurrent ion and water exchange that is required to generate these osmotic gradients (1, 2). However, while normal IM structure and function are well studied, much less is known about how the IM responds to injury and disease. Urinary obstruction is a common cause of IM injury (3, 4). Treatment involves reversing the obstruction, but patients remain at risk of chronic kidney disease (CKD), and have defects in urine concentrating capacity (UCC), even with early intervention (5–7). Studies in dogs with more than 2 weeks of unilateral ureteric obstruction (UUO) show persistent inability to concentrate urine for up to 18 months after reversal (8). This suggests that obstruction-induced defects in UCC may be permanent. Since failure to concentrate urine predisposes patients to dehydration and recurrent acute kidney injury (AKI), this may contribute to the progressive decline in renal function in these patients.

The renal medulla extends from the corticomedullary junction into the outer medulla (OM) and transitions abruptly from the inner stripe of the outer medulla (ISOM) into the IM. The IM is divided into proximal and distal regions (the latter is also known as the renal papilla) and is characterized by the presence of specialized IM CDs, thin limb (TL) LOH, and vasa recta (9). Urine drains directly from the deep IM CDs into the renal pelvis. The IM is sensitive to damage caused by urinary obstruction, in part due to the increase in pressure in the renal pelvis (10) but also because of reduced IM blood flow (10, 11). As the IM already has low oxygenation (12), this renders it particularly susceptible to ischemic damage after obstruction, which can cause papillary necrosis and radiological evidence of papillary flattening (13, 14). This is recapitulated in mice with irreversible UUO (I-UUO), in which IM compression begins after 3 days of obstruction (15). In rats, 2 weeks of partial ureteric obstruction causes a marked shortening of renal medullas associated with a reduction in the number of IM LOH and CDs (16). However, no studies have evaluated whether these defects are reversible after relief of the obstruction or whether persistent defects in IM structure are sufficient to prevent long-term functional recovery.

Pathophysiological changes that occur after reversal of urinary obstruction in rodents are likely to be similar to those seen in humans because of the highly conserved cellular composition and organization of the renal medulla between the species, despite differences in kidney size and configuration (17). I-UUO models are widely used but fail to mimic the clinical scenario where obstruction is reversed shortly after diagnosis. These models also do not allow the assessment of regenerative responses after reversal. Reversal of ureteric obstruction lasting less than 24 hours in rats shows persistent defects in urine concentration up to 60 days after reversal, linked to downregulation of water channels in the IM LOH and CDs (18, 19). However, these studies do not reflect the impact of prolonged obstruction, which also causes structural damage to the IM. Reversible UUO (R-UUO) models address this but are technically challenging and less commonly used (20). Methods include sequential ureter clamping (20, 21), UUO followed by bladder reimplantation of the ureter (22–25), and use of nondamaging ureteric clamps (26–28). Long-term studies in rats and mice demonstrate improved renal function and reduced cortical and outer medullary fibrosis after R-UUO, though recovery is incomplete if obstruction lasts beyond 2 days (20–23, 26, 28–33). However, aside from short-term studies in rats (18, 19), the long-term effects of reversing prolonged ureteric obstruction on renal medullary structure and function remain unexplored.

Single-cell RNA sequencing (scRNA-Seq) has revealed changes in kidney cell populations before and after AKI (34). Specifically, some proximal tubular epithelial cells (PTECs), which dedifferentiate and proliferate after injury, fail to fully repair and become permanently senescent and pro-inflammatory (35, 36). These “maladaptive” or “failed repair” PTECs (FR-PTECs) are implicated in driving inflammation, fibrosis, and CKD (37–39). FR-PTECs have been identified in various models, including ischemia/reperfusion injury (IRI-AKI) and I-UUO, as well as in human AKI and CKD (35, 36, 40, 41). Single-cell ATAC-Seq studies indicate widespread epigenetic changes in FR-PTECs, which may contribute to their persistent maladaptive and dedifferentiated states (37, 42, 43). However, there are limited data on the fate of IM cell populations in these conditions. One challenge is that IM cells are underrepresented in whole kidney samples used for many scRNA-Seq studies (44). This is important since the cells in the IM are likely to require adaptive responses to survive and recover after injury in the setting of its exceptionally hypoxic and hyperosmolar environment (45).

We present a mouse model of R-UUO in which we evaluated renal function up to 3 months after reversal of prolonged UUO by removing the contralateral kidney. These mice exhibited a permanent reduction in transdermal measurement of glomerular filtration rate (tGFR) and an irreversible defect in UCC. Using scRNA-Seq of isolated renal medullas, validated by cell lineage and quantitative immunostaining studies, we found robust regenerative responses that restored the overall dimensions of the renal papilla after R-UUO. However, permanent alterations occurred across all major cellular compartments in the renal medulla that would be expected to have a profound impact on renal medullary function. Key changes included altered numbers and organization of IM LOH, CDs, and vasa recta, along with reduced and mislocalized renal medullary interstitial cells (RMICs) (46, 47), which regulate UCC (48, 49). Additionally, persistent proinflammatory responses, similar to those seen in FR-PTECs after AKI, were observed in IM LOH and CD cells after R-UUO. These responses were also detected in renal papillary CDs from patients with renal stone disease. These findings suggest a shared chronic injury response to different types of renal medullary damage in humans and mice.

## Results

### Persistent decline in renal function and UCC

To study the effects of prolonged ureteric obstruction on the kidney, male BALB/c mice underwent R-UUO using a light vascular clamp, followed by contralateral nephrectomy (Nx) 10 days later (Figure 1A and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.187008DS1). In 2 separate experiments, after 7 days of UUO, 30%–50% of mice died within 2 days of Nx, increasing to 80% after 8 days of UUO (Figure 1B and Supplemental Figure 1B). While exclusion of mice dying early after Nx creates a bias for long-term follow-up studies, by performing contralateral Nx 10 days after removing the ureteric clamps, we are excluding those mice in which there is permanent structural or functional loss of ureteric patency resulting in a persistently obstructed kidney. In survivors of 7 days of UUO, blood urea nitrogen (BUN) peaked at ~50–60 mg/dL 1 day after Nx but normalized over time (Figure 1C and Supplemental Figure 1, C and D). There was an increase in serum creatinine at 45 days (Supplemental Figure 1E), and tGFR decreased significantly at 28 and 45 days, improving partially by 84 days but remaining significantly below baseline (Figure 1, D and E, and Supplemental Figure 1F). UCC was markedly reduced at 28, 45, and 84 days after R-UUO (Figure 1, F and G, and Supplemental Figure 1G), indicating lasting renal medullary dysfunction independent of tGFR decline. Survivable UUO clamp times varied between experiments and mouse strains, with 50%–80% survival rates in different experiments (see below). However, all groups showed similar reductions in tGFR and UCC 84 days after R-UUO, suggesting that the severity of functional damage was comparable between strains and experiments.

### Renal medullary injury: early repair and structural remodeling

Renal histology over 28 days after R-UUO revealed tubular damage and increased peritubular cellularity in the IM (Figure 2A). From day 0 (the time of ureteric clamp release) to 3, more than 50% of mice had papillary necrosis, characterized by denuded tubular basement membranes and loss of nuclei, mostly in the distal IM. Papillary urothelium thickened from 1 to 3 or more cell layers during this period. By day 7, there was evidence of tubular repair, with epithelial repopulation of denuded basement membranes progressing over the next 3 weeks. By day 28, most tubular structures were repopulated, with peaks in cell cycle and regeneration markers (Ki67 and SRY-box transcription factor 9, Sox9) at day 7 (Figure 2, B–D). However, at 28 days, the interstitial space remained disorganized, showing expanded myofibroblast-like cells (Figure 2A and Supplemental Figure 2), but by day 84, the IM recovered its full length and appeared histologically normal (Figure 2E and Supplemental Figure 3). Fibrosis, measured by Sirius red (SR) staining, showed early increase in the OM persisting to day 84. In contrast, SR staining in the IM peaked at 28 days and declined by day 84 (Figure 2, F and G, and Supplemental Figure 4). These findings suggest that while there is robust early repair and remodeling of the IM, subtle defects in IM structure and function, undetectable by standard histology, may underlie the long-term impairment in UCC after R-UUO.

### Permanent loss of AQP1 and transient loss of AQP2 expression in the IM

Immunostaining was used to assess markers of differentiated IM descending thin limb (DTL) and CD epithelia. Aquaporin 1 (AQP1), which stains DTLs and descending vasa recta (DVR), showed a significant reduction throughout the IM during the first 7 days after R-UUO (Figure 3, A and B). By day 28, AQP1 expression was still reduced throughout the IM, and at day 84, reduction persisted in the distal but not in the proximal IM. This lasting AQP1 loss may result from fewer differentiated DTLs, reduced LOH extension into the IM, or fewer AQP1-positive DVRs. To evaluate CD epithelia, AQP2, which is expressed by differentiated CD principal cells, was initially reduced throughout the IM for 7 days after R-UUO (Figure 3, C and D). AQP2 staining was still decreased by day 28 but returned to control levels by day 84. In contrast, LTL, which stains IM CDs (Supplemental Figure 5) (50), and V-ATPase–positive intercalated cells (ICs) (Supplemental Figure 6), showed a minor, nonsignificant reduction at early time points but normalized by day 28. By day 84, LTL staining in the distal IM increased significantly (Figure 3, C and E). The restoration of AQP2 expression suggests successful regeneration and differentiation of CD epithelium, while increased LTL staining at day 84 may reflect higher density or surface area of IM CD epithelium or nonspecific staining of other tubular structures.

### Persistent loss of inner medullary cells and expansion of injured cell populations

To assess changes in IM cell populations following R-UUO, scRNA-Seq was performed on dissected renal medullas from BALB/c mice at 28 (*n* = 12) and 84 days (*n* = 6) after R-UUO, compared with healthy controls (*n* = 12). 

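The cells came from 12 healthy control mice in 4 pools, 12 mice at day 28 in 4 pools and 6 mice at day 84 in 2 pools, with the medullas of 3 to 4 mice in each pool. The assay measures fixed RNA with pairs of gene probes, and a barcode on the probes marks the pool, so that several pools can share one droplet run. The authors deposited, for each cell that passed their filters, the UMI count after ambient RNA correction, the number of detected genes, the mitochondrial percentage, the pool, the cell type and the cluster of the combined data. The clusters of the later reclustering and the expression of single genes were not analysed here. The pools held between 14417 and 24338 cells in the controls, between 13013 and 16521 at day 28, and 19765 and 23729 at day 84. The median UMI count per cell ranged from 1139 to 1578 among control pools and from 1566 to 3302 among day 28 pools, and it was 911 and 751 in the day 84 pools. Cells at day 84 were therefore read least deeply, with 601 and 741 median detected genes per cell against 925 to 1162 in the controls. UMI counts were whole numbers in every pool except Control 1, where they were fractional. The share of cells with no mitochondrial UMI was 0.584% ± 0.591 (SD, n = 4 pools) in the controls, 62.4% ± 18.8 (SD, n = 4) at day 28 and 78.3% ± 26.0 (SD, n = 2) at day 84. Pools of one condition shared a median of 25.4% of the droplet barcodes of the smaller pool, and pools of different conditions 2.78%, so each condition appears as a droplet run of its own and the spread between pools leaves out the variation between runs. Each cluster's share was computed per pool and compared between conditions with limma on log2 odds, the pool being the replicate, with Benjamini-Hochberg adjustment within each lineage. An exact two-sided permutation test was run beside it, and the smallest p it can give is 0.0286 for 4 pools against 4 and 0.0667 for 4 against 2, so that day 84 cannot pass 0.05 in that test.

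**Figure D1:**
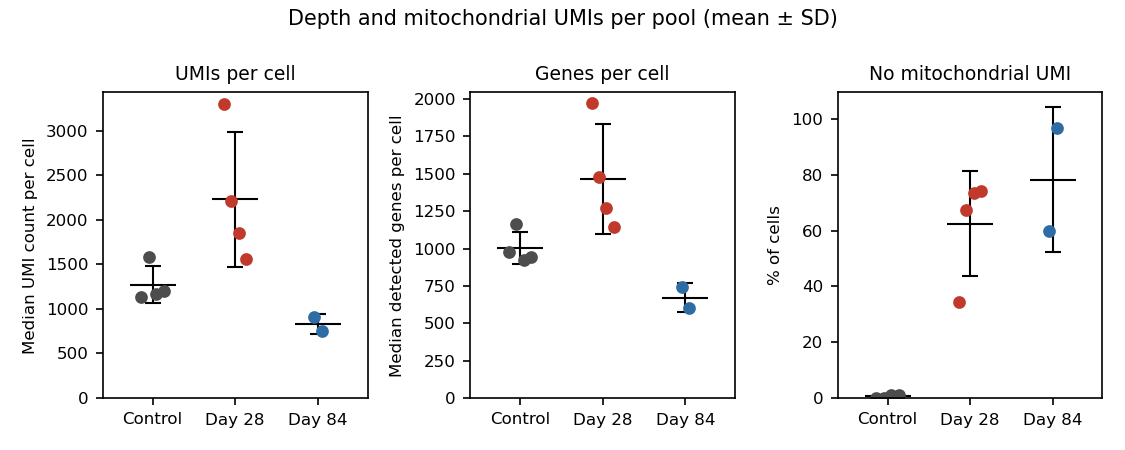
Median UMI count per cell, median number of detected genes per cell and percent of cells with no mitochondrial UMI, by condition. Points are pools, horizontal lines are means and bars are SDs; the share with no mitochondrial UMI lay at or below 1.18% in the 4 control pools and at or above 34.6% in the 6 pools after R-UUO.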

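The deposited cell annotation holds 181257 cells of 7 cell types in 25 clusters. LOH cells made up 40.6% ± 3.48 (SD, n = 4 pools) of control cells, 38.3% ± 1.90 (SD, n = 4) of day 28 cells and 38.5% ± 1.65 (SD, n = 2) of day 84 cells, with no difference beyond the spread between pools (limma adjusted p = 0.320 at day 28 and 0.751 at day 84). CD cells fell from 32.3% ± 3.54 to 17.6% ± 2.37 at day 28, a log2 odds change of -1.16 (standard error 0.161, limma adjusted p = 2.8e-04), below every control pool in 4 of 4 pools. At day 84 they were 31.0% ± 1.68 of cells (log2 odds change -0.08, limma adjusted p = 0.827). CD cells here include the urothelium cluster Uro. Uro was 1.35% ± 0.408 of all cells in the controls, 2.57% ± 0.676 at day 28 and 6.29% ± 1.23 at day 84. The day 84 share of CD cells therefore does not show that duct cells alone were back at the control level. The share of fibroblasts varied widely between day 28 pools, from 6.53% to 20.3%, and did not differ from the controls (adjusted p = 0.320). At day 28, 4 of the 7 cell types passed an adjusted p of 0.05, namely CD cells, ECs, proximal tubule cells and immune cells. With proximal tubule cells left out, CD cells and immune cells passed, and ECs did not.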

Analysis of 181,255 single-cell sequences identified 7 major cell types (Supplemental Figure 7, A and B). Two technical considerations should be noted, however.

#### Sample collection.

Renal medullas were isolated to enrich IM cell populations as these cells are generally underrepresented in whole kidney scRNA-Seq datasets (44). Immunostaining verified intact IM structures but variable staining of the OM, including ISOM thick ascending limb (TAL; uromodulin staining) and outer stripe of the outer medulla (OSOM) PTECs (LTL staining) (Supplemental Figure 7C). This limits our ability to provide precise quantification of changes in ISOM and OSOM cell populations after R-UUO.

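The pools differed in their share of proximal tubule cells, which the paper's staining shows in both the cortex and the outer stripe. How much of each the pools held was not tested. The proximal tubule cluster PT-S1S2 held 62 cells in the controls and 3859 at day 28, and PT-S2 held 74 and 1590. PT-S3_a held 279 and 1529 cells, and PT-S3_b held 588 and 1560. Proximal tubule cells made up between 0.113% and 3.02% of cells in the control pools, between 2.95% and 22.8% at day 28, and 3.60% and 7.64% at day 84. The log2 odds change was 4.40 at day 28 (limma adjusted p = 0.00644; exact permutation p = 0.0571) and 3.10 at day 84 (standard error 1.35, limma adjusted p = 0.116). The day 84 change passed the threshold in 3 of 13 alternatives tested with limma, among them the stricter cell filter (3.77, limma adjusted p = 0.0368). The inner stripe cluster ISOM-TAL was 9.42% ± 4.32 (SD, n = 4) of LOH cells in controls and 8.93% ± 4.16 (SD, n = 4) at day 28, a difference well within the spread between pools (limma adjusted p = 0.802).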

#### scRNA-Seq versus snRNA-Seq.

While single nuclear RNA sequencing (snRNA-Seq) reduces dissociation bias and avoids stress-induced transcriptional artifacts (51), the 10x Genomics fixed-cell RNA-processing method used here offers significant advantages. It employs barcoding for cost-effective, multiplexed sequencing, enabling the analysis of large numbers of singlet cells (43,000–78,000 per pooled sample, Supplemental Figure 7A). This mitigates dissociation bias and enhances the detection of underrepresented cell populations. Additionally, the use of fixed samples prevents stress responses during dissociation, and scRNA-Seq captures both cytoplasmic and nuclear RNA, providing a more comprehensive view of cellular states and gene expression profiles compared with snRNA-Seq.

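In the deposited annotation, 78631 cells belonged to the healthy controls, 59132 to day 28 and 43494 to day 84. Counted per pool, the smallest held 13013 cells and the largest 24338.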

Using uniform manifold projection (UMAP) plots for visualization and anchor genes to identify cell clusters in the IM versus OM (see Supplemental Methods 1) (44, 52, 53), 25 cell clusters were identified, encompassing IM and OM CD cells, LOH segments, endothelial cells (ECs), fibroblasts, immune cells, and ICs (Supplemental Figure 7, D and E, and Supplemental Table 2). 

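The clusters ATL, DTL and IM-TL together made up 76.8% ± 7.63 (SD, n = 4 pools) of LOH cells in the controls, 30.8% ± 4.53 (SD, n = 4) at day 28 and 41.9% ± 2.65 (SD, n = 2) at day 84. The log2 odds change was -2.95 at day 28 (standard error 0.304, limma adjusted p = 1.11e-05) and -2.25 at day 84 (standard error 0.372, limma adjusted p = 4.56e-04), and all 6 pools after R-UUO lay below all control pools. The clusters deepIM-CD and IM-CD together fell from 62.9% ± 4.41 of CD cells to 24.9% ± 13.2 at day 28 and 29.5% ± 8.16 at day 84, with log2 odds changes of -2.53 (limma adjusted p = 6.86e-04) and -2.05 (limma adjusted p = 0.0155). With all cells as the denominator, the day 84 change was -1.36 and no longer passed the threshold (limma adjusted p = 0.0592). ECs went from 13.9% ± 0.559 of all cells to 11.1% ± 0.832 at day 28 and 9.62% ± 0.450 at day 84 (limma adjusted p = 0.00644 and 0.00217). The day 28 change of ECs, -0.37 on the log2 odds scale, was -0.12 with proximal tubule cells left out (limma adjusted p = 0.365) and -0.44 with the stricter cell filter (limma adjusted p = 0.0591), and passed the threshold in neither. The ratios between the inner medullary clusters ATL, IM-TL, deepIM-CD, IM-CD and EndoVR/papilla changed in 0 of 10 pairs at either time (limma, lowest adjusted p 0.609 at day 28 and 0.500 at day 84; 0 pairs at an unadjusted p under 0.05), with standard errors of 0.467 to 0.986 at day 28. With DTL added to these clusters, 2 of 15 pairs changed at day 28 (5 at an unadjusted p under 0.05, each with DTL) and 0 of 15 at day 84 (0 at an unadjusted p under 0.05); ATL over DTL changed by -1.49 (standard error 0.353, limma adjusted p = 0.0216) and -0.80 (standard error 0.433, limma adjusted p = 0.347). Shares of these clusters are relative to the outer medulla in each dissected sample, which the paper describes as variable.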

There was a sustained decrease in IM CD, LOH (DTL, ascending thin limb [ATL], and IM TL), and EC populations after R-UUO (Supplemental Figure 7, F and G). 

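The cluster Fib made up 63.7% ± 9.67 (SD, n = 4 pools) of fibroblast lineage cells in the controls, 10.8% ± 6.47 (SD, n = 4) at day 28 and 17.4% ± 10.7 (SD, n = 2) at day 84. Its log2 odds change was -4.16 at day 28 (standard error 0.595, limma adjusted p = 4.45e-06) and -3.23 at day 84 (standard error 0.729, limma adjusted p = 4.74e-04). The cluster MyoFib rose from 25.8% ± 7.29 to 77.3% ± 9.13 at day 28 and 72.8% ± 11.9 at day 84, with log2 odds changes of 3.43 (standard error 0.522, limma adjusted p = 5.04e-06) and 3.03 (standard error 0.639, limma adjusted p = 4.65e-04). Both differences exceeded the spread between pools in each of the 4 day 28 pools (exact permutation p = 0.0286, the smallest possible). Outer medulla in the dissected tissue was not tested as a cause of either change. The paper proposes that some of its reclustered fibroblasts lie in the outer medulla and others in the inner medulla. MyoFib passed the threshold at both times in all 15 alternatives tested with limma, with log2 odds changes from 2.08 to 3.67 at day 28.

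**Figure D2:**
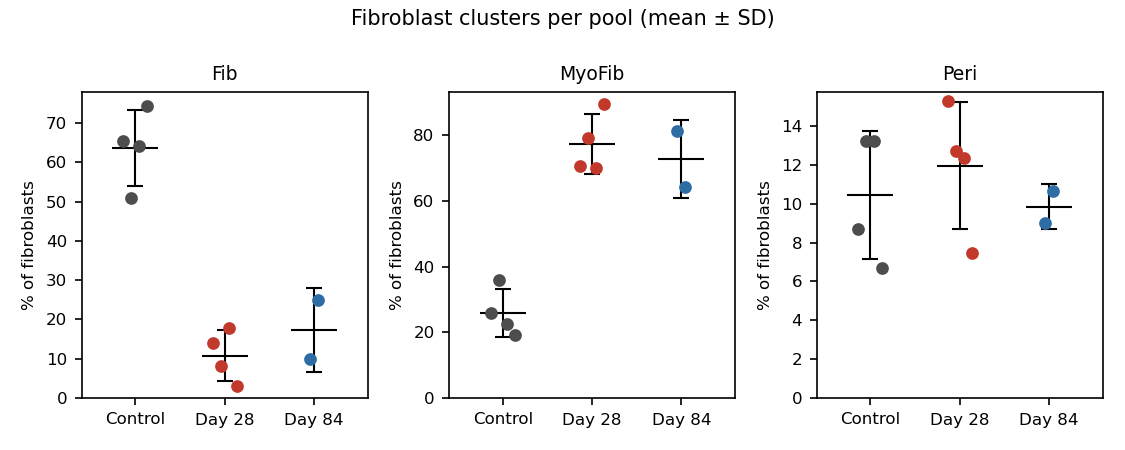
Share of fibroblast lineage cells in the clusters Fib, MyoFib and Peri, in percent, by condition. Points are pools, horizontal lines are means and bars are SDs; MyoFib lay between 70.0% and 89.5% in the day 28 pools and between 19.1% and 35.9% in the controls.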

Fibroblasts decreased, and myofibroblasts expanded at day 28 and 84 after R-UUO. 

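The cluster InjuredCD held 56 of 25128 CD cells in the controls, 1939 of 10478 at day 28 and 2039 of 13415 at day 84. As a mean of pools this was 0.218% ± 0.0517 (SD, n = 4), 18.7% ± 7.31 (SD, n = 4) and 15.4% ± 4.38 (SD, n = 2), with log2 odds changes of 6.62 (standard error 0.368, limma adjusted p = 7.66e-09) and 6.32 (standard error 0.451, limma adjusted p = 1.15e-07). The cluster InjuredLOH held 117 of 32061 LOH cells in the controls and 5726 of 22652 at day 28.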

Populations of injured CD and LOH cells were also detected at day 28 and 84 after R-UUO. These injured cells had reduced expression of classical markers of ATL, DTL, TAL, and CD principal cells and increased expression of injury markers lipocalin 2 (*Lcn2*), secreted phosphoprotein 1 (*Spp1*), *Ccn2*, clusterin (*Clu*), and *Igfbp2* (Supplemental Figure 7, E and H). These injured, partially dedifferentiated cells resemble maladaptive cell populations reported in mice after IRI-AKI and I-UUO and in patients with CKD and sepsis-associated AKI (35, 36, 38–41).

### Sustained reduction of inner medullary LOH

Reclustering of LOH cells based on differentially expressed genes (DEGs) identified 3 IM TL populations: IM ATL-0, upper IM juxtamedullary nephron DTL (jDTL-1), and lower IM TL-5 cells (Figure 4, A and B, and Supplemental Table 2). 

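These 3 populations were examined through the clusters ATL, DTL and IM-TL of the combined data, which were chosen by name; how far they hold the same cells as the reclustered populations was not analysed here. ATL fell from 29.8% ± 4.46 (SD, n = 4 pools) of LOH cells to 6.74% ± 2.15 (SD, n = 4) at day 28 and 12.6% ± 1.06 (SD, n = 2) at day 84, with log2 odds changes of -2.59 (limma adjusted p = 1.11e-05) and -1.55 (limma adjusted p = 0.00223). IM-TL went from 16.9% ± 3.19 to 5.44% ± 2.62 and 6.94% ± 0.474, with changes of -1.92 and -1.43 (limma adjusted p = 5.22e-04 and 0.0129). The smallest decline was that of DTL, from 30.1% ± 2.03 to 18.6% ± 1.90 and 22.3% ± 2.06, with changes of -0.91 and -0.59 (limma adjusted p = 5.59e-04 and 0.0270). At day 84, DTL passed the threshold in 8 of 16 alternatives, where its change ranged from -0.71 to -0.04. ATL was higher at day 84 than at day 28, by 1.05 on the log2 odds scale (limma adjusted p = 0.0461).

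**Figure D3:**
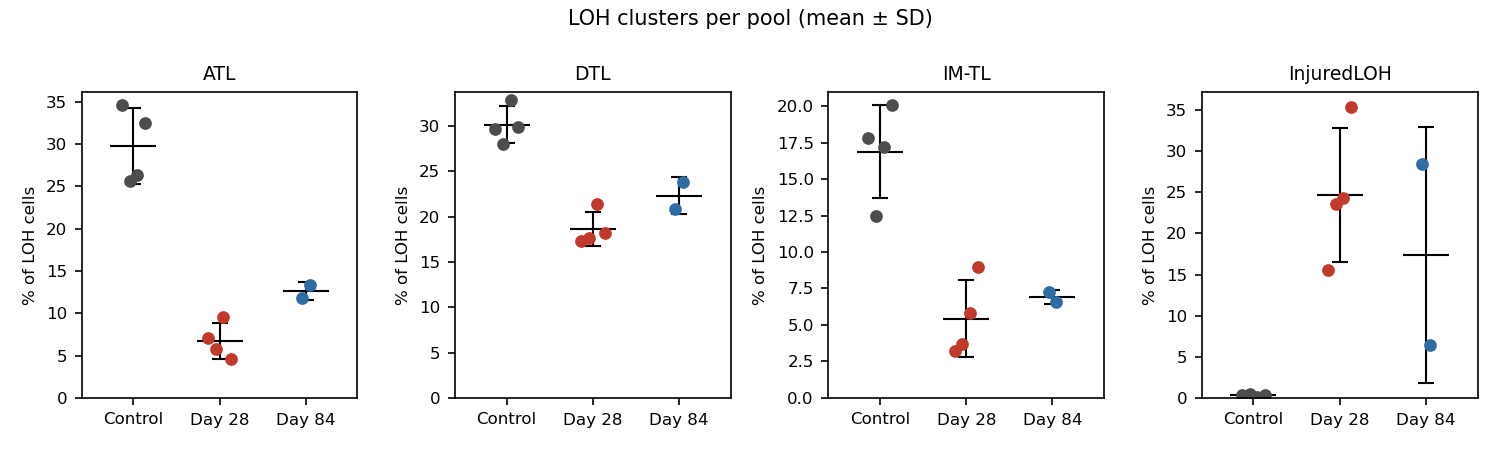
Share of LOH cells in the clusters ATL, DTL, IM-TL and InjuredLOH, in percent, by condition. Points are pools, horizontal lines are means and bars are SDs; ATL lay between 25.7% and 34.6% in the control pools and at 11.9% and 13.4% in the day 84 pools.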

All 3 populations showed a marked and persistent reduction 84 days after R-UUO (Figure 4, C and D). Lineage analysis using Six2-Cre R26R-LSL-tdTomato mice, which genetically label nephron epithelium including IM LOH cells but not CDs, validated these findings (Figure 4E). Mice optimized for a 5-day UUO (allowing >50% survival after Nx) exhibited similar long-term reductions in tGFR and UCC to those in the scRNA-Seq studies (Supplemental Figure 8). tdTomato quantification verified a generalized loss of LOH cells throughout the IM 84 days after R-UUO (Figure 4, F and G). To further evaluate LOH cell populations, Six2 lineage markers were combined with AQP1 antibody staining, identifying 3 IM LOH cell types: 1) Six2^+^AQP1^+^ DTL cells, 2) Six2^–^AQP1^+^ DVR cells, and 3) Six2^+^AQP1^–^ ATL and TL cells. Results showed significant reductions in Six2^+^AQP1^+^ DTL cells in the distal IM and Six2^–^ AQP1^+^ DVR cells throughout the IM 28 days after R-UUO (Figure 4, H–J, and Supplemental Figure 9, A–C). However, Six2^+^AQP1^–^ ATL and TL cells showed no change at 28 days (Supplemental Figure 9D). This suggests that the reduction in Six2 lineage cells primarily involves IM DTL cells, while IM ATL and TL populations remain unchanged, contrasting with scRNA-Seq data indicating reductions across all IM LOH populations.

### Expansion and features of injured LOH cell populations

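In the combined data the cluster InjuredLOH was 0.340% ± 0.144 (SD, n = 4 pools) of LOH cells in the controls, 24.7% ± 8.15 (SD, n = 4) at day 28 and 17.4% ± 15.6 (SD, n = 2) at day 84. The log2 odds change was 6.62 at day 28 (standard error 0.585, limma adjusted p = 7.46e-06) and 5.69 at day 84 (standard error 0.717, limma adjusted p = 1.54e-04). The 2 day 84 pools differed from each other, at 28.4% and 6.39%, and both were above the highest control pool at 0.495%.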

There was an expansion of injured LOH-4 cells after R-UUO. Injured LOH-4 cells exhibit characteristics of failed repair, including partial dedifferentiation and persistent cellular injury. They expressed injury markers (e.g., *Lcn2*, *Spp1*, *Clu*, and *Mmp7*) while showing reduced expression of segment-specific LOH markers (Figure 4B and Supplemental Table 2). Many of their DEGs, such as *Sik1*, *Wfdc2*, *Kcnk1*, and *Krt8*, were either unique to injured LOH-4 cells or also expressed in other LOH clusters in control mice, where they did not change with injury (Figure 4, K and L). Detailed analysis identified 4 subclusters of injured LOH-4 cells (Supplemental Figure 10A). Subclusters 4-1 and 4-3 closely resembled upper IM and ISOM LOH populations (e.g., jDTL-1, ATL-0, TL-5), while subclusters 4-0 and 4-2 were more similar to OSOM and ISOM TAL clusters (e.g., TAL-9 and TAL-5) (Supplemental Figure 10B). UMAP plots for cell type–specific genes, such as *Aqp1* in injured LOH 4-3, and *Psca* in injured LOH 4-0, confirmed the origins of injured LOH-4 subclusters from different LOH cell types in the IM and OM (Supplemental Figure 10, C and D). Gene set enrichment analysis (GSEA) revealed that injured LOH-4 cells were metabolically quiescent, with downregulated pathways for respiration, metabolite processing, and oxidative phosphorylation, but enrichment for cell migration and wound healing processes (Supplemental Figure 11, A and B, and Supplemental Table 3). Hallmark pathways showed increased apoptosis and TNFa via Nfkb signaling. These findings align injured LOH-4 cells with FR-PTECs after I-UUO (40), showing overlap in DEGs and shared pathways for inflammation, migration, and wound healing (Supplemental Figure 12 and Supplemental Table 4). This suggests similar maladaptive repair mechanisms underlie both FR-PTECs and injured LOH-4 cells.

### Minor long-term increase in inflammatory macrophages

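The annotation counts 135 immune cells among 78631 control cells, 2111 among 59132 cells at day 28 and 1020 among 43494 cells at day 84. Their share was 0.164% ± 0.0882 (SD, n = 4 pools), 3.54% ± 1.60 (SD, n = 4) and 2.40% ± 0.797 (SD, n = 2). The log2 odds change was 4.51 at day 28 (standard error 0.442, limma adjusted p = 4.16e-05) and 3.98 at day 84 (standard error 0.541, limma adjusted p = 4.77e-04). Immune cells exceeded every control pool in 4 of 4 pools at day 28 and in 2 of 2 at day 84 (exact permutation p = 0.0286 and 0.0667, the smallest possible).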

Inflammatory macrophages typically expand around failed-repair cells after IRI-AKI (35), but scRNA-Seq revealed only a minor increase in renal medullary inflammatory cells 28 and 84 days after R-UUO (Big UMAP, Supplemental Figure 7, D and F). Reclustering of immune cells identified 3 populations: T cells and 2 macrophage clusters (Mac-0 and Mac-1). T cell numbers decreased, while Mac-1 cells increased after R-UUO (Supplemental Figure 13, A–D, and Supplemental Table 2). GSEA showed activated pathways for migration, adaptive immunity, and phagocytosis in Mac-0 and Mac-1 cells (Supplemental Figure 13E). Hallmark pathways in Mac-1 cells highlighted TNFa via Nfkb and IL-2/STAT signaling, with an overall inflammatory response (Supplemental Figure 13F). However, analysis of pro-inflammatory (M1) and anti-inflammatory (M2) gene sets used to characterize renal macrophage populations after AKI (54–56) revealed no evidence of M1 or M2 polarization in either macrophage cluster (Supplemental Figure 13G). F4/80 antibody staining verified an early increase in macrophages after R-UUO, which decreased over time but remained elevated in the cortex, OM, and proximal IM 84 days after R-UUO (Supplemental Figure 13, H–J). These data indicate that despite the inflammatory signature of injured LOH-4 cells, long-term increases in inflammatory macrophages were modest.

### Permanent reduction in vasa recta throughout the IM

Reclustering of ECs identified 9 distinct populations, including ascending vasa recta (AVR)/papilla-1, DVR/papilla-6, AVR-0, DVR-2, and capillary angiogenic-3 and -7 cells (Figure 5, A and B, and Supplemental Table 2). After R-UUO, AVR/papilla-1 and DVR/papilla-6 cell numbers decreased at 28 and 84 days, while capillary angiogenic-3 and -7 cells increased (Figure 5, C and D). 

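The cluster of the combined data closest to these vessels by name is EndoVR/papilla; how far it holds the same cells, and the capillary clusters of the reclustering, were not analysed here. EndoVR/papilla was 25.8% ± 5.31 (SD, n = 4 pools) of ECs in the controls, 6.27% ± 5.42 (SD, n = 4) at day 28 and 7.07% ± 4.60 (SD, n = 2) at day 84. The log2 odds change was -3.08 at day 28 (standard error 0.942, limma adjusted p = 0.0144). At day 84 it was -2.33 with a standard error of 1.15 and did not pass the threshold (limma adjusted p = 0.111), although both pools lay below all control pools. The pools at day 28 ranged from 0.463% to 13.5%. Without day 28 pool 4, which had the lowest share, the spread shared by the conditions was smaller and the day 84 change of -2.33 passed (limma adjusted p = 4.32e-04). From the fractions of its reclustered ECs at each time, the paper states that papillary vasa recta cells decreased while angiogenic capillary cells increased.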

GSEA showed enriched Gene Ontology (GO) terms for cell migration in AVR/papilla-1 and DVR/papilla-6 cells, with AVR/papilla-1 cells also displaying ER stress responses (Supplemental Figure 11C). Capillary angiogenic-3 and -7 cells were enriched for angiogenesis and migration pathways, suggesting attempted repair (Supplemental Figure 11D). Despite this, CD31 antibody staining revealed reduced EC density throughout the IM at 84 days after R-UUO (Figure 5, E–G). This is consistent with the reduced Six2 lineage, AQP1^+^ DVR cells and the persistent scRNA-Seq reduction in AVR/papilla-1 and DVR/papilla-6 cells. These findings indicate a permanent loss of IM peritubular capillaries, despite repair efforts. This rarefaction likely contributes to worsening hypoxia, particularly in the distal IM, which may exacerbate cellular injury.

### Temporal and spatial expansion of myofibroblasts

Reclustering of medullary fibroblasts identified 8 subclusters, including 4 fibroblast clusters (Fib-1, Fib-2, Fib-3, Fib-6), a pericyte cluster (Peri-5), and 2 myofibroblast clusters (Fib/Myofib-4, Myofib-0) (Figure 6, A and B, and Supplemental Table 2). After R-UUO, Myofib-0 cells markedly increased, with a smaller increase in Fib/Myofib-4 cells at 28 and 84 days. Concurrently, Fib-2 and Fib-6 cells decreased, Fib-1 cells showed a modest reduction, and no changes were observed in Fib/interferon-7, Fib-3, or Peri-5 cells (Figure 6, C and D). 

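In the combined data the pericyte cluster Peri was 10.4% ± 3.30 (SD, n = 4 pools) of fibroblast lineage cells in the controls, 12.0% ± 3.27 (SD, n = 4) at day 28 and 9.84% ± 1.16 (SD, n = 2) at day 84. Its log2 odds changes of 0.23 and -0.04 were smaller than their standard errors of 0.458 and 0.561 (limma adjusted p = 0.620 and 0.939). The reclustered fibroblast populations were not analysed here.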

Immunostaining with α–smooth muscle actin (aSMA), a marker for myofibroblasts, revealed increased aSMA^+^ cells in the cortex and OM shortly after R-UUO, peaking in the IM at 28 days (Figure 6, E and F). By day 84, aSMA staining in the ISOM and IM was markedly reduced. Transcriptionally, Myofib-0 cells exhibited low *Acta2* (aSMA) expression but high levels of *Fn1* (fibronectin 1) and type 1 and 3 collagen genes (*Col1a2*, *Col1a1*, *Col3a1*), highlighting their role in extracellular matrix remodeling (Figure 6B and Supplemental Figure 14A). These findings indicate a temporally and spatially restricted expansion of myofibroblasts in response to R-UUO.

### Localization of fibroblast clusters in the renal medulla

Unlike LOH and EC populations, fibroblast anchor genes did not indicate spatial localization within the renal medulla. Hierarchical clustering of fibroblast DEGs showed that Myofib-0 cells were closely related to Fib-2, Fib-6, and Peri-5 cells, while Fib/Myofib-4 and Fib/interferon-7 cells were more related to Fib-1 and Fib-3 cells (Supplemental Figure 14B). *Smoc2* is expressed by Fib/Myofib-4 cells in controls, and in Fib-1, Fib-3, and Myofib-0 cells after R-UUO (Supplemental Figure 14A). Since *Smoc2* is expressed by interstitial fibroblasts in the OM (57), and is increased in OM myofibroblasts after IRI-AKI (58), these findings suggest that Fib-1, Fib-3, and Fib/Myofib-4 cells are likely to be localized in the OM and give rise to OM myofibroblasts. Meanwhile, *Akr1b3*, *Lmo7*, and *CryAB* were expressed in control Fib-2 and Fib-6 clusters and restricted to Fib-2 cells after R-UUO (Supplemental Figure 14A). *Akr1b3* regulates osmolyte synthesis, *Lmo7* is upregulated in hyperosmolar states, and both are increased in the IM (59, 60), but *CryAB* is a molecular chaperone that is increased in all IM cell types (Supplemental Figure 14C) (44). This suggests that Fib-2 and Fib-6 cell clusters are restricted to the IM.

### Renal medullary myofibroblasts derive primarily from RMICs

Expansion of Myofib-0 and Fib/Myofib-4 cells was accompanied by a depletion of Fib-2 and Fib-6, and to a lesser extent Fib-1 cells, but there was no change in vascular pericyte (Peri-5) numbers after R-UUO (Figure 6, C and D). Since pericytes are depleted as they give rise to cortical and OSOM myofibroblasts’ expansion after IRI-AKI and I-UUO (61–63), these findings suggest that Fib-2 and Fib-6, and to a lesser extent Fib-1, contribute to the IM and ISOM myofibroblast expansion after R-UUO, while vascular pericytes play only a minor role. RMICs are specialized renal medullary fibroblasts that express *Tenascin* *C* (*Tnc*) and *Dan/Nbl1* (64) and are also expressed by Fib-1, Fib-2, Fib-3, and Fib-6 cells (Figure 6G). In addition, aSMA staining at early time points after R-UUO showed localized ladder-like patterns characteristic of RMICs (Figure 6H). This suggests that Fib-1, Fib-2, Fib-3, and Fib-6 cells include RMICs and that some of the IM myofibroblasts maybe derived from RMICs. To verify this, we used a tamoxifen-inducible *Tenascin C* *Cre-ERT2-IRES-GFP* mouse model (64). These mice selectively target RMICs but not other fibroblast or pericyte populations in the kidney (48, 49, 64, 65). We evaluated *Tnc* expression using the GFP reporter, and the fate of RMICs by crossing with R26R-LSL-tdTomato reporter mice, which enables tracking RMIC lineage cells after tamoxifen activation (Figure 6I). These mice had 60% survival after 6 days of UUO, and while tGFR was unchanged, UCC was significantly reduced 28 days after R-UUO (Supplemental Figure 15). Tamoxifen-treated mice showed tdTomato^+^ RMIC-derived cells extending throughout the IM and into the ISOM, reaching just below the OSOM/ISOM junction (Figure 6J). However, 28 days after reversal, RMIC lineage cells in the IM appeared disorganized, lacking the characteristic laddered arrangement between tubules (46, 47), and by day 84, there was only partial reorganization of these cells in the IM, since many were no longer arrayed in columns along the length of IM CDs. Costaining with GFP antibodies showed a more limited distribution of *Tnc* expression within the RMIC lineage domains (Figure 6K and Supplemental Figure 16). FN staining, which is limited to a subset of RMIC lineage cells in controls, was expressed by the majority of these cells 28 days after R-UUO (Figure 6K and Supplemental Figure 16). aSMA staining showed a similar distribution to FN, and like FN, a few IM aSMA^+^ cells were *Tnc* lineage negative. FN^+^ and aSMA^+^ myofibroblasts in the renal cortex were also *Tnc* lineage negative. These findings indicate that 1) most myofibroblasts in the ISOM and IM are derived from RMICs; 2) there are at least 2 populations of RMICs, both of which express RMIC markers and contribute to the *Tnc* lineage, including Fib-1 and Fib-3 cells, which also express *Smoc2* and are most likely localized in the OM, and Fib-2 and Fib-6 cells, which express *CryAB*, *Akr1B*, and *Lmo7* and are most likely localized in the IM; and 3) the organization of RMICs in the IM is disrupted as the cells differentiate into myofibroblasts and remains abnormal 84 days after R-UUO.

### Reduced numbers of enlarged CDs in the IM

Reclustering of CD principal cells revealed 2 CD populations that are spatially restricted to the IM, IM CD-2 and deep IM CD-0 cells (Figure 7, A and B, and Supplemental Table 2). By day 84 after R-UUO, expression of water channels (*Aqp2*, *Aqp3*) and the urea transporter *Slc14a2* were significantly reduced in these cell populations (Supplemental Table 5). Notably, injured CD-5 cells appeared only in R-UUO samples but without significant loss of water channels (*Aqp2*, *3*, *4*, *6*) or urea transporters (*Slc12a1*, *Slc12a2*) compared to other CD clusters. 

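In the combined data, where clusters were drawn before the CD cells were reclustered, the control pools held InjuredCD cells at 0.170% to 0.269% of CD cells. The 4 day 28 pools held them at 11.8% to 28.7% and the day 84 pools at 12.3% and 18.5%.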

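The clusters deepIM-CD and IM-CD of the combined data were chosen by name, and how far they hold the same cells as the reclustered populations was not analysed here. deepIM-CD was 33.7% ± 8.67 (SD, n = 4 pools) of CD cells in the controls, 14.4% ± 10.2 (SD, n = 4) at day 28 and 13.4% ± 0.219 (SD, n = 2) at day 84. The log2 odds change at day 84 was -1.68 (standard error 0.760) and did not pass the threshold by itself (limma adjusted p = 0.0600). IM-CD was 29.2% ± 10.1, 10.5% ± 3.23 and 16.1% ± 7.94, with a day 84 change of -1.16 (standard error 0.531, limma adjusted p = 0.0600). At day 28 both passed, with changes of -1.92 and -1.83 (limma adjusted p = 0.0115 and 0.00190; exact permutation p = 0.0571 and 0.0286). Each of the 2 clusters lay below all control pools in both day 84 pools.

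**Figure D4:**
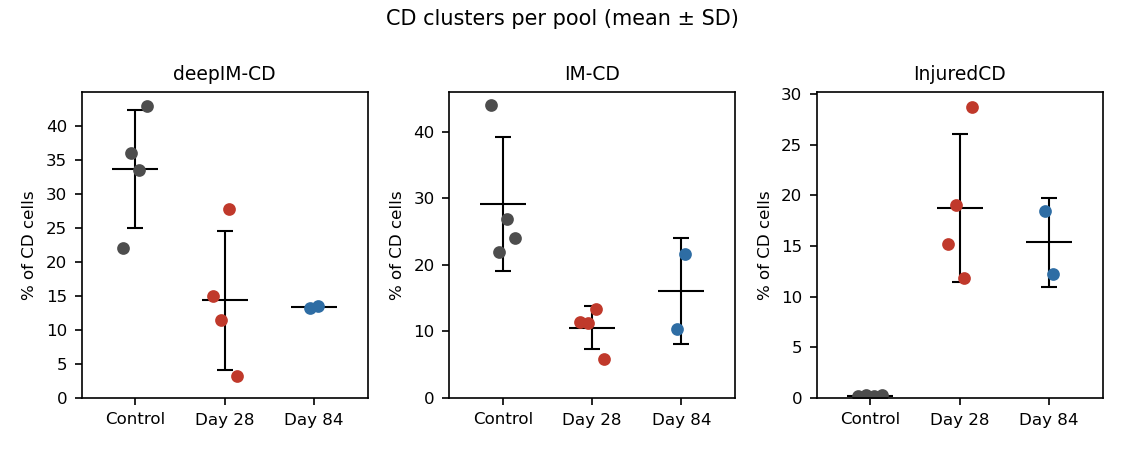
Share of CD cells in the clusters deepIM-CD, IM-CD and InjuredCD, in percent, by condition. Points are pools, horizontal lines are means and bars are SDs; the control pools of IM-CD spread from 21.9% to 44.0%, and the day 84 pools lay at 10.4% and 21.7%.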

IM CD-2 and deep IM CD-0 cells were also reduced at day 84 after R-UUO (Figure 7, C and D). To investigate further, lineage tracing with *HoxB7 Cre*–knockin mice crossed with R26R-LSL-tdTomato mice was performed (Figure 7, E and F). A 6-day ureteric clamp caused a similar reduction in tGFR and UCC by day 84 as seen in scRNA-Seq studies (Supplemental Figure 17). Quantification showed an increased proportion of HoxB7 lineage CD cells in the distal IM but fewer total cells overall (Figure 7, G and H). This may reflect reduced LOH and EC populations. Detailed analysis revealed fewer CD tubules throughout the IM (Figure 7I) but increased tubule size and luminal surface areas (Figure 7, J and K). Consistent with the increase in proportion of IM HoxB7 lineage cells, the number of nuclei per CD section also rose (Figure 7L). These findings indicate that there is a permanent reduction in IM CD numbers accompanied by compensatory enlargement of the surviving CDs after R-UUO.

### Persistent expression of injury markers in inner medullary CDs after R-UUO

Injured CD-5 cells displayed increased expression of injury markers, such as *Lcn2*, *Spp1*, *Clu*, *Mmp7*, and *Ccn1* (Figure 7B and Supplemental Figure 18, A and B). Injured CD-5 cells expressed CD markers like *Aqp2*, *3*, and *4*, found across CD clusters, and *Slc14a2*, typically dominant in deep IM CD-0 cells, suggesting these cells originated from both IM and OM CD populations (Supplemental Figure 18A). To characterize these cells further, we analyzed the top 25 upregulated DEGs in injured CD-5 cells (Figure 8A). Some DEGs, such as *Pdgf* and *Dcdc2a*, were uniquely expressed in CD-5 cells, while others, such as *Clu*, *Mmp7*, *Lcn2*, *Spp1*, and *Gdf15*, were shared with other CD clusters (Figure 8, A and B, and Supplemental Figure 18B). Immunostaining revealed the spatial distribution of 2 injury markers, NGAL (encoded by *Lcn2*) and SPP1, in *HoxB7* *Cre* lineage mice. NGAL was absent in controls but markedly increased after R-UUO in urothelium, AQP1^+^ DTLs, and HoxB7 lineage CD cells in the IM (Figure 8C). Big UMAP analysis showed *Spp1* expression in ISOM TAL, urothelium, and intercalated cells (ICs) in uninjured mice, with increased expression in ICs, urothelium, injured CD cells, deep IM CD cells, ISOM TAL, and injured LOH cells after R-UUO (Figure 8D). Consistently, immunostaining detected SPP1 in TALs (Na^+^/K^+^-ATPase high) and in interspersed HoxB7 lineage cells in the ISOM and proximal IM of uninjured mice (Figure 8E). These cells, likely ICs, were localized in ISOM and proximal IM CDs. After R-UUO, SPP1 staining increased in TALs and presumed ICs by day 28 and in urothelium and distal IM HoxB7 lineage CDs by day 84 (Figure 8E). These findings corroborate scRNA-Seq data and highlight the widespread, persistent expression of injury markers, particularly in the distal IM, after R-UUO.

### Injured inner medullary CDs exhibit hypoxic adaptation and features of failed-repair cells

GSEA of DEGs in injured CD-5 cells revealed enrichment for processes related to cell migration, wound healing, apoptosis, and TNFa signaling via Nfkb (Figure 9, A and B, and Supplemental Table 3). These align with injury profiles observed in injured LOH-4 cells after R-UUO and FR-PTECs after IRI-AKI and I-UUO (40). However, unlike injured LOH-4 cells and FR-PTECs, injured CD-5 cells displayed upregulation of hypoxia-related genes, including *Ldha*, *Slc2a1/Glut1*, *Pfkl*, and *Pfkp*, which drive anaerobic glycolysis and likely represent a compensatory response to hypoxia (Figure 9B, Supplemental Figure 12D, and Supplemental Table 3). DEG overlap analyses indicated that deep IM CD-0 and IM CD-2 cells also showed injury responses similar to injured CD-5 cells. Both cell types demonstrated increased cell migration, wound healing, apoptosis, inflammation, and hypoxia signatures at day 28 and 84 after R-UUO, with substantial overlap in DEGs between deep IM CD-0 and injured CD-5 cells (Supplemental Figure 19, A–C, and Supplemental Table 5). In contrast, while IM CD-2 cells exhibited hypoxia and inflammation signatures at day 28, their overlap with injured CD-5 cells diminished by day 84 (Supplemental Figure 19, F and G). These findings contrast with IM LOH clusters. Lower IM TL-5 cells displayed TNFa signaling but lacked evidence of wound healing, migration, or hypoxic responses at day 28 (Supplemental Figure 19, H and I, and Supplemental Table 6). IM ATL-0 cells showed wound healing responses at days 28 and 84 and TNF-α activation at day 28, but no hypoxia signatures were detected (Supplemental Figure 19, J and K, and Supplemental Table 7). These findings highlight widespread and persistent CD injury in the IM following R-UUO. CD injury is distinguished by a robust hypoxic response, likely reflecting adaptation to increased IM hypoxia.

### Long-term effects on cellular interactions in the renal medulla

To investigate how changes in CD, LOH, and fibroblasts affect cellular interactions in the IM after R-UUO, we analyzed ligand-receptor pairings between cell clusters (Supplemental Figure 20 and Supplemental Table 8) (66). The most notable finding was the de novo activation of the SPP1 pathway in injured LOH-4 and CD-5 cells. SPP1 signaling, mediated via integrins, promotes proinflammatory and profibrotic responses following AKI (67, 68). Other pathways that were affected included autocrine canonical Wnt signaling, which was observed in deep IM CD-0 cells, which express *Wnt7b* and *9b*. These ligands were also expressed by injured LOH-4 and injured CD-5 cells after R-UUO. PdgfA signaling showed dynamic changes: in controls, *PdgfA* was restricted to IM ATL-0 cells, with its receptors (*PdgfRA*, *PdgfRB*) found in IM Fib-2 and Fib-6 clusters. After R-UUO, *PdgfA* expression shifted to injured LOH-4 cells at day 28, with receptors primarily in Myofib-0 cells. By 84 days, *PdgfA* expression returned to IM ATL-0 cells, but Myofib-0 remained the primary responder cells. Noncanonical Wnt signaling also showed altered cellular interactions. *Wnt5A*, secreted by Fib-1 and Fib-2 clusters in controls, targeted deep IM CD-0 responder cells. After R-UUO, responder cells shifted to Myofib-0 and injured LOH-4 clusters. These findings suggest that long-term activation of these pathways contributes to the inflammatory environment and promotes remodeling between days 28 and 84 after R-UUO. These altered interactions may disrupt normal tissue homeostasis, perpetuating cellular disorganization in the IM after R-UUO.

### Common pathways are activated in IMs of patients with renal stone disease

To assess whether similar pathways are activated in patients with other IM diseases, we analyzed published snRNA-Seq data of renal papillary biopsies from patients with recurrent renal stone disease (69). Control samples were obtained from Nx patients or deceased donor kidneys unsuitable for transplantation. Two renal papillary principal cell populations, PapPC1 and PapPC2, were identified, resembling deep IM CD-0 cells in our studies. Significant overlap was found between DEGs in PapPC1 and -2 cells from patients with renal stone disease and DEGs in injured CD-5 and deep IM CD-0 cells 84 days after R-UUO (Supplemental Figure 21, A and B, and Supplemental Figure 22, A and B). GSEA showed enrichment for pathways related to wound healing, cell migration, apoptosis, and TNFa signaling in PapPC1 and -2 cells, consistent with findings in injured CD-5 and deep IM CD-0 cells after R-UUO (Supplemental Figure 21, C and D; Supplemental Figure 22, C and D; and Supplemental Tables 9 and 10). Notably, hypoxic pathway activation, a hallmark of IM CD injury following R-UUO, was absent in patients with renal stone disease. These findings indicate that shared pro-inflammatory, wound healing, and cell migration responses are activated in PapPC cells from patients with renal stone disease and IM CD cells after R-UUO. However, the hypoxic response observed in IM CD cells after R-UUO is not seen in patients with renal stone disease.

## Discussion

We present a robust model of R-UUO that allowed us to assess renal function for up to 3 months after reversing prolonged UUO by removing the contralateral kidney. Our findings demonstrate that, despite reversal of the obstruction, there is a permanent reduction in GFR accompanied by a disproportionately severe loss of UCC, indicating persistent renal medullary dysfunction. These results align with clinical observations that, beyond the acute polyuria commonly seen in the days following obstruction reversal (70, 71), some patients experience a lasting defect in their ability to concentrate urine maximally (7). This study has clinical significance for several reasons.

The renal medulla’s cellular composition and structure are conserved between rodents and humans, suggesting that the pathophysiological changes observed in this model likely reflect similar processes in humans.

The high penetrance of this phenotype in this R-UUO model indicates that such outcomes may be more common than generally recognized in clinical practice.

Impaired urine concentration increases the risk of dehydration and recurrent AKI, potentially contributing to the progressive decline in GFR observed in affected patients after reversal of urinary obstruction (5, 6).

Our studies show that while there was widespread cellular damage throughout the renal medulla along with shortening of the IM at early time points after R-UUO, there was a robust regenerative response so that by 84 days mice had normal-sized IMs that were indistinguishable from controls using standard histological stains. This regenerative response appeared to be driven by proliferation of Sox9^+^ and Ki67^+^ dedifferentiated tubular cells that repopulate denuded basement membranes. However, our scRNA-Seq and quantitative immunostaining analyses revealed that repair was incomplete, since there were permanent changes to all the major cellular compartments in the IM (illustrated in Figure 10). This included a permanent reduction in long LOH and in vasa recta and an increase in IM CD cross-sectional diameters, which could reflect a compensatory response to increased urine flow through fewer CDs after R-UUO. Despite restoration of AQP2 expression by immunostaining after R-UUO, more detailed analysis of CD clusters in the scRNA-Seq dataset showed reduced expression of water channels *Aqp2* and *3*, and the urea transporter, *Slc12a2*, in IM CD cells, which are required for the countercurrent multiplier system to concentrate urine (1). Additionally, there was a permanent reduction and mislocalization of RMICs, specialized fibroblasts critical for regulating urinary concentrating capacity through AQP2 activity in CDs (48, 49). Moreover, analysis of ligand-receptor pairing indicates that there was long-term disruption of the normal cell-cell interactions after R-UUO, including Pdgf and noncanonical Wnt signaling, which regulate both epithelial and fibroblast stability and function and could play a role in mediating tissue remodeling that occurs after R-UUO. On this basis, breakdown in the organization of all the major cellular compartments in the IM after R-UUO would be expected not only to disrupt the countercurrent multiplier system that is required to generate osmotic gradients in the renal medulla (1, 9) but also to play a role in destabilizing cellular interactions and perpetuating the cellular disorganization that occurs in the IM after R-UUO.

Following R-UUO, injured IM LOH and CD cells exhibited widespread activation of pathways regulating cell migration and inflammation. These responses mirror those seen in maladaptive or FR-PTECs, which contribute to local inflammation, fibrosis, and CKD progression after AKI (35, 36). Supporting this, ligand-receptor analysis revealed persistent de novo activation of the SPP1 pathway in injured LOH and CD cells. Since SPP1 signals through integrins to induce pro-inflammatory and pro-fibrotic responses after AKI (67, 68), this pathway likely perpetuates the pro-inflammatory state in IM epithelial cells. Interestingly, similar cell migration and pro-inflammatory pathways activated in the deep IM CD cells after R-UUO are also observed in renal papillary CDs from patients with renal stone disease (69). This suggests that these pathways represent shared epithelial responses to diverse cortical and medullary injuries in both humans and mice. For example, Mmp7, expressed by injured CDs after R-UUO, is also upregulated in papillary CDs of patients with renal stone disease (69). Furthermore, urinary MMP7 levels correlate with disease activity in renal stone disease and predict renal outcomes in children after reversal of uretero-pelvic junction obstruction (72). However, there are key differences in cellular responses to distinct types of injury. Unlike FR-PTECs after IRI-AKI and I-UUO and injured LOH cells after R-UUO, IM CDs uniquely exhibited increased expression of genes promoting anaerobic glycolysis as a compensatory response to hypoxia. This is likely to be in response to reduced oxygen supply to the IM resulting from rarefaction of vasa recta following prolonged UUO. This hypoxic adaptation enables IM CDs to survive in the increasingly hostile environment of the IM after R-UUO, whereas long LOH cells, lacking such responses, are less resilient. In contrast, the Canela et al. 2023 manuscript does not describe EC loss or capillary rarefaction in papillas from patients with renal stone disease (69). The fact that hypoxic adaptation does not occur in papillary CDs from these patients suggests that capillary rarefaction may be exerting additional long-term IM hypoxic stress after R-UUO and that this does not occur in patients with renal stone disease.

In conclusion, our findings demonstrate that despite an early, robust regenerative response after R-UUO, permanent alterations occur in all major IM cellular compartments, leading to lasting defects in UCC. These results have important implications for the management and investigation of patients with urinary obstruction.

Three months after R-UUO, the renal medulla appears histologically normal, suggesting that standard histological assessment of patients may not reveal significant changes in cellular organization after reversal of obstruction.

Focused molecular studies in patients are needed to identify common pathways that will inform the development of targeted therapies to prevent long-term renal medullary dysfunction after reversal of urinary obstruction. Notably, some molecular changes observed in this mouse model align with findings in patients with renal stone disease, another cause of renal medullary injury. This suggests the mouse model of R-UUO reflects similar pathophysiological changes occurring in humans, providing valuable insights into potential therapeutic strategies.

## Methods

### Sex as a biological variable.

Our studies only evaluated male mice. It is currently unknown whether these findings are relevant to female mice.

### Mouse lines and strains.

Male BALB/c mice were purchased from Charles River. HoxB7-Cre–transgenic mice [*Tg(HoxB7-Cre)13Amc*] (73) and *Six2* *eGFP-Cre BAC*–transgenic mice [*Tg(Six2-EGFP/Cre)1Amc/J*] (74) were provided by Andy McMahon from Keck School of Medicine of University of Southern California, Los Angeles, California, USA. tdTomato-Cre reporter mice and *Tenascin C Cre-ERT2-IRES-GFP*–knockin mice (64) were provided by Agnes Fogo from Vanderbilt University Medical Center with permission from Chuan-Ming Hao from Fudan University in Shanghai, China. *B6.Cg-Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^*/J mice were obtained from Jackson Laboratory. Six2- and HoxB7-Cre mice were on mixed C57BL/6 CD-1/Swiss Webster backgrounds, and *Tenascin C Cre-ERT2-IRES-GFP*–knockin and tdTomato-Cre reporter mouse lines were on a C57BL/6 background. Mice were genotyped and identified from punch biopsies using allele-specific primers performed by Transnetyx. Genotyping primers are listed in Supplemental Table 1.

### R-UUO.

R-UUO was performed in 12- to 13-week-old male mice. For this, a small vascular clamp was applied to the left ureter, and the whole kidney with the ureteral clamp in place was gently pushed back into the retroperitoneal space. After a variable interval of time depending on the mouse strain (between 5 and 7 days), the left kidney was exteriorized, and the vascular clamp was carefully removed. For long-term studies, a contralateral Nx was performed 10 days after R-UUO. Nx controls were performed at the same age/time point as the R-UUO studies. After completion of the studies, the left kidney was initially checked to confirm that there was reversal of the obstruction, and if uncertain, methylene blue was injected into the renal pelvis to determine whether the left ureter was patent. Since external evidence of hydronephrosis resolves within approximately 24 hours of reversal of obstruction, if there was evidence of persistent obstruction, data were discarded (Supplemental Methods 1 includes detailed information about tissue harvesting, surgical technique, and renal function tests).

### Immunofluorescence staining.

Formalin-fixed and frozen and FFPE sections were prepared, washed, and blocked, and primary and secondary antibodies were applied, as described (see Supplemental Table 1 for the list of antibodies, fluorophores, and conditions) (54). Digital images were scanned using AxioScan Z1 slide scanner (Carl Zeiss Microscopy GmbH; Original magnification, 10×), then downloaded into QuPath for analysis (Version 0.5.0). For quantification, regions of interest (cortex, OSOM, ISOM, proximal third and distal third of the IM) were demarcated using the QuPath annotation tool. If sections through the IM were less than 1 mm in length, we would quantify only the area of interest in the proximal IM. To quantify CD surface areas, digital images of HoxB7 lineage–labeled sections with IM lengths of ≥1 mm were used. To quantify tubular surface areas, we evaluated circular CDs defined as having major/minor axis ratios of >0.8, as described (75). We quantified the surface area of each tubule and its lumen using the freehand selection tool in Fiji: 15 and 30 tubules in each area of interest and the number of nuclei counted in each tubule cross section (Supplemental Methods 1 includes information on staining and image quantification, and Supplemental Methods 2 provides a detailed immunofluorescence staining protocol).

### scRNA-Seq.

Renal medullas were dissected at 2 time points after injury (day 28, 84 after R-UUO) and from healthy controls. Three to 4 renal medullas from the same time point were placed in a cryogenic vial and flash-frozen with liquid nitrogen, then stored at –80°C. We evaluated 4 of these pooled samples from healthy controls, 4 from mice at day 28, and 2 from dat 84 after R-UUO. Each frozen tube was fixed and dissociated into single cells using the 10x Genomics Chromium Next GEM Single Cell Fixed RNA Sample Preparation Kit 1000414. Dissociated cells from each of the pooled samples were individually hybridized with bar-coded genome-wide probe sets from 10x Genomics Flex kits according to the manufacturer’s instructions. After probe hybridization and construction of libraries, samples were sequenced using an Illumina NovaSeq 6000 PE150 sequencer (see Supplemental Methods 3 for a detailed sample preparation protocol).

### Bioinformatics pipeline and analysis of transcriptome data.

After quality control measures were applied, dimensionality reduction was performed using principal component analysis and visualized with UMAP. Cell population identities were identified using published anchor genes for renal medullary LOH, CD, fibroblast, EC, and immune cell subclusters (44, 52, 53). Differential gene expression analysis between clusters and time points was carried out using the FindAllMarkers function and the FindMarkers function, respectively. GO and Hallmark pathway GSEA was performed and visualized by ClusterProfiler, as well as published FR-PTEC DEG gene sets from published data (40). The subset function was used to extract clusters of each cell type on which principal component analysis, reclustering, and differential gene expression analysis were carried out. The injured LOH cluster 4 was subclustered using the FindSubCluster function. Cell-cell communication analysis was performed using CellChat (66). Data were visualized using Seurat, dittoSeq, and ShinyCell R packages (see Supplemental Methods 1 for additional information about the quality control and analytical approaches used to evaluate the scRNA-Seq data) (76).

### Manuscript editing.

We used generative AI (ChatGPT 4.0) to edit the text during revision of this manuscript. We used ChatGPT between December 1, and December 5, 2024, submitting all of the draft paragraphs or figure legends we had written with the following prompt: “please rewrite this text (or Figure legend) so that it is easier to read but is more concise.”

### Statistics.

Statistics were performed using GraphPad Prism 10.1.2 software, and results expressed as means ± SEM, with individual data points shown where indicated. Two-tailed, unpaired *t* tests were used to compare 2 groups; 1-way ANOVA to compare between 3 or more groups; and 2-way ANOVA to compare groups over time. If *P* values were less than 0.05 for between-group analyses, multiple between-group comparisons were performed controlling for false discovery rates of *P* < 0.05 using the 2-step method of Benjamini, Krieger, and Yekutieli. *q* values are indicated after correction for multiple between-group comparisons. Statistical significance between multiset intersections from the scRNA-Seq subcluster Venn diagrams was performed using the SuperExactTest function in R (77).

### Study approval.

All mouse experiments were approved by the Vanderbilt University Medical Center Institutional Animal Care and Use Committee.

### Data availability.

All relevant data are found in this article and in the Supporting Data Values file. scRNA-Seq data have been deposited in the NCBI’s Gene Expression Omnibus repository: Study ID: GSE283241.

## Author contributions

TV performed the scRNA-Seq data analysis and prepared the scRNA-Seq figures and supplemental datasets with help from AG. RD performed mouse genotyping, R-UUO surgery, and renal function assays with help from MB, KAC, and AAM. MB, AAM, WES, TR, and VS performed immunostaining and quantitative image analyses. RD quantified SR staining. HY provided renal pathology advice on R-UUO samples. With help from AJD, MPDC conceptualized and planned studies, interpreted all the data, finalized and prepared figures, and wrote the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 10

Supplemental table 11

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supplemental table 7

Supplemental table 8

Supplemental table 9

Supporting data values

## Figures and Tables

**Figure 1:**
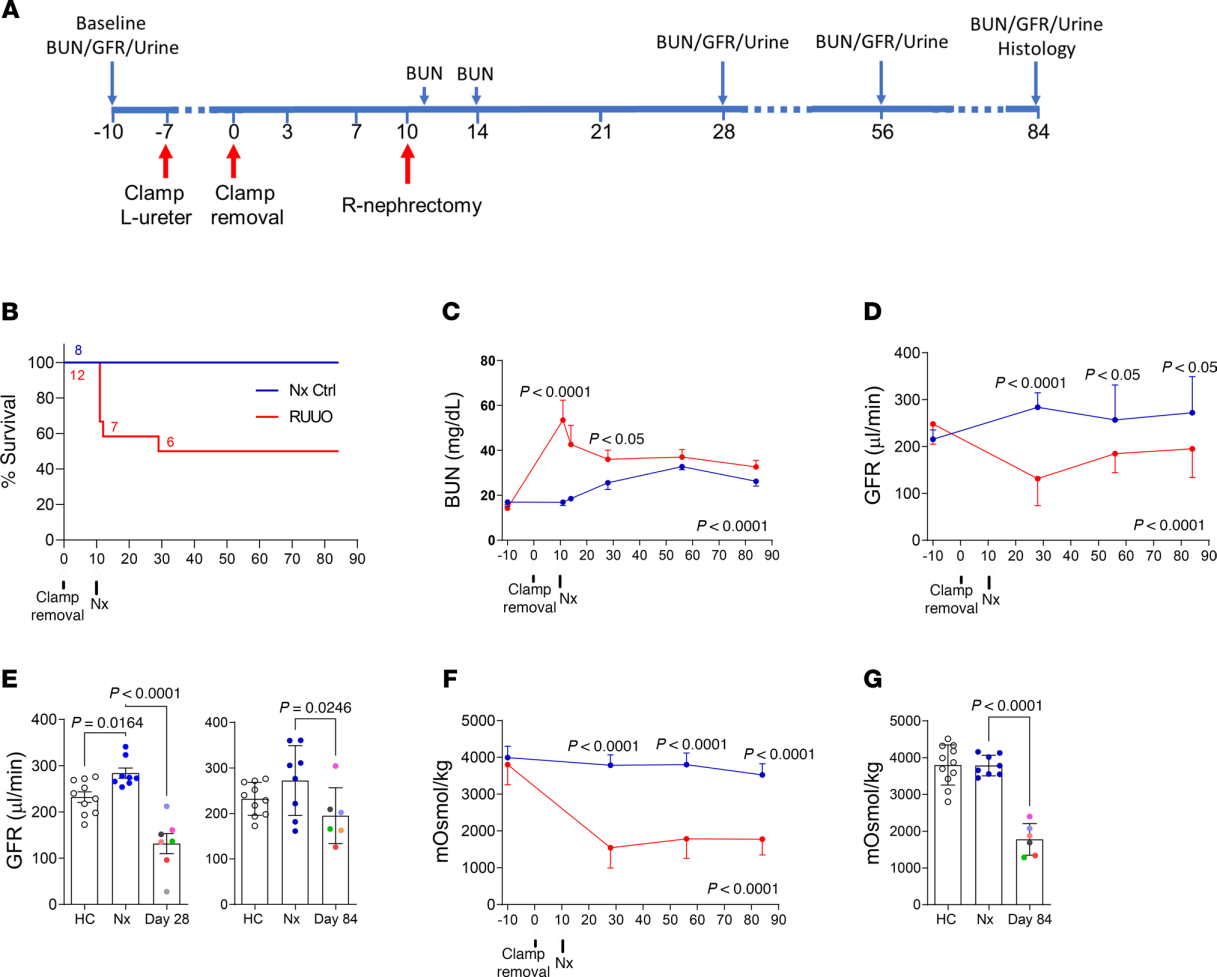
Long-term decrease in renal function and UCC after R-UUO. Male BALB/c mice underwent R-UUO and contralateral Nx or Nx alone. (**A**) Study design; (**B**) survival, with numbers of mice indicated; (**C**) blood urea nitrogen (BUN) time course; (**D**) tGFR time course; (**E**) tGFR at day 28 and 84 after R-UUO. (**F** and **G**) Urinary osmolality after 18-hour water restriction. Time course (**F**) and 84 days after R-UUO (**G**). (**C**, **D**, and **F**) Mean ± SD. Two-way ANOVA. (**E** and **G**) Data points with mean ± SEM. Data points color coded to show relationship between individual tGFR and urine osmolality measurements. One-way ANOVA Nx vs. healthy control and R-UUO. If *P* < 0.05, *q* values for between-group comparisons.

**Figure 2:**
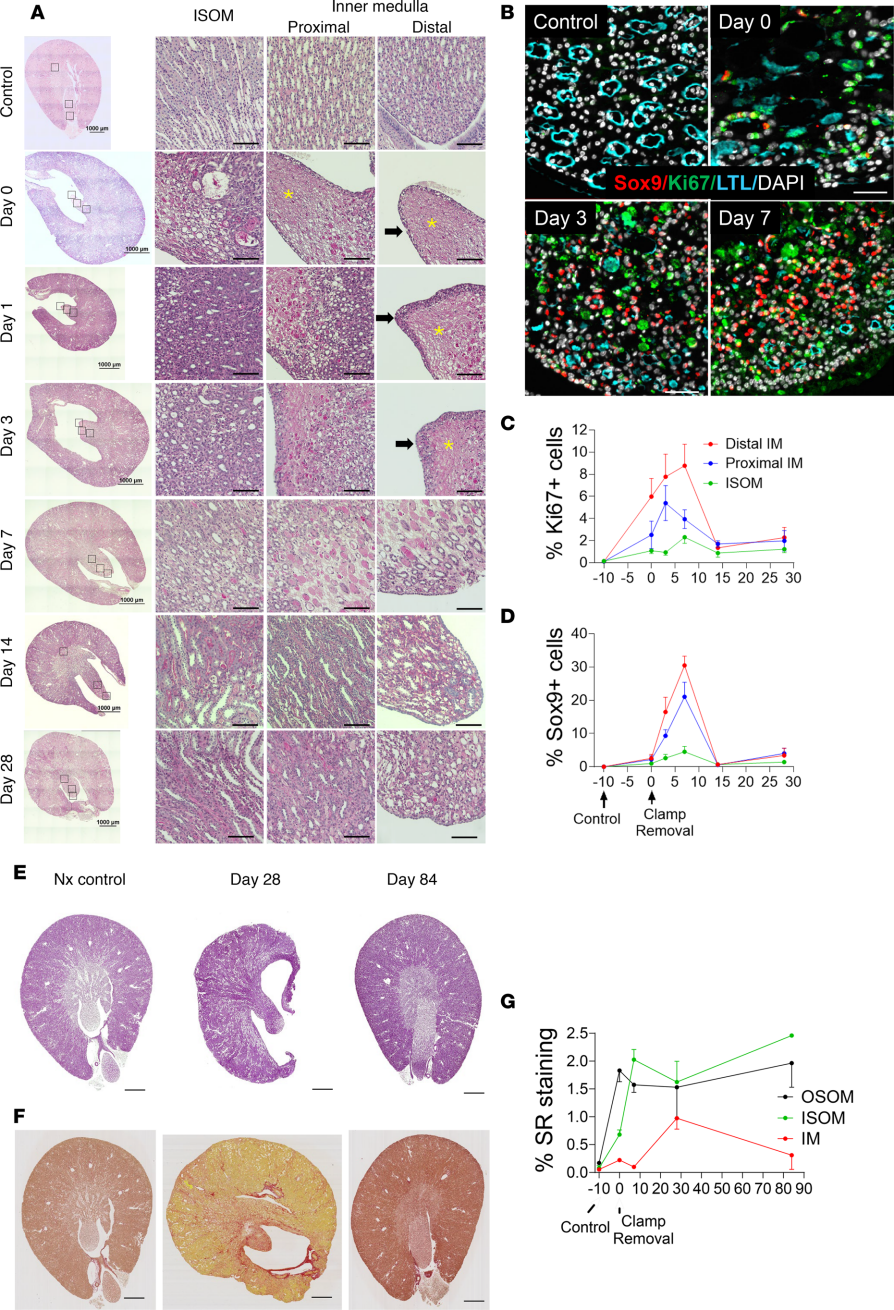
Renal medullary injury, repair, and remodeling after R-UUO. Kidneys were collected at different time points after R-UUO. (**A**) Periodic acid–Schiff (PAS) staining, whole kidney (scale bars = 1 mm), ISOM, and proximal and distal IM (scale bars = 100 μm). *Papillary necrosis; black arrows show thickening of papillary urothelium. (**B**) Ki67, Sox9, and LTL in the distal IM after R-UUO (scale bars = 50 μm). (**C** and **D**) Time course of Ki67^+^ and Sox9^+^ cells (% of total nuclei). *N* = 5-Ctrl, 10-D0, 9-D3, 12-D7, 4-D14, 4-D28. (**E** and **F**) PAS (**E**) and SR (**F**) staining (scale bars = 1 mm). (**G**) Quantification of SR staining. Time course in the OSOM, ISOM, and IM. *N* = 5-Ctrl, 6-D0, 6-D7, 4-D28, 6-D84. Means ± SEM.

**Figure 3:**
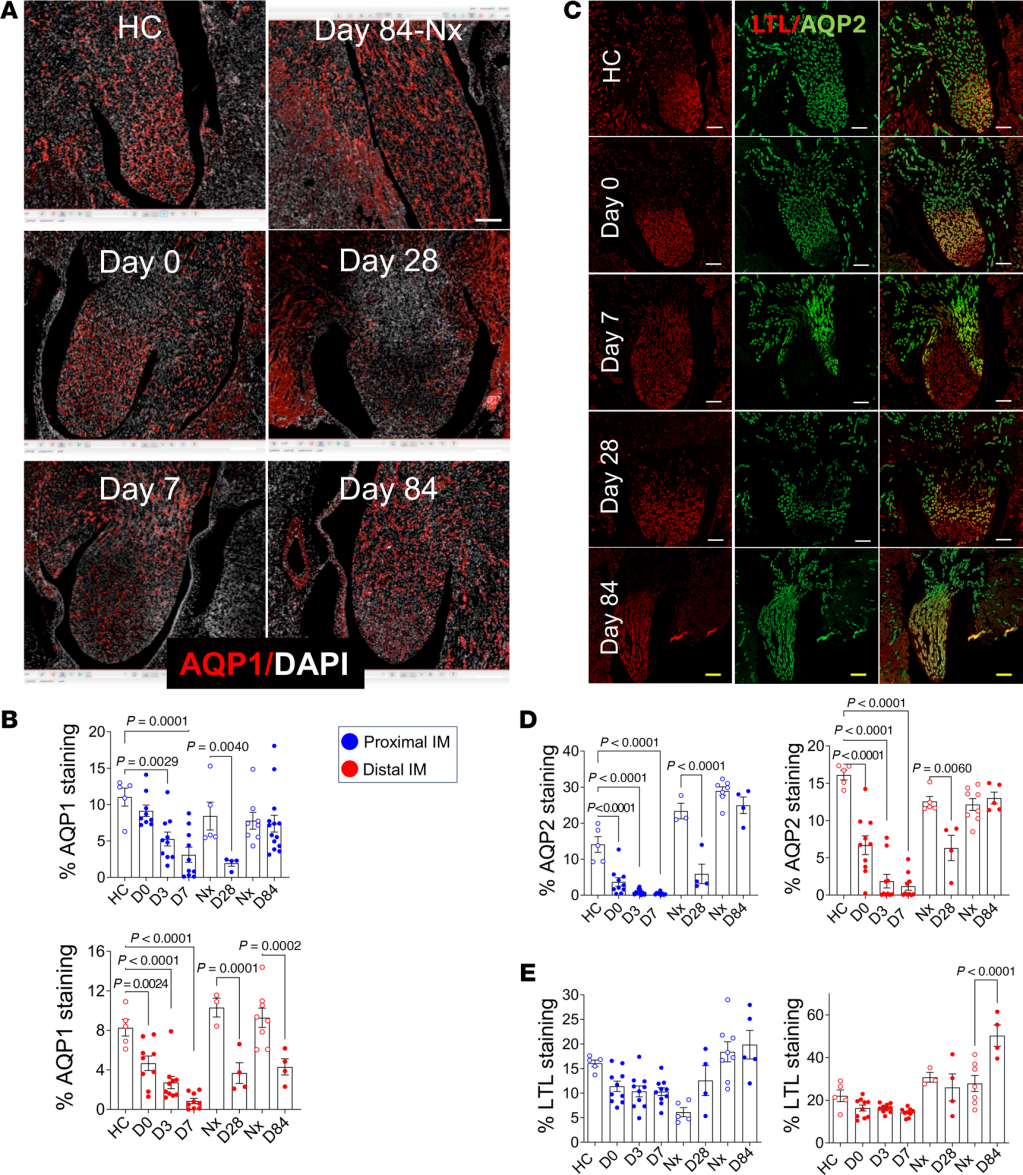
Long-term changes to inner medullary epithelial cells after R-UUO. (**A**) AQP1 staining of the IM after R-UUO (scale bars = 200 μm). (**B**) Quantification of AQP1 staining in the proximal and distal IM time course. Day 28 and 84 Nx shown. (**C**) AQP2 and Lotus Tetroglobinous Lectin (LTL) staining of IM CDs after R-UUO (white scale bars = 200 μm, yellow = 400 μm). (**D** and **E**) Quantification of AQP2 (**D**) and LTL staining (**E**) as the percentage of the area of interest. Data points shown. Blue dots, proximal IM; red dots, distal IM. Means ± SEM. One-way ANOVA, HC or Nx vs. R-UUO time points. If *P* < 0.05, *q* values are shown.

**Figure 4:**
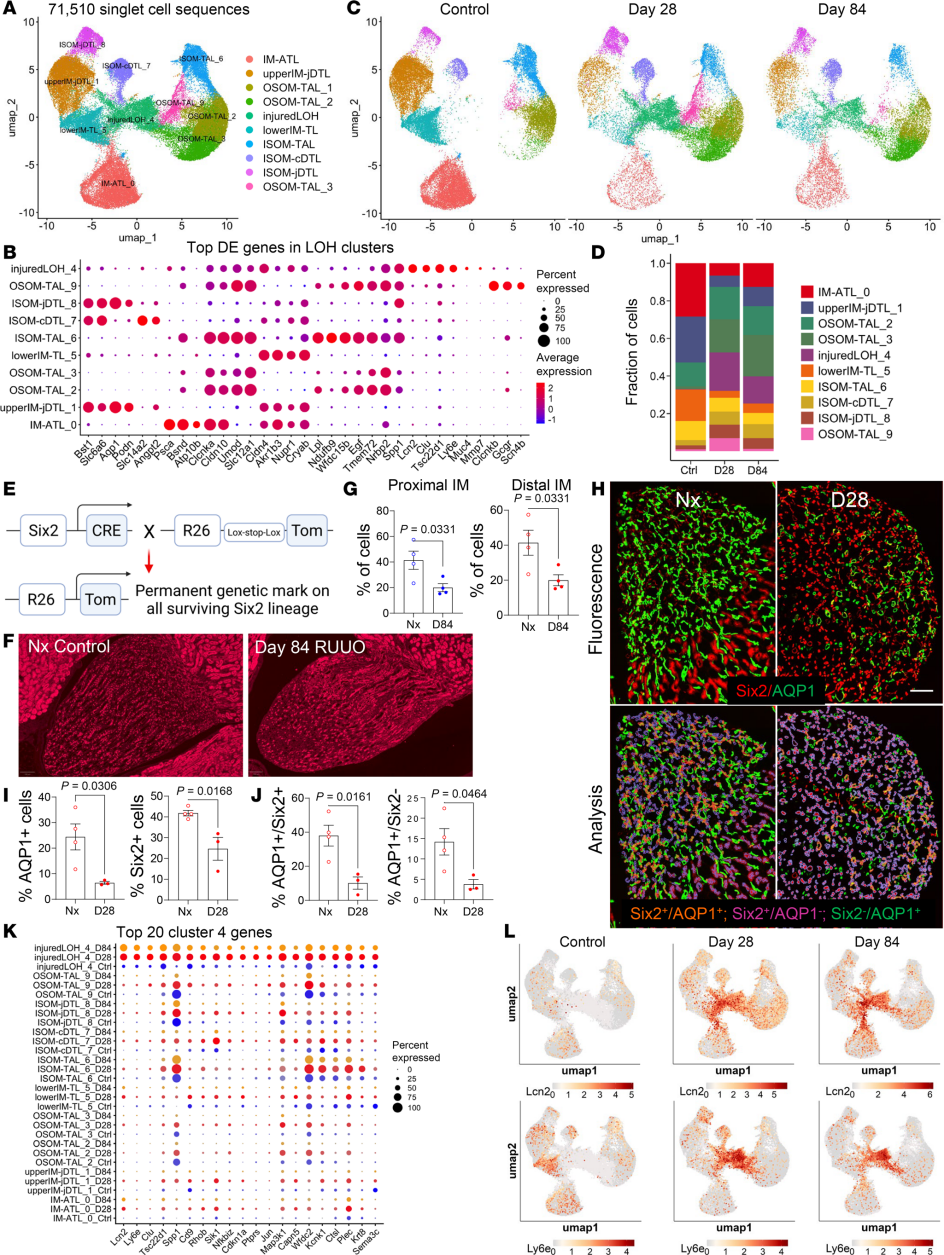
Permanent reduction in inner medullary LOH with expansion of injured cells. (**A** and **C**) Reclustering of LOH cells identified 10 distinct cell populations in the combined dataset (**A**) and after R-UUO (**C**); (**B**) top 5 DEGs for each LOH cluster; (**D**) fractional representation of LOH clusters after R-UUO; (**E**) genetics labeling of IM LOH cells using Six2-Cre mice; (**F**) fluorescence images of Six2 lineage cells in the IM after R-UUO (scale bars = 200 μm); (**G**) quantification of Six2 lineage cells in the IM 84 days after R-UUO; (**H**) fluorescence images with overlays showing AQP1 and Six2 lineage staining in the distal IM 28 days after R-UUO (scale bars = 200 μm); (**I** and **J**) quantification of AQP1^+^ and Six2^+^ cells in the distal IM as the percentage of cells (**I**); AQP1^+^Six2^+^ DTLs (% of Six2^+^ cells), and AQP1^+^Six2^–^ DVRs (% of total cells) 28 days after R-UUO (**J**). Data points, means ± SEM. *P* values determined by *t* test. (**K**) Dot plot of the top 20 DEGs from injured LOH-4 cells in other LOH cell types after R-UUO; (**L**) UMAPs illustrating expression of injury markers *Lcn2* and *Ly6e* after R-UUO.

**Figure 5:**
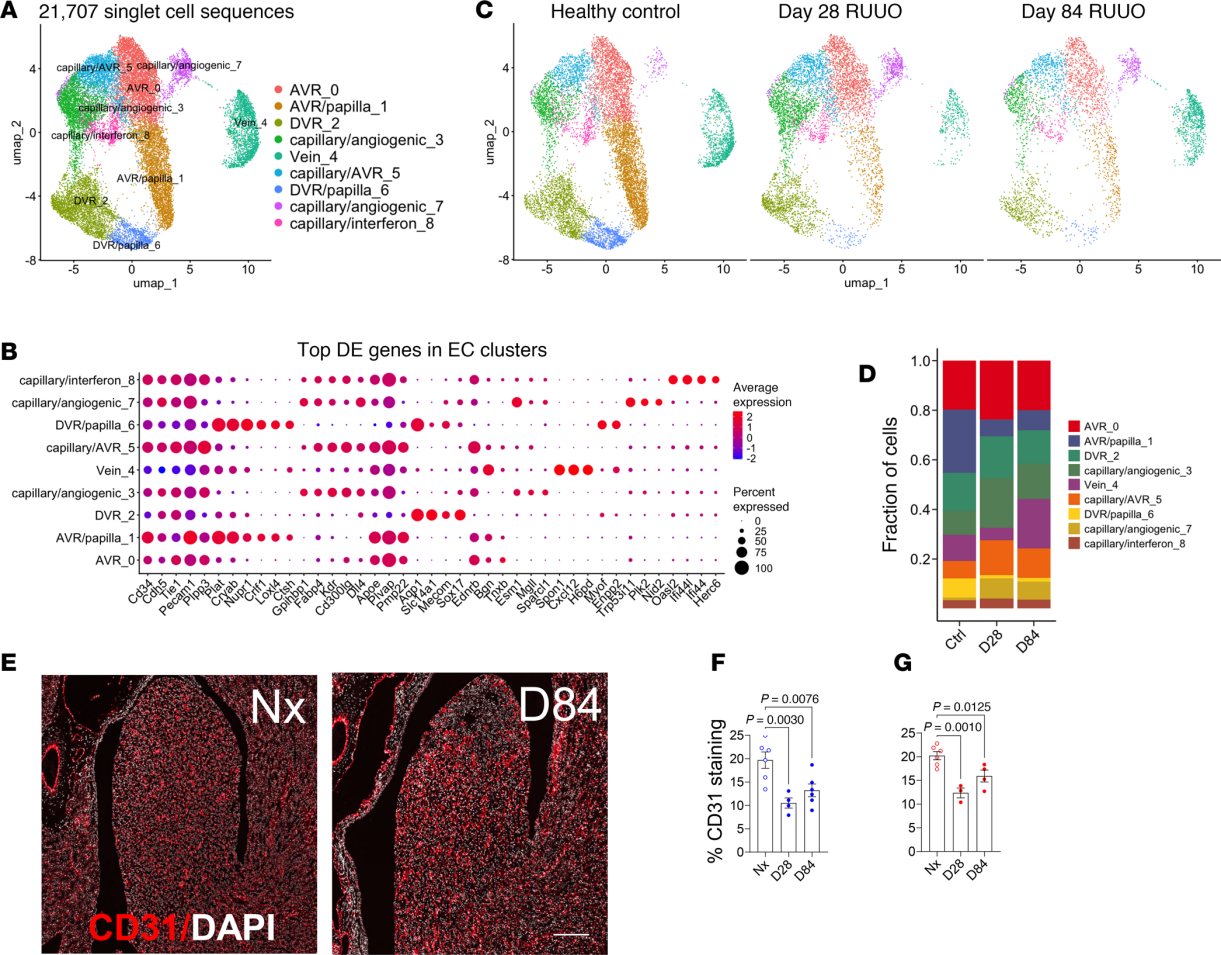
Reduced density of vasa recta in the renal medulla. (**A** and **C**) Reclustering of renal medullary ECs identified 9 populations in the combined dataset (**A**) and at various time points after R-UUO (**C**); (**B**) top 5 DEGs for each EC cluster; (**D**) fractional representation of EC clusters after R-UUO; (**E**) CD31 immunostaining of ECs in the IM 84 days after R-UUO (scale bars = 200 μm); (**F**) quantification of CD31 staining after R-UUO in the proximal (**F**) and distal (**G**) IM. Data are mean ± SEM, analyzed by 1-way ANOVA. *P* < 0.05; *q* values shown where applicable.

**Figure 6:**
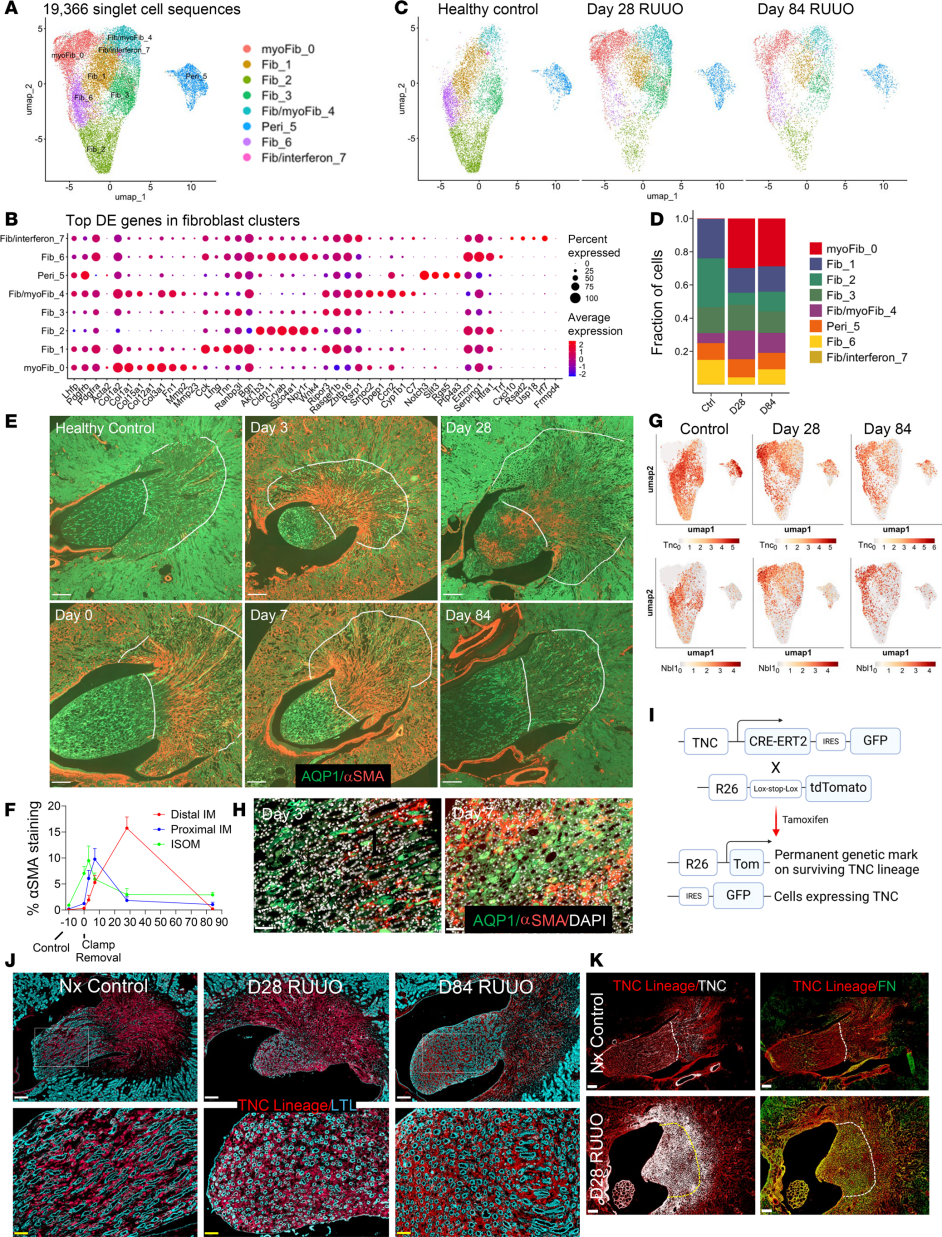
Spatially and temporally restricted myofibroblast expansion derived from RMICs. (**A** and **C**) Reclustering of fibroblasts identified 8 clusters in the combined dataset (**A**) and at various time points after R-UUO (**C**); (**B**) top 5 DEGs for each fibroblast cluster; (**D**) fractional representation of fibroblast populations after R-UUO; (**E**) immunostaining of aSMA and AQP1 after R-UUO (white lines indicating ISOM/IM boundaries, scale bars = 250 μm). (**F**) Quantification of aSMA staining at various time points after R-UUO. *N* = 4-Ctrl, 9-D0, 8-D3, 12-D7, 4-D28, 14-D84. Means ± SEM. (**G**) UMAPs showing RMIC marker distribution (*Tnc* and *Dan/Nbl1*); (**H**) aSMA staining in the distal IM after R-UUO; (**I**) *TNC Cre-ERT2-IRES-GFP* genetics used to track RMIC lineages; (**J**) Immunostaining of Tnc lineage (tdTomato) and LTL (white scale bars = 200 μm, yellow scale bars = 50 μm); (**K**) Tnc lineage (tdTomato) overlaid with GFP to detect active Tnc or FN (dotted lines marking IM/ISOM boundaries, scale bars = 250 μm).

**Figure 7:**
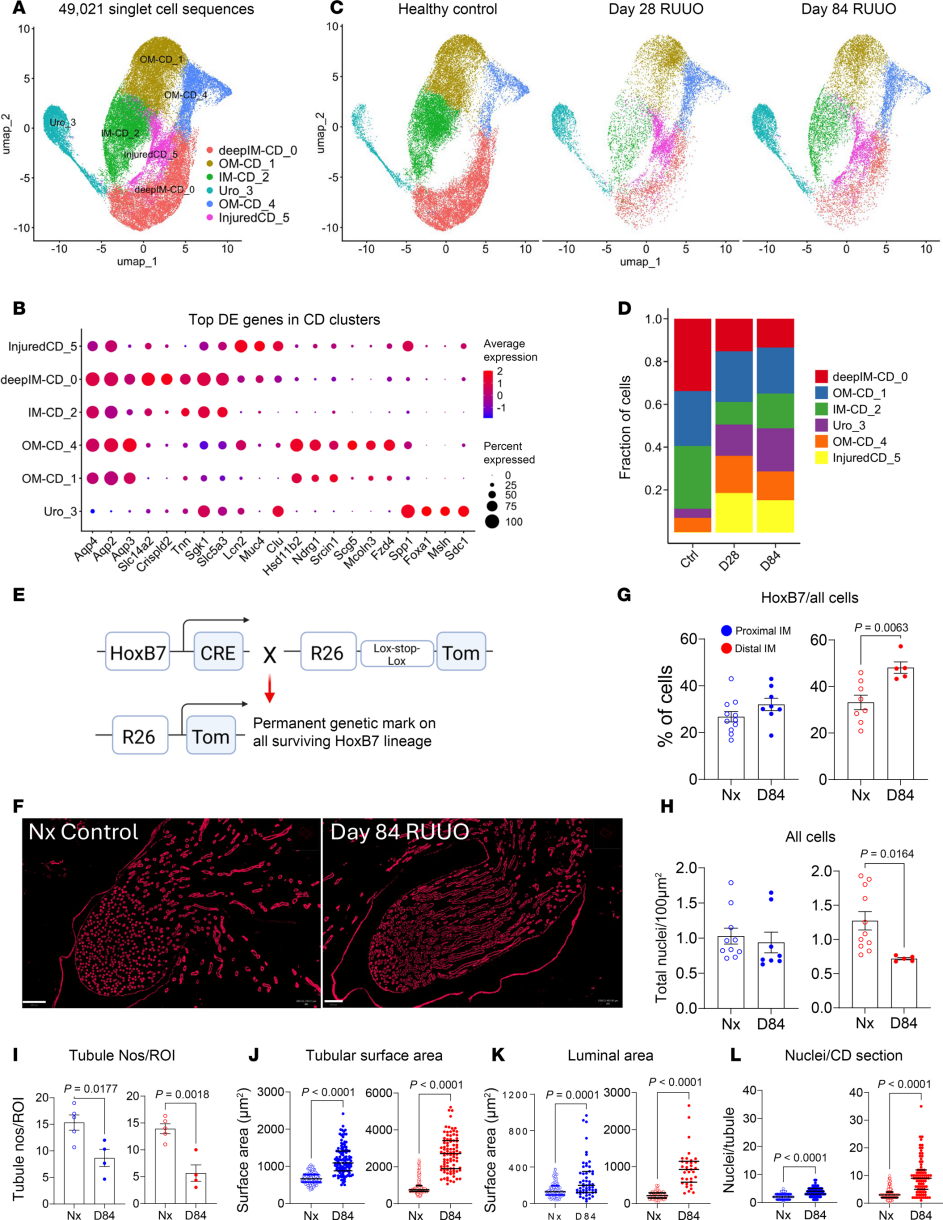
Reduced numbers and enlargement of CDs in the IM after R-UUO. (**A** and **C**) Reclustering of CD principal cells identified 6 populations in the combined dataset (**A**) and at various time points after R-UUO (**C**); (**B**) top 5 DEGs for each CD population; (**D**) fractional representation of CD populations after R-UUO; (**E**) genetic labeling of CD lineage using *HoxB7 Cre*; (**F** and **G**) fluorescence images and quantification of HoxB7 lineage cells 84 days after R-UUO (scale bars = 200 μm); (**I**–**L**) measurement of CD numbers (**I**), surface areas (**J**), luminal areas (**K**), and nuclei per CD section (**L**), using HoxB7-Cre tdTomato and AQP2 staining. Individual data points, means ± SEM. *P* values from *t* tests shown.

**Figure 8:**
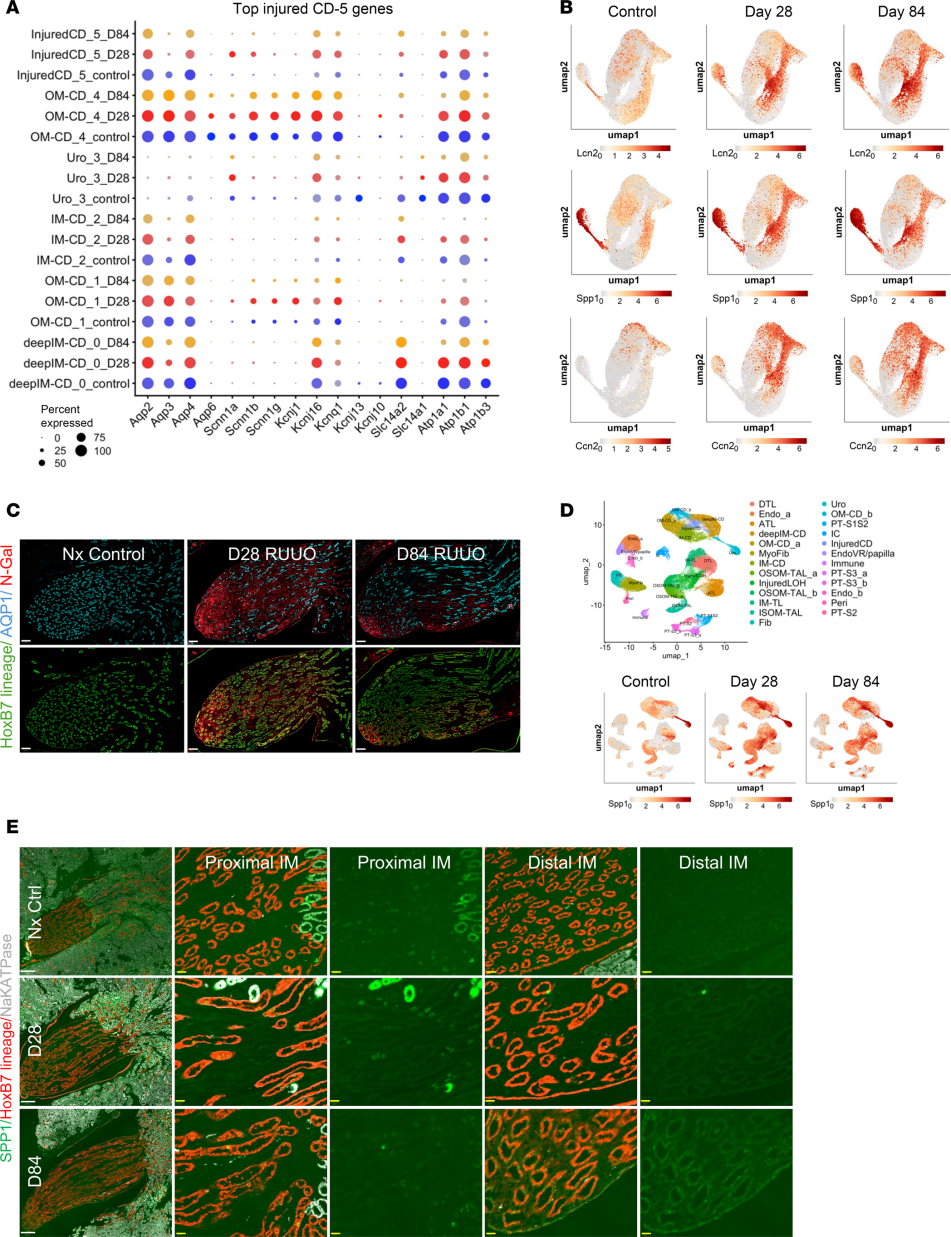
Persistent expression of injury markers in inner medullary CDs. (**A**) Dot plot of the top 25 DEGs from injured CD-5 cells in other CD populations after R-UUO; (**B** and **D**) UMAPs showing the expression of injury markers (*Lcn2*, *Spp1*, *Ccn2*) in CD clusters (**B**) and *Spp1* across all renal medullary single-cell clusters (**D**). (**C**) NGAL, AQP1, and HoxB7 lineage (tdTomato) staining after R-UUO (scale bars = 100 μm); (**E**) SPP1, Na^+^/K^+^-ATPase, and HoxB7 lineage staining after R-UUO (white scale bars = 250 μm, yellow = 50 μm).

**Figure 9:**
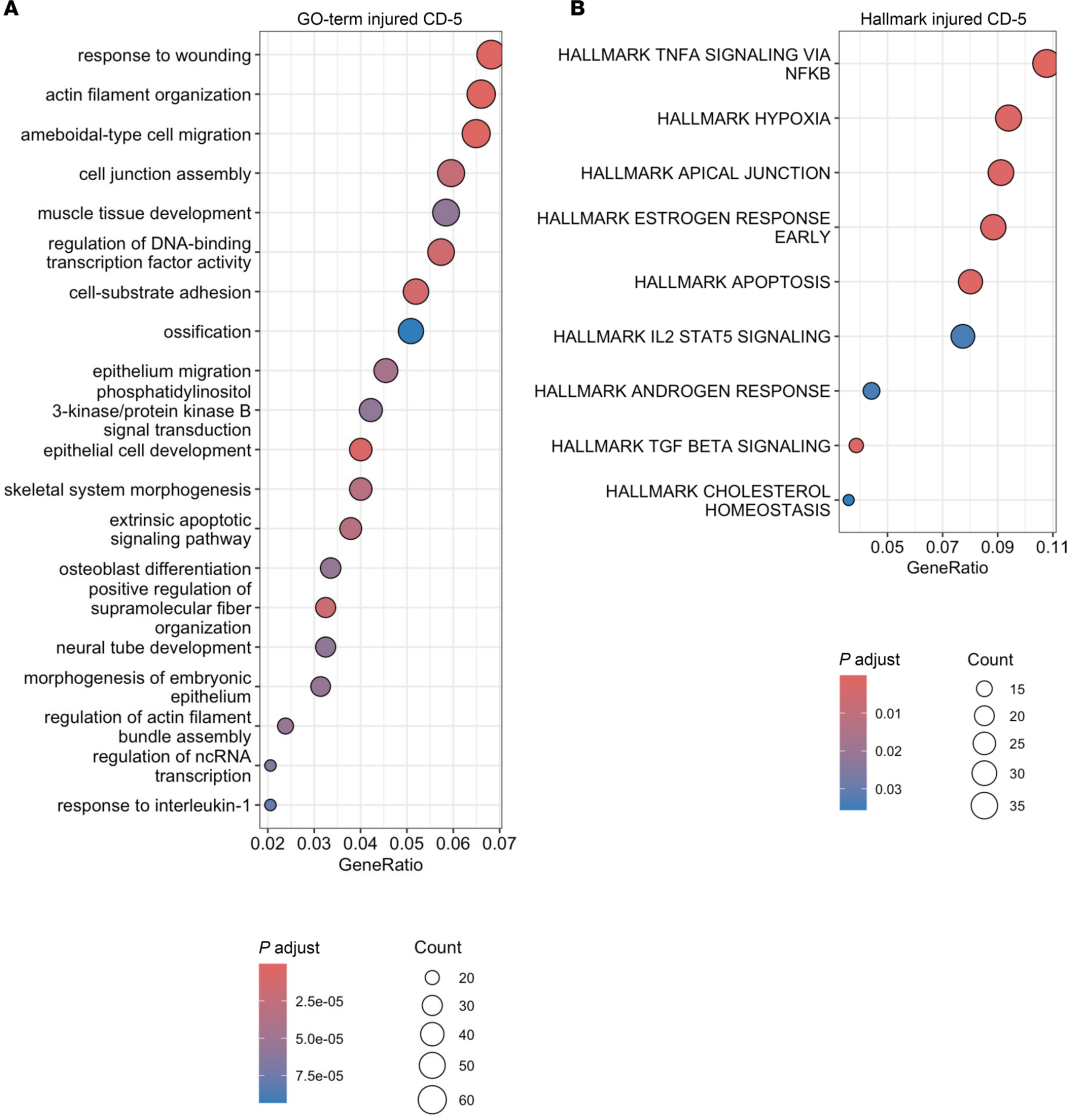
Injured inner medullary CDs are hypoxic and have features of cell migration, wounding responses, apoptosis, and inflammation. GSEA of upregulated GO terms (**A**) and Hallmark terms (**B**) in injured CD-5 DEGs.

**Figure 10:**
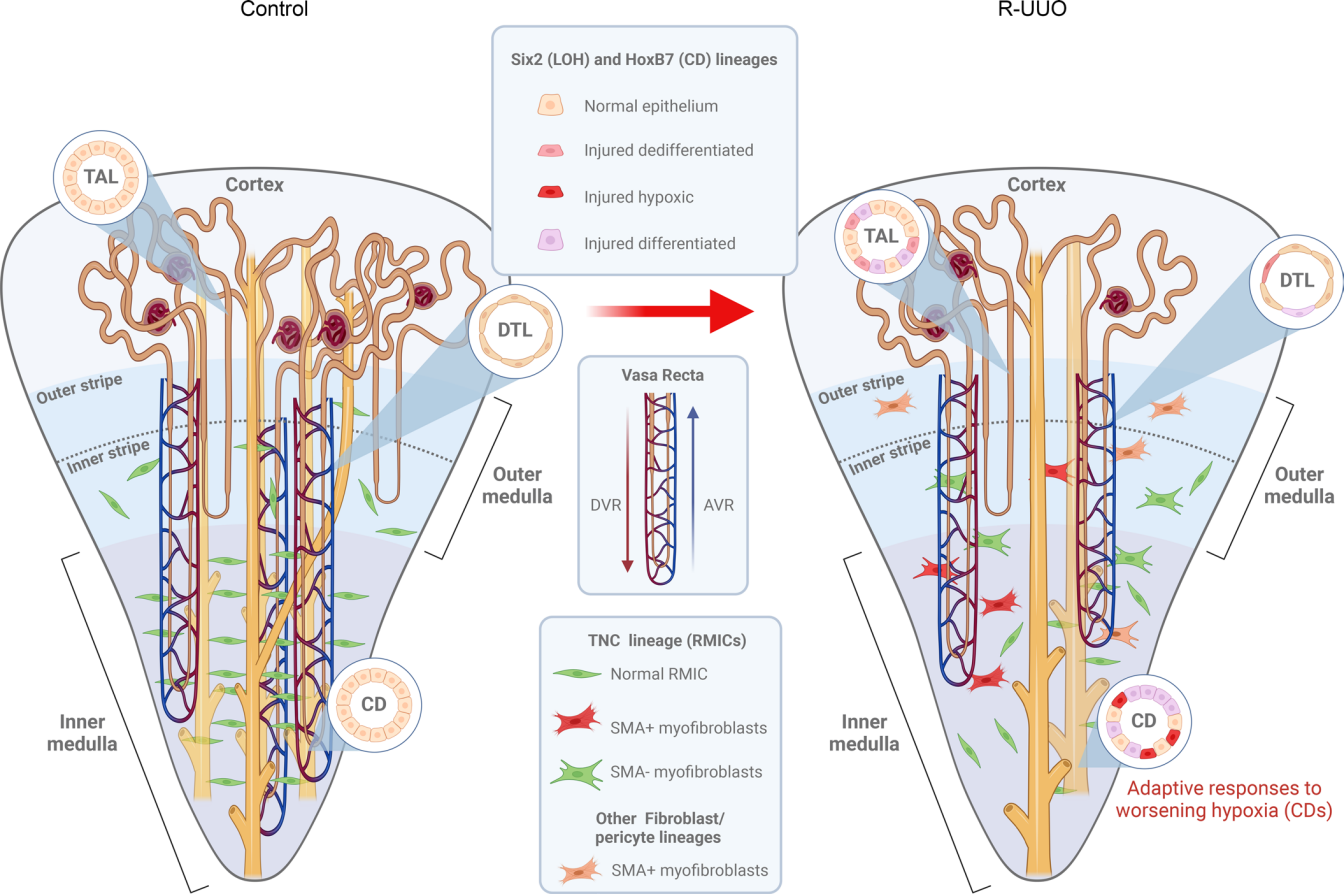
Permanent cellular defects in the renal medulla after reversal of ureteric obstruction. Summary illustrating persistent reductions in inner medullary LOH and vasa recta, decreased numbers of enlarged CDs, and depletion/mislocalization of RMICs 84 days after R-UUO. DTL, descending thin limb; DVR, descending vasa recta; AVR, ascending vasa recta.

## References

[1] Sands JM, Layton HE (2014). Advances in understanding the urine-concentrating mechanism. Annu Rev Physiol.

[2] Nawata CM, Pannabecker TL (2018). Mammalian urine concentration: a review of renal medullary architecture and membrane transporters. J Comp Physiol B.

[3] Tseng TY, Stoller ML (2009). Obstructive uropathy. Clin Geriatr Med.

[4] Wu AK (2012). Relative renal function does not improve after relieving chronic renal obstruction. BJU Int.

[5] Caddeo G (2013). Acute kidney injury in urology patients: incidence, causes and outcomes. Nephrourol Mon.

[6] Sasaki S (2017). Anemia and long-term renal prognosis in patients with post-renal acute kidney injury of nonmalignant cause. Nephron.

[7] Berlyne GM (1961). Distal tubular function in chronic hydronephrosis. Q J Med.

[8] (1956). Effects of complete ureteral obstruction in dogs on kidney function. Am J Physiol.

[9] Dantzler WH (2011). Urine concentrating mechanism in the inner medulla of the mammalian kidney: role of three-dimensional architecture. Acta Physiol (Oxf).

[10] Klahr S (1983). Pathophysiology of obstructive nephropathy. Kidney Int.

[11] Wilson DR (1977). Renal function during and following obstruction. Annu Rev Med.

[12] Zhang W, Edwards A (2002). Oxygen transport across vasa recta in the renal medulla. Am J Physiol Heart Circ Physiol.

[13] Griffin MD (1995). Renal papillary necrosis--a sixteen-year clinical experience. J Am Soc Nephrol.

[14] Onen A (2020). Grading of hydronephrosis: an ongoing challenge. Front Pediatr.

[15] Hiatt MJ (2013). Urinary tract obstruction in the mouse: the kinetics of distal nephron injury. Lab Invest.

[16] Wilson DR (1972). Micropuncture study of chronic obstructive nephropathy before and after release of obstruction. Kidney Int.

[17] Wei G (2015). Architecture of the human renal inner medulla and functional implications. Am J Physiol Renal Physiol.

[18] Bander SJ (1985). Long-term effects of 24-hr unilateral ureteral obstruction on renal function in the rat. Kidney Int.

[19] Li C (2001). Downregulation of AQP1, -2, and -3 after ureteral obstruction is associated with a long-term urine-concentrating defect. Am J Physiol Renal Physiol.

[20] Puri TS (2010). Chronic kidney disease induced in mice by reversible unilateral ureteral obstruction is dependent on genetic background. Am J Physiol Renal Physiol.

[21] Buchtler S (2018). Cellular origin and functional relevance of collagen I production in the kidney. J Am Soc Nephrol.

[22] Tapmeier TT (2008). Reimplantation of the ureter after unilateral ureteral obstruction provides a model that allows functional evaluation. Kidney Int.

[23] Conway BR (2020). Kidney single-cell atlas reveals myeloid heterogeneity in progression and regression of kidney disease. J Am Soc Nephrol.

[24] Connor KL (2020). Identifying cell-enriched miRNAs in kidney injury and repair. JCI Insight.

[25] Hesketh EE (2014). A murine model of irreversible and reversible unilateral ureteric obstruction. J Vis Exp.

[26] Yao Y (2011). Interferon-γ improves renal interstitial fibrosis and decreases intrarenal vascular resistance of hydronephrosis in an animal model. Urology.

[27] Chaabane W (2013). Renal functional decline and glomerulotubular injury are arrested but not restored by release of unilateral ureteral obstruction (UUO). Am J Physiol Renal Physiol.

[28] Cochrane AL (2005). Renal structural and functional repair in a mouse model of reversal of ureteral obstruction. J Am Soc Nephrol.

[29] Souma T (2013). Plasticity of renal erythropoietin-producing cells governs fibrosis. J Am Soc Nephrol.

[30] Flam T (1984). Reversible hydronephrosis in the rat: a new surgical technique assessed by radioisotopic measurements. J Urol.

[31] Hammad FT (2020). Despite initial recovery of GFR, long-term renal functions deteriorate following short periods of unilateral ureteral obstruction. Am J Physiol Renal Physiol.

[32] Hammad FT, Lubbad L (2011). The effect of diclofenac sodium on renal function in reversible unilateral ureteric obstruction. Urol Res.

[33] Ito K (2004). Renal damage progresses despite improvement of renal function after relief of unilateral ureteral obstruction in adult rats. Am J Physiol Renal Physiol.

[34] Hinze C (2024). Epithelial cell states associated with kidney and allograft injury. Nat Rev Nephrol.

[35] Kirita Y (2020). Cell profiling of mouse acute kidney injury reveals conserved cellular responses to injury. Proc Natl Acad Sci U S A.

[36] Gerhardt LMS (2021). Single-nuclear transcriptomics reveals diversity of proximal tubule cell states in a dynamic response to acute kidney injury. Proc Natl Acad Sci U S A.

[37] Ledru N (2024). Predicting proximal tubule failed repair drivers through regularized regression analysis of single cell multiomic sequencing. Nat Commun.

[38] Lake BB (2023). An atlas of healthy and injured cell states and niches in the human kidney. Nature.

[39] Hinze C (2022). Single-cell transcriptomics reveals common epithelial response patterns in human acute kidney injury. Genome Med.

[40] Li H (2022). Comprehensive single-cell transcriptional profiling defines shared and unique epithelial injury responses during kidney fibrosis. Cell Metab.

[41] Gerhardt LMS (2023). Lineage tracing and single-nucleus multiomics reveal novel features of adaptive and maladaptive repair after acute kidney injury. J Am Soc Nephrol.

[42] Gerhardt LMS, McMahon AP (2022). Identifying common molecular mechanisms in experimental and human acute kidney injury. Semin Nephrol.

[43] Muto Y (2024). Epigenetic reprogramming driving successful and failed repair in acute kidney injury. Sci Adv.

[44] Hinze C (2021). Kidney single-cell transcriptomes predict spatial corticomedullary gene expression and tissue osmolality gradients. J Am Soc Nephrol.

[45] Neuhofer W, Beck FX (2006). Survival in hostile environments: strategies of renal medullary cells. Physiology (bethesda).

[46] Bulger RE, Trump BF (1966). Fine structure of the rat renal papilla. Am J Anat.

[47] Hughes AK, Kohan DE (2006). Mechanism of vasopressin-induced contraction of renal medullary interstitial cells. Nephron Physiol.

[48] Zhang MZ (2018). Renal medullary interstitial COX-2 (cyclooxygenase-2) is essential in preventing salt-sensitive hypertension and maintaining renal inner medulla/papilla structural integrity. Hypertension.

[49] Hu C (2020). Renomedullary interstitial cell endothelin a receptors regulate BP and renal function. J Am Soc Nephrol.

[50] Galarreta CI (2014). Tubular obstruction leads to progressive proximal tubular injury and atubular glomeruli in polycystic kidney disease. Am J Pathol.

[51] Wu H (2019). Advantages of single-nucleus over single-cell RNA sequencing of adult kidney: rare cell types and novel cell states revealed in fibrosis. J Am Soc Nephrol.

[52] Ransick A (2019). Single-cell profiling reveals sex, lineage, and regional diversity in the mouse kidney. Dev Cell.

[53] Dumas SJ (2020). Single-cell RNA sequencing reveals renal endothelium heterogeneity and metabolic adaptation to water deprivation. J Am Soc Nephrol.

[54] Yang M (2023). Inhibition of retinoic acid signaling in proximal tubular epithelial cells protects against acute kidney injury. JCI Insight.

[55] Jablonski KA (2015). Novel markers to delineate murine M1 and M2 macrophages. PLoS One.

[56] Lever JM (2019). Resident macrophages reprogram toward a developmental state after acute kidney injury. JCI Insight.

[57] England AR (2020). Identification and characterization of cellular heterogeneity within the developing renal interstitium. Development.

[58] Xin C (2021). Therapeutic silencing of SMOC2 prevents kidney function loss in mouse model of chronic kidney disease. iScience.

[59] Kwon MS (2009). Hypertonic stress in the kidney: a necessary evil. Physiology (bethesda).

[60] Zhen YY (2022). Coordination of LMO7 with FAK signaling sustains epithelial integrity in renal epithelia exposed to osmotic pressure. Cells.

[61] Kramann R (2015). Perivascular Gli1+ progenitors are key contributors to injury-induced organ fibrosis. Cell Stem Cell.

[62] Kramann R (2017). Gli1^+^ pericyte loss induces capillary rarefaction and proximal tubular injury. J Am Soc Nephrol.

[63] Kuppe C (2021). Decoding myofibroblast origins in human kidney fibrosis. Nature.

[64] He W (2013). Generation of a tenascin-C-CreER2 knockin mouse line for conditional DNA recombination in renal medullary interstitial cells. PLoS One.

[65] Neelisetty S (2015). Renal fibrosis is not reduced by blocking transforming growth factor-β signaling in matrix-producing interstitial cells. Kidney Int.

[66] Jin S (2021). Inference and analysis of cell-cell communication using CellChat. Nat Commun.

[67] Khamissi FZ (2022). Identification of kidney injury released circulating osteopontin as causal agent of respiratory failure. Sci Adv.

[68] Ding H (2024). Kidney fibrosis molecular mechanisms Spp1 influences fibroblast activity through transforming growth factor beta smad signaling. iScience.

[69] Canela VH (2023). A spatially anchored transcriptomic atlas of the human kidney papilla identifies significant immune injury in patients with stone disease. Nat Commun.

[70] Leinum LR (2020). Post-obstructive diuresis; underlying causes and hospitalization. Scand J Urol.

[71] Khara S (2019). Post-obstructive diuresis: a complication of urinary retention. Br J Hosp Med (Lond).

[72] Wang HS (2022). Association between urinary biomarkers MMP-7/TIMP-2 and reduced renal function in children with ureteropelvic junction obstruction. PLoS One.

[73] Yu J (2002). Sonic hedgehog regulates proliferation and differentiation of mesenchymal cells in the mouse metanephric kidney. Development.

[74] Kobayashi A (2008). Six2 defines and regulates a multipotent self-renewing nephron progenitor population throughout mammalian kidney development. Cell Stem Cell.

[75] Uehara-Watanabe N (2022). Direct evidence of proximal tubular proliferation in early diabetic nephropathy. Sci Rep.

[76] Bunis DG (2021). dittoSeq: universal user-friendly single-cell and bulk RNA sequencing visualization toolkit. Bioinformatics.

[77] Wang M (2015). Efficient test and visualization of multi-set intersections. Sci Rep.

# Supplementary material for: Permanent defects in renal medullary structure and function after reversal of urinary obstruction
**Source:** JCI Insight. 2025 Jan 23;10(5):e187008. doi: 10.1172/jci.insight.187008
**Supplement:** Supplemental data

## **Supplemental Methods 1**

### **Mouse lines and strains**

Male BALB/c mice were purchased from Charles River. HoxB7 Cre transgenic mice (Tg(HoxB7-Cre)13Amc),<sup>1</sup> and Six2 eGFP-Cre BAC transgenic mice (Tg(Six2-EGFP/Cre)1Amc/J),<sup>2</sup> were kindly provided by Andy McMahon from USC Keck School of Medicine, but are also available as frozen stock at Jackson labs. tdTomato Cre reporter mice, Tenascin C Cre-ERT2-IRES-GFP knock in mice,<sup>3</sup> were kindly provided by Dr. Agnes Fogo from Vanderbilt University Medical Center with permission from Chuan-Ming Hao from Fudan University in Shanghai, China. B6.Cg-Gt(ROSA)26Sor<sup>tm14(CAG-tdTomato)Hze</sup>/J,<sup>4</sup> were obtained from Jackson labs. Six2 and HoxB7 Cre mice are on mixed C57Bl/6, CD-1/Swiss Webster backgrounds, Tenascin C Cre-ERT2-IRES-GFP knock in and tdTomato Cre reporter mouse lines were on a C57Bl/6 background. Tenascin C Cre-ERT2-IRES-GFP knock in mice were treated with 1.5mg Tamoxifen (Sigma T5648) in 10% ethanol/sunflower oil IP once every other day for 10 days starting at 6 weeks of age. Mice were genotyped and identified from each punch biopsies using allele-specific primers performed by Transnetix. Genotyping primers are listed in S. Table 1.

### **Reversible unilateral ureteral obstruction.**

Mice were maintained on a 12:12-h light-dark cycle with free access to food and water. Euthanasia was performed by cervical dislocation after anesthesia with inhaled isoflurane at the end of each experiment, or at humane end points. For all injury models, body weight was monitored throughout the study. R-UUO was performed in 12–13-wk male mice. For this, mice were anesthetized with ketamine/xylazine mixture (120–150 mg/kg ketamine and 12–15 mg/kg xylazine), and mice placed in a prone position. The left kidney was exteriorized through a dorsal incision, and after dissecting away lower pole fat and connective tissues, a small vascular clamp was applied to the left ureter directly below the pole (Fine Science Tools 00396-01 5-15g 7mm clamp), using applying forceps (Fine Science Tools 00071-14). The kidney and clamped ureter were then gently pushed back into the retroperitoneal space. After a variable interval of time depending on the mouse strain (between 5 and 7 days), ureteric obstruction was reversed. For this, mice were anesthetized again, the left kidney exteriorized, and the vascular clamp carefully removed. The connective tissues surrounding the clamp tissue has to be peeled away from the clamp carefully, and the clamp is opened slowly using the clamp applying forceps. For long-term studies, a contralateral nephrectomy was performed 10 days after reversal of the obstruction. For the nephrectomy surgery, mice were anesthetized using inhaled isoflurane, the right kidney exteriorized, the renal pedicle was tied off with silk suture, and the kidney removed. Nephrectomy only controls were performed at the same age/time point as the long-term R-UUO studies (e.g.: day 84 Nx control, Nx performed age ~14-16wks, and mice euthanized at 26-28wks). All mice are also given 0.5ml of 0.9% sodium chloride IP post operatively, and analgesia provided with SC buprenorphine for 48 h after each surgery. Surgeries were started in the morning and completed by noon.

**Assessment of renal function.** Blood was collected by submandibular vein or cardiac puncture into lithium-heparin-coated microcuvette tubes (Braintree Scientific # MV-CB300 16443-BX), for long term studies, which may include Days 11 (the

day after nephrectomy), 14, 28, 56 and 84 after R-UUO, depending on the study. Plasma was collected for BUN and measured in 5 microliters in duplicate, according to the manufacturer's instructions (Bioassays Systems DIUR100). Serum creatinine was measured in 5 microliters of plasma in duplicate by LC-MS/MS,<sup>5</sup> at the O'Brien Core Center for AKI Research of the University of Alabama. Transdermal glomerular filtration rates (tGFR) were measured in conscious mice, as described<sup>6</sup>. The FITC-sinistrin half-life was calculated using a three-compartment model with linear fit using MPD Studio software (MediBeacon, Mannheim, Germany). The FITC sinistrin half-life was converted to tGFR (in ml/min) with correction for mouse body weight, as described<sup>6</sup>. For urine osmolality studies, mice were water deprived for 18hrs, and placed on a 96 well plate inside a customized Perspex box. Urine is collected from the wells with a pipette and placed in a microcentrifuge tube and centrifuged for 10 minutes at 10000 rpm to separate debris. Clean urine is then placed in clean microcentrifuge tubes and stored at -20C. Urine osmolality is measured in batches using a Precision Systems 6002 Touch Micro OSMETTE 30 uL Osmometer.

Tissue harvesting. Mice were anesthetized using inhaled isoflurane, and a midline incision made from the abdomen to the sternum to expose the heart, a 27g needle butterfly catheter inserted into the left ventricle at the apex of the heart, and the lower abdominal aorta cut. The cardiovascular system was flushed with cold phosphate buffered saline (PBS) until the organs were pale. The left kidney was initially checked for obstruction, and if uncertain, methylene blue injected into the renal pelvis to determine whether the left ureter was patent. Since external evidence of hydronephrosis resolves within ~24 hrs of reversal of obstruction, if there was evidence of persistent obstruction at any time point after reversal, data for that mouse was discarded. If collecting kidney samples for RNA, a clamp was placed on the renal pedicle, the renal capsule removed, and a small transverse section from the center of the kidney cut and snap frozen. If RNA was not being collected, the PBS was replaced with 10% normal buffered formalin (NBF) (Fisher Scientific StatLab™ # 28600-1), until the body becomes stiff, the renal capsule was removed, and two small transverse sections from the center of the kidney cut and soaked in 10% NBF at room temperature for another 1hr and 4hrs for formalin fixed frozen (FFF), and formalin fixed paraffin embedded (FFPE) tissues, respectively. For FFF samples were washed in PBS, placed in 30% sucrose in PBS overnight, and mounted in Tissue-Tek OCT (Sakura), and stored at -80C for subsequent staining. For FFPE samples, blocks were washed in PBS, stored in 70% ethanol, and processed in paraffin for staining.

Immunofluorescence staining and analysis. FFF and FFPE sections were prepared, washed, blocked, and primary and secondary antibodies applied, as described (see S. Methods for more details on staining, and S. Table 1 for the list of antibodies, fluorophores, and conditions).<sup>7</sup> The genetically encoded tdTomato fluorophore was quenched in FFPE samples, but detected directly in FFF sections in studies indicated by Figs. 3F/H and 6F, and with anti-tdTomato antibodies in all other studies. GFP was quenched in FFPE samples and detected by amplification using anti-GFP antibodies in FFF samples using AF488 conjugated secondary antibodies. To quantify immunofluorescence (IF) images, digital images were scanned using Zeiss AxioScan Z1 slide scanner with DAPI, AF488, AF555, AF 647 and Cy7 filters on (Carl Zeiss Microscopy GmbH, Oberkochen, Germany, 10X), and digital images downloaded into QuPath (version 0.5.0) for analysis. For

quantification, kidney regions of interest (ROIs, cortex, outer stripe of the outer medulla (OSOM), inner stripe of the outer medulla (ISOM), proximal approximately 1/3 and distal approximately 1/3 of the inner medulla (IM) were demarcated using the QuPath annotation tool on whole kidney scanned images using established landmarks depending on the experiment to create areas of interest including using juxta medullary glomeruli to demarcate the cortex/OSOM junction, LTL staining the OSOM/ISOM and the ISOM/IM junctions; and THP-1 staining to demarcate the ISOM/IM junction. If sections through the IM were less than 1mm in length because of the angle of the section, we would only quantify the area of interest in the proximal IM (which is why there are fewer datapoints for most of the distal IM analyses). Using QuPath pixel classifier settings, we created individual pixel classifiers for each of our stains. Cell numbers and cell types in different kidney areas were identified based on average values of fluorescence staining using machine learning and thresholding detection using QuPath. The pixel classifier was trained with a minimum of 30 training regions for the cell (DAPI stained nuclei) and cell type (e.g.: HoxB7 lineage tubules) and identified as areas of fluorescence above background levels (nucleus threshold, segmentation parameters, cell expansion, smoothed features). Once the machine learning classifier was created, the marker was quantified in the region of interest. These object classifiers were either run by themselves or in combination (e.g.: tdTomato and AQP1 staining overlays). By running classifiers in combination, we quantified the ratio of cells carrying one or both of these markers (e.g.: Six2 and AQP1 in Figure 3H/I). As indicated in the figures, images were either quantified as surface area stained in the ROI, or as the ratio of cells staining with the indicated markers as a fraction of the total cells in that ROI using Hoechst 33342 staining to identify nuclei.

To quantify collecting duct surface areas, digital images of HoxB7 lineage-labelled kidney sections after IF staining with LTL, tdTomato, and AQP2 antibodies with IM lengths of  $\geq 1$ mm were used. Distal and proximal IM were defined as outlined above, as well as high and low LTL labeling, and CD areas were defined by staining with the HoxB7 lineage marker, tdTomato and AQP2. To quantify tubular surface areas in our mice, we only evaluated circular-shaped CDs defined as having major/minor axis ratios of  $>0.8$ , as previously described.<sup>8</sup> We quantified the surface area of each tubule and its lumen using the freehand selection tool in Fiji, 15 and 30 tubules in each area of interest, and the number of Hoechst 33342 stained nuclei counted in each tubule cross section. To quantify tubular numbers, CDs were quantified in 3 145X145mm ROIs with at least 5 tubules per ROI, in distal and proximal IM areas of interest, as defined above.

Histological staining and scoring. FFPE sections were staining with Periodic Acid Schiff (PAS) to evaluate morphology, and fibrosis/collagen deposition determined after staining with Sirius red (SR), by a blinded observer (R.D.). This was performed using an Olympus BX-41 microscope equipped with a polarized light filter, using ImageJ to quantify birefringent SR-stained collagen fibrils areas/total surface areas from digitally captured images, as described<sup>9</sup>.

Single cell RNA sequencing (scRNA seq). Papillae were dissected at two time points of injury (d28, d84 after R-UUO) and from healthy controls. Three to four papillae from the same time point were placed in a cryogenic vial and flash frozen

with liquid nitrogen, then stored at -80C. Each frozen tube was fixed and dissociated into single cells using the 10x Genomics Chromium Next GEM Single Cell Fixed RNA Sample Preparation Kit #1000414 (for details see S. Methods 3). Cell concentration was determined using the Countess III FL Automated Cell Counter (VANTAGE core) and propidium iodide staining solution, Invitrogen #P3566. For RNA sequencing, dissociated cells from each of the pooled samples were individually hybridized with bar coded genome-wide probe sets from 10X Genomics Flex kits according to the manufacturer's instructions. After probe hybridization and construction of libraries, samples were sequenced using an Illumina Novoseq 6000 PE150 sequencer, and bar codes deconvoluted to provide individual sample datasets.

Bioinformatics Pipeline and Analysis of transcriptome data. Gene expression matrices were generated using CellRanger software (10x Genomics), and raw data reads were processed in R. Cells then underwent quality control steps before downstream analyses. No differences in cell cycle scores were observed (data not shown). Cells with fewer than 300 detected genes or more than 10% mitochondria reads were excluded. 

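Among the 181257 deposited cells, 23 had fewer than 300 detected genes, of which 17 were day 84 cells and the lowest had 76 genes. Another 22 cells, all controls, had a mitochondrial percentage above 10, up to 10.7. The deposited values follow the ambient RNA correction, which the methods place after this filter.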

Subsequently, we applied SoupX to remove ambient RNA.<sup>10</sup> Briefly, ambient RNA fraction was estimated from the empty droplets using the autoEstCont method, followed by the adjustCounts function to remove ambient RNA counts. In parallel, doublets were removed using scDblFinder.<sup>11</sup> Cells that had gene signature of mixed cell type were also removed as doublets. Count data were normalized using the NormalizedData function in the Seurat package,<sup>12</sup> and highly variable genes were identified with FindVariableFeatures function. Data were then scaled using the ScaleData function. Dimensionality reduction was performed using Principal Component Analysis (PCA) and visualized with uniform manifold projection (UMAP). Cell population identities were identified using published anchor genes for renal medullary loop of Henle (LOH), collecting duct (CD), fibroblast, endothelial cell (EC), and immune cell subclusters.<sup>13-15</sup> Unsupervised clustering was performed using the FindNeighbors and FindClusters functions. The number of principal components (PCs) was determined using the ElbowPlot function. Differential gene expression analysis between clusters and timepoints was carried out using the FindAllMarkers function and the FindMarkers function, respectively. GO and Hallmark pathway gene set enrichment analysis (GSEA) was performed and visualized by ClusterProlifer, as well as published FR-PTEC DEG gene sets from published data,<sup>16</sup> as described in the text. Enrichment scores were calculated by comparing the log fold change in each gene in the gene set with all other expressed genes. This represented as the normalized to the gene set size for each gene set to generate normalized enrichment scores (NES). All samples were combined and integrated using the IntegrateLayers function followed by UMAP reduction, clustering and differential gene expression analysis as above. The subset function was used to extract clusters of each cell type (LOH, CD, fibroblast, EC, and immune cells), on which PC analysis, re-clustering, and differential gene expression analysis were carried out. The injured LOH cluster 4 was subclustered using the FindSubCluster function. Cell-cell communication analysis was performed using CellChat.<sup>17</sup> The probabilities of secreted signaling pathway were obtained for different cell clusters based on expression levels of ligands or receptors within these clusters. The potential Ligand-receptor interactions was inferred and visualized using the netAnalysis\_signalingRole\_heatmap function. Data were visualized using Seurat, dittoSeq, and ShinyCell R packages.<sup>18</sup>

Statistical analysis. were performed using GraphPad Prism 10.1.2 software (San Diego, CA), and results expressed as means  $\pm$  SEM, with individual datapoints shown where indicated. Two-tailed, unpaired T-Tests were used to compare two groups, 1-way ANOVA to compare between 3 or more groups, and 2-way ANOVA to compare groups over time. If p values were  $<0.05$  for between group analyses, multiple between group comparisons were performed controlling for false discovery rates (FDR) of  $p < 0.05$  using the two-step method of Benjamini, Krieger and Yekutieli. Q values are indicated after correction for multiple between group comparisons. Statistically significance between multi-set intersections from the scRNA-Seq subcluster Venn Diagrams was performed using the SuperExactTest function in R.<sup>19</sup>

## References

1. Yu J, Carroll TJ, McMahon AP. Sonic hedgehog regulates proliferation and differentiation of mesenchymal cells in the mouse metanephric kidney. *Development*. 2002;129:5301-5312.
2. Kobayashi A, Valerius MT, Mugford JW, Carroll TJ, Self M, Oliver G, McMahon AP. Six2 defines and regulates a multipotent self-renewing nephron progenitor population throughout mammalian kidney development. *Cell Stem Cell*. 2008;3:169-181. doi: 10.1016/j.stem.2008.05.020
3. He W, Xie Q, Wang Y, Chen J, Zhao M, Davis LS, Breyer MD, Gu G, Hao CM. Generation of a tenascin-C-CreER2 knockin mouse line for conditional DNA recombination in renal medullary interstitial cells. *PLoS One*. 2013;8:e79839. doi: 10.1371/journal.pone.0079839
4. Madisen L, Zwingman TA, Sunkin SM, Oh SW, Zariwala HA, Gu H, Ng LL, Palmiter RD, Hawrylycz MJ, Jones AR, et al. A robust and high-throughput Cre reporting and characterization system for the whole mouse brain. *Nat Neurosci*. 2010;13:133-140. doi: 10.1038/nn.2467
5. Takahashi N, Boysen G, Li F, Li Y, Swenberg JA. Tandem mass spectrometry measurements of creatinine in mouse plasma and urine for determining glomerular filtration rate. *Kidney international*. 2007;71:266-271. doi: 10.1038/sj.ki.5002033
6. Scarfe L, Schock-Kusch D, Ressel L, Friedemann J, Shulhevich Y, Murray P, Wilm B, de Caestecker M. Transdermal Measurement of Glomerular Filtration Rate in Mice. *J Vis Exp*. 2018. doi: 10.3791/58520
7. Yang M, Lopez LN, Brewer M, Delgado R, Menshikh A, Clouthier K, Zhu Y, Vanichapol T, Yang H, Harris RC, et al. Inhibition of retinoic acid signaling in proximal tubular epithelial cells protects against acute kidney injury. *JCI Insight*. 2023;8. doi: 10.1172/jci.insight.173144
8. Uehara-Watanabe N, Okuno-Ozeki N, Minamida A, Nakamura I, Nakata T, Nakai K, Yagi-Tomita A, Ida T, Ikeda K, Kitani T, et al. Direct evidence of proximal tubular proliferation in early diabetic nephropathy. *Sci Rep*. 2022;12:778. doi: 10.1038/s41598-022-04880-1
9. Scarfe L, Menshikh A, Newton E, Zhu Y, Delgado R, Finney C, de Caestecker MP. Long-term outcomes in mouse models of ischemia-reperfusion-induced acute kidney injury. *Am J Physiol Renal Physiol*. 2019;317:F1068-F1080. doi: 10.1152/ajprenal.00305.2019
10. Young MD, Behjati S. SoupX removes ambient RNA contamination from droplet-based single-cell RNA sequencing data. *Gigascience*. 2020;9. doi: 10.1093/gigascience/giaa151
11. Germain PL, Lun A, Garcia Meixide C, Macnair W, Robinson MD. Doublet identification in single-cell sequencing data using scDblFinder. *F1000Res*. 2021;10:979. doi: 10.12688/f1000research.73600.2
12. Butler A, Hoffman P, Smibert P, Papalexi E, Satija R. Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nat Biotechnol*. 2018;36:411-420. doi: 10.1038/nbt.4096
13. Ransick A, Lindstrom NO, Liu J, Zhu Q, Guo JJ, Alvarado GF, Kim AD, Black HG, Kim J, McMahon AP. Single-Cell Profiling Reveals Sex, Lineage, and Regional Diversity in the Mouse Kidney. *Dev Cell*. 2019;51:399-413 e397. doi: 10.1016/j.devcel.2019.10.005
14. Hinze C, Karaikos N, Boltengagen A, Walentin K, Redo K, Himmerkus N, Bleich M, Potter SS, Potter AS, Eckardt KU, et al. Kidney Single-cell Transcriptomes Predict Spatial Corticomedullary Gene Expression and Tissue Osmolality Gradients. *J Am Soc Nephrol*. 2021;32:291-306. doi: 10.1681/ASN.2020070930

15. Dumas SJ, Meta E, Borri M, Goveia J, Rohlenova K, Conchinha NV, Falkenberg K, Teuwen LA, de Rooij L, Kalucka J, et al. Single-Cell RNA Sequencing Reveals Renal Endothelium Heterogeneity and Metabolic Adaptation to Water Deprivation. *J Am Soc Nephrol*. 2020;31:118-138. doi: 10.1681/ASN.2019080832
16. Li H, Dixon EE, Wu H, Humphreys BD. Comprehensive single-cell transcriptional profiling defines shared and unique epithelial injury responses during kidney fibrosis. *Cell Metab*. 2022;34:1977-1998 e1979. doi: 10.1016/j.cmet.2022.09.026
17. Jin S, Guerrero-Juarez CF, Zhang L, Chang I, Ramos R, Kuan CH, Myung P, Plikus MV, Nie Q. Inference and analysis of cell-cell communication using CellChat. *Nat Commun*. 2021;12:1088. doi: 10.1038/s41467-021-21246-9
18. Bunis DG, Andrews J, Fragiadakis GK, Burt TD, Sirota M. dittoSeq: universal user-friendly single-cell and bulk RNA sequencing visualization toolkit. *Bioinformatics*. 2021;36:5535-5536. doi: 10.1093/bioinformatics/btaa1011
19. Wang M, Zhao Y, Zhang B. Efficient Test and Visualization of Multi-Set Intersections. *Sci Rep*. 2015;5:16923. doi: 10.1038/srep16923

## **Supplemental Methods 2**

### **Immunofluorescence Staining Protocol on Mouse Kidney Tissue in the de Caestecker Lab**

#### **Reagents**

Citrisolv  
100% Ethanol  
ddH<sub>2</sub>O  
10X IHC Antigen Retrieval Solution 10X low pH (Invitrogen, 00-4955-58)  
1X Phosphate Buffered Saline (PBS)  
10% buffered formalin (Cardinal Health, C4305-12)  
Hydrophobic Barrier Pen (Vector Labs, H-4000)  
Glycine (Sigma-Aldrich, 410225)  
Avidin/Biotin Blocking Kit (Vector Labs, SP-2001)  
10X Power Block Universal Blocking Reagent (BioGenex, HK085-5K)  
Hoechst 33342 (20mM, Thermo Fisher, 62249)  
100% Glycerol (Fisher Scientific, G33)  
Mouse on Mouse Kit (Vector Labs, BMK-2202)  
Mouse Serum (Millipore, S25)  
Rabbit Serum (Sigma, R9133)

#### **Equipment**

Steamer for antigen retrieval  
Microwave or pressure cooker can be used  
Moisture Chamber  
100-Slide Storage Box (Fisher Scientific, 03-448-1)  
Kimwipes, 8.4 in x 4.4 in (Fisher Scientific, 06-666)  
ddH<sub>2</sub>O in a wash bottle

#### **Procedure**

##### **De-Paraffinization and antigen retrieval for FFPE sample**

- 1) De-wax and hydrate paraffin sections.
- 2) Transfer slides to 1X PBS.
- 3) Dilute 10X citrate buffer to 1X using ddH<sub>2</sub>O.
- 4) Place slides in buffer and cap the container holding the slides. Steam for 26 minutes.
- 5) Remove slides from steamer. Remove the cap and allow slides to equilibrate to room temperature.
- 6) Pour citrate buffer into appropriate waste container and wash slides in 1X PBS for 3 minutes three times.

##### **Frozen sections**

- 1) Fill Coplin jar with 10% buffered formalin
- 2) Place slides directly from the -80C into the formalin for 5 minutes
- 3) Remove slides and transfer to 1X PBS
- 4) Wash sections in 1X PBS 4 times for 3 minutes

##### **Immunofluorescence staining**

- 1) Using a hydrophobic pen, draw a large barrier around each section. Do not allow pen to touch section.

- 2) Place slides in humidified chamber and cover section in PBS by using a pipettor so that they do not dry.
- 3) To remove solutions from sections that are in the humidified chamber, tip the solution off of the slide into the chamber or aspirate them off.
- 4) Optional: If using Biotin Amplification:  
Block sections in avidin solution for 15 minutes.
  - a) Wash sections in PBS twice.
  - b) Block sections in biotin solution for 15 minutes.
  - c) Wash sections in PBS twice.
- 5) Block sections for 1 hour with 1X Universal Blocking Reagent (UBR) at room temperature.
- 6) Dilute 10X blocking reagent to 1X using 9-parts 1X PBS to 1-part UBR.
- 7) Optional: If using mouse antibodies on mouse tissue
  - a) Use M.O.M Kit to make mouse block
  - b) Block for one hour
  - c) Dilute primary antibodies in M.O.M Protein Concentrate (7.5ml 1X PBS with 600uL concentrate)
- 8) Dilute primary antibody to desired working concentration in UBR during blocking step.
- 9) Add diluted antibody to section and incubate overnight at 4C.
- 10) Remove solution, and wash sections with PBS for 3 minutes three times.
- 11) If primary antibody is directly conjugated with a fluorophore, skip to #14.
- 12) Optional: If using two sequential antibodies of the same species that are not directly conjugated (ex. Rabbit on rabbit)
  - a) After sections are washed, dilute rabbit serum at a concentration of 1:200 in 1X PBS and allow to incubate for 1 hour.
  - b) Remove solution and wash sections 3 times for 5 minutes
- 13) If using indirect immunofluorescence, dilute fluorophore-conjugated secondary antibody using Antibody diluent buffer.
- 14) Add antibody solution to sections and incubate for 60 minutes at room temperature.
- 15) Remove solution, and wash sections with PBS for 3 minutes three times.
- 16) If a biotin-conjugated primary or secondary antibody was used:
  - a) Dilute fluorophore-conjugated Neutravidin in blocking reagent at 1:500 for 1 hour.
  - b) Wash sections in PBS for 3 minutes three times.
- 17) Incubate sections in Hoechst 33342 (1:5,000 dilution of 20mM solution in 1X PBS) for 5 minutes.
- 18) Remove Hoechst 33342, and wash sections with PBS for 3 minutes twice.
- 19) Mount slides in 50% glycerol in PBS. Do not seal the coverslips as they will need to be removed later (note that because they are not sealed, slides have to be kept horizontal, to prevent the coverslip from falling off, and in the humidified chamber)
- 20) Scan Image
- 21) Store slides at 4C in a moisture chamber.

### Supplemental Methods 3

#### Tissue Fixation & Dissociation for Chromium Fixed RNA Profiling in the de Caestecker Lab

##### Reagents and consumables

10x Genomics Chromium Next GEM Single Cell Fixed RNA Sample Preparation Kit (includes Conc. Fix & Perm Buffer, Conc. Quench Buffer, and Enhancer), 10x Genomics #100414  
Formaldehyde 37%, Fisher #BP531-25  
Liberase TL, Sigma #5401020001  
Gibco RPMI 1640, Thermo #11875093 or Storeroom  
Gibco PBS 1x without calcium and magnesium, Storeroom #10010-023  
Nuclease-free water, Storeroom #P1195  
Sterile water, VU Research Pharmacy iLab  
Pyrex Reusable Petri Dishes, Fisher #08-747B  
Single edge blades, Fisher #12-640  
Micro jewelers dissecting forceps, Fisher #13-820-078  
High precision micro dissecting scissors, Fisher #08-953-1B  
Pipette tips 1000 ul, Fisher #13-889-157  
Pipette tips 200 ul, Fisher #13-889-155  
2 ml low protein binding tubes, Thermo #88379  
5 ml centrifuge tube, Fisher #50-969-831  
30 um mesh cell strainers, Fisher #NC0922459  
1 ml syringe with plunger, Fisher #14-555-462  
Propidium iodide staining solution, Invitrogen #P3566  
Countess III

##### Preparations of buffers

All buffer preparations should be fresh (1 ml)

| <i>Fixation buffer- maintain at room temperature</i> | Stock | Final | Per 25 mg tissue (ul) |
|------------------------------------------------------|-------|-------|-----------------------|
| Nuclease-free water                                  | -     | -     | 791.9                 |
| Conc. Fix & Perm Buffer                              | 10X   | 1X    | 100                   |
| Formaldehyde                                         | 37%   | 4%    | 108.1                 |

| <i>Quenching buffer- maintain at 4 °C</i> | Stock | Final | Per 25 mg tissue (ul) |
|-------------------------------------------|-------|-------|-----------------------|
| Nuclease-free water                       | -     | -     | 875                   |
| Conc. Quench Buffer                       | 8x    | 1x    | 125                   |

##### *Dissociation Solution prepare 2 ml*

- Reconstitute 5 mg Liberase TL by adding 1 ml sterile water. Agitate at 2-8 °C until dissolved. Store stock solution in single-use aliquots at -20 °C.
- Prepare RPMI + 0.2 mg/ml Liberase TL (Add 80 ul Liberase TL stock solution into 1,920 ul of RPMI, mix, maintain at 4 °C)
- Warm dissociation solution for 10 minutes at 37 °C before use.

## Protocol Overview

### 1. Fix Tissue

Maintain frozen tissue on dry ice before and after weighing. Use a pre-chilled petri dish placed on ice while mincing the tissue.

- a. 3 papillae are ~20-25mg.
- b. Place the tissue on a pre-chilled glass petri dish maintained on ice and using a blade, mince tissue finely (enables passing through a 1 ml wide-bore pipette tip) in extra fixation buffer ~200 ul.
- c. Aspirate the solution containing the minced tissue and transfer to a 2 ml low protein binding centrifuge tube. Using a wide-bore 1 ml pipette add 1 ml Fixation Buffer. Pass the tissue up and down. Maintain on ice.
- d. Incubate for 16-24 h at 4 °C. DO NOT agitate or mix the sample during incubation. Fixation time and temperature should be consistent across all samples in an experiment. Our lab used 20 hours.
- e. Centrifuge at 850 rcf (2900 rpm on lab centrifuge) for 5 min at room temperature.
- f. Remove the supernatant without disturbing the tissue pellet.
- g. Add 2 ml chilled PBS and resuspend the tissue pellet.
- h. Centrifuge at 850 rcf (2900 rpm on lab centrifuge) for 5 min at room temperature.
- i. Remove the supernatant without disturbing the tissue pellet.
- j. Add 1 ml Quenching Buffer, resuspend the tissue pellet, and maintain on ice. Fixed tissue pieces can be stored at 4 °C for up to 1 week or at -80 °C for up to 6 months.
- k. Centrifuge at 850 rcf / 2900 rpm (on lab centrifuge) for 5 minutes at room temperature.
- l. Remove the supernatant without disturbing the fixed tissue pellet.
- m. Proceed to tissue dissociation.

### 2. Dissociate Fixed Tissue

- a. Warm Dissociation Solution (Liberase TL used) for 10 minutes at 37 °C water bath before use.
- b. Add 2 ml pre-warmed dissociation solution to the sample. Incubate for 20 minutes at 37 °C warm water bath. Shake the tube every 5 minutes. After 20 minutes, use a P1000 pipette tip and triturate the tissue pieces 20X (solution should turn slightly cloudy).
- c. Pass the dissociated tissue through a 30 um strainer into a 5 ml conical to remove debris and undissociated tissue. Use the back of a 1 ml syringe plunger to push the pieces through the strainer.
- d. Perform an additional wash of the 30 um filter by adding 2 ml PBS to the filter. Collect in the same tube.
  - a. Centrifuge using swinging bucket rotor at 1800 rpm / 800 rcf (in tissue culture room) for 5 minutes.
- e. Remove the supernatant without disturbing the pellet.
- f. Resuspend pellet in 1 ml chilled quenching buffer.
- g. Determine the cell concentration using a Countess III FL Automated Cell Counter (in Vantage core) using propidium iodide staining solution.
- h. Ensure "PI stain" protocol selected
- i. Select RFP under BF, then select Count
- j. Expected value to be ~500,000 cells
- k. Proceed immediately to Chromium Fixed RNA Profiling protocols or store the sample right after resuspending in appropriate reagents.

### 3. Fixed Sample Storage Guidelines

#### *Short-term Storage at 4 °C (for fixed tissue pieces & cells)*

- a. Thaw Enhancer for 10 minutes at 65 °C. Vortex and centrifuge briefly. Keep warm and verify no precipitate before use.
  - i. DO NOT keep the thawed reagent on ice, or the solution will precipitate. Once thawed, Enhancer can be kept at 42 °C for up to 10 minutes.
- b. Add 0.1 volume pre-warmed Enhancer to fixed cells in Quenching Buffer. For example, add 100 µl Enhancer to 1,000 µl fixed cells in Quenching Buffer. Pipette mix.
- c. Store sample at 4 °C for up to 1 week.

#### *Long-term Storage at –80 °C (for fixed tissue pieces & cells)*

- a. Thaw Enhancer for 10 minutes at 65 °C. Vortex and centrifuge briefly. Keep warm and verify no precipitate before use.
  - i. DO NOT keep the thawed reagent on ice, or the solution will precipitate. Once thawed, Enhancer can be kept at 42 °C for up to 10 minutes.
- b. Add 0.1 volume of pre-warmed Enhancer to fixed sample in Quenching Buffer. For example, add 100 µl Enhancer to 1,000 µl fixed sample in Quenching Buffer. Pipette mix.
- c. Add 50% Glycerol for a final concentration of 10%. For example: add 275 µl 50% Glycerol to 1,100 µl fixed sample in Quenching Buffer and Enhancer. Pipette mix.
- d. Store at –80 °C for up to 6 months. Storing fixed cells at –80 °C is recommended for best results.

### 4. Fixed Cells – Post-Storage Processing

Samples may undergo a color change during storage (e.g. black, light gray, or green), however this will not impact assay performance.

If samples were stored at –80 °C, thaw at room temperature until no ice is present.

- a. Centrifuge sample at 850 rcf for 5 minutes at room temperature.
- b. Remove the supernatant without disturbing the pellet.
- c. Resuspend cell pellet in 1 ml Quenching Buffer and maintain on ice.
- d. Determine cell concentration of the fixed sample using an Automated Cell Counter (Countess III).
- e. Proceed immediately to appropriate Chromium Fixed RNA Profiling protocols.

**S. Table 1.** Lists of genotyping primers, primary and secondary antibodies used.

**S. Table 2.** Differentially expressed genes (DEGs) in all of the UMAP cell clusters identified in this manuscript.

**S. Table 3.** Gene set enrichment analysis (GSEA) using GO and Hallmark terms in injured LOH-4, injured CD-5, and Failed Repair PTECs (FR-PTECs) from mice after I-UUO (DEG list obtained from Li et al. 2002 (1)).

**S. Table 4.** DEGs for FR-PTECs (1), and PapPC1 and 2 renal stone disease vs. control cell clusters (2), used for GSEA in S. Figs. 12, 19, 20, and Fig. 8, and included in S. Table 3, 9, and 10.

**S. Table 5.** DEGs for CD cell clusters comparing control with day 84 after R-UUO.

**S. Table 6.** GSEA using GO and Hallmark terms for DEGs in deep IM CD-0 control vs. D28, and D84 R-UUO cells.

**S. Table 7.** GSEA using GO and Hallmark terms for DEGs in lower IM TL-5 control vs. D28, and D84 R-UUO cells.

**S. Table 8.** GSEA using GO and Hallmark terms for DEGs in IM ATL-0 control vs. D28, and D84 R-UUO cells.

**S. Table 9.** Ligand receptor pairs identified by CellChat between different renal medullary cell populations in controls, and at Day 28 and Day 84 after R-UUO.

**S. Tables 10 and 11.** GSEAs using GO and Hallmark terms for PapPC1 and 2 DEGs, and in overlapping DEGs with injured CD-5, and in deep IM CD-0 day 84 vs. control cell clusters

1. Li H, Dixon EE, Wu H, and Humphreys BD. Comprehensive single-cell transcriptional profiling defines shared and unique epithelial injury responses during kidney fibrosis. *Cell Metab.* 2022;34(12):1977-98 e9.
2. Canela VH, Bowen WS, Ferreira RM, Syed F, Lingeman JE, Sabo AR, et al. A spatially anchored transcriptomic atlas of the human kidney papilla identifies significant immune injury in patients with stone disease. *Nat Commun.* 2023;14(1):4140.

S. Figure 1

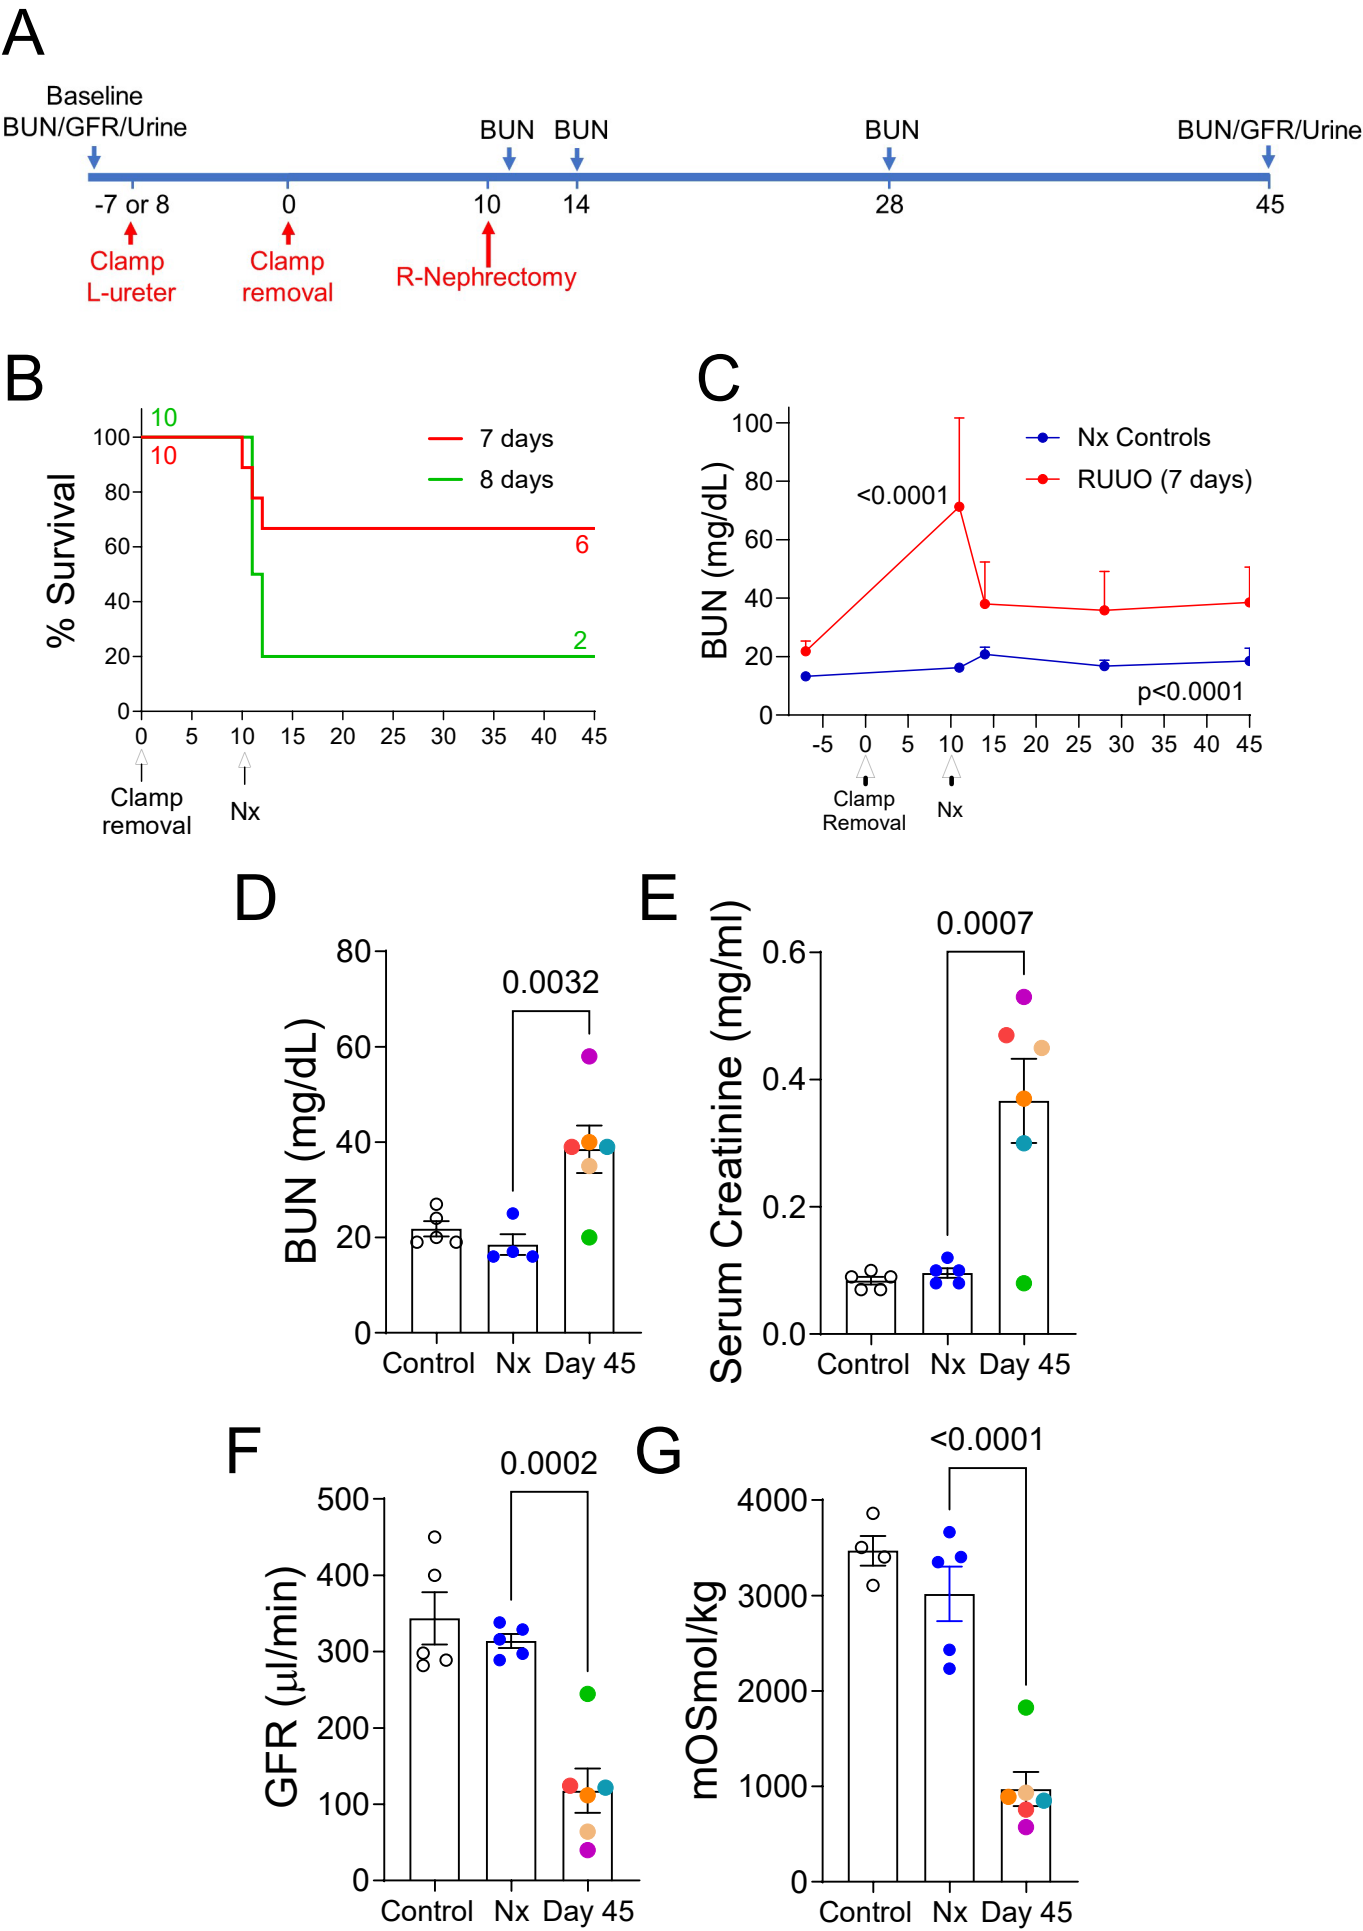

**S. Figure 1. Optimizing ureteric clamp times in male BALB/c mice to achieve long-term survival after R-UUO.** Male BALB/c mice underwent 7 or 8-day R-UUO and contralateral nephrectomy, or nephrectomy alone (Nx). **A**, Study design; **B**, Survival, numbers of mice indicated; **C**, BUN time course after 7-day R-UUO; **D-G**, BUN, serum creatinine, tGFR, and urine osmolality after 18hrs water restriction, in healthy controls (HC), Nx, and day 45 after 7-day R-UUO. **C**, BUN mean  $\pm$  SD. 2-way ANOVA. Mouse numbers indicated in B; **D-G**, individual data points shown with mean  $\pm$  SEM. R-UUO datapoints are color coded showing relationship between BUN, serum creatinine, tGFR, and urine osmolality in individual mice. 1-way ANOVA Nx vs. HC and R-UUO. If  $p < 0.05$ , q values are shown for between group comparisons corrected for repeat testing.

S. Figure 2

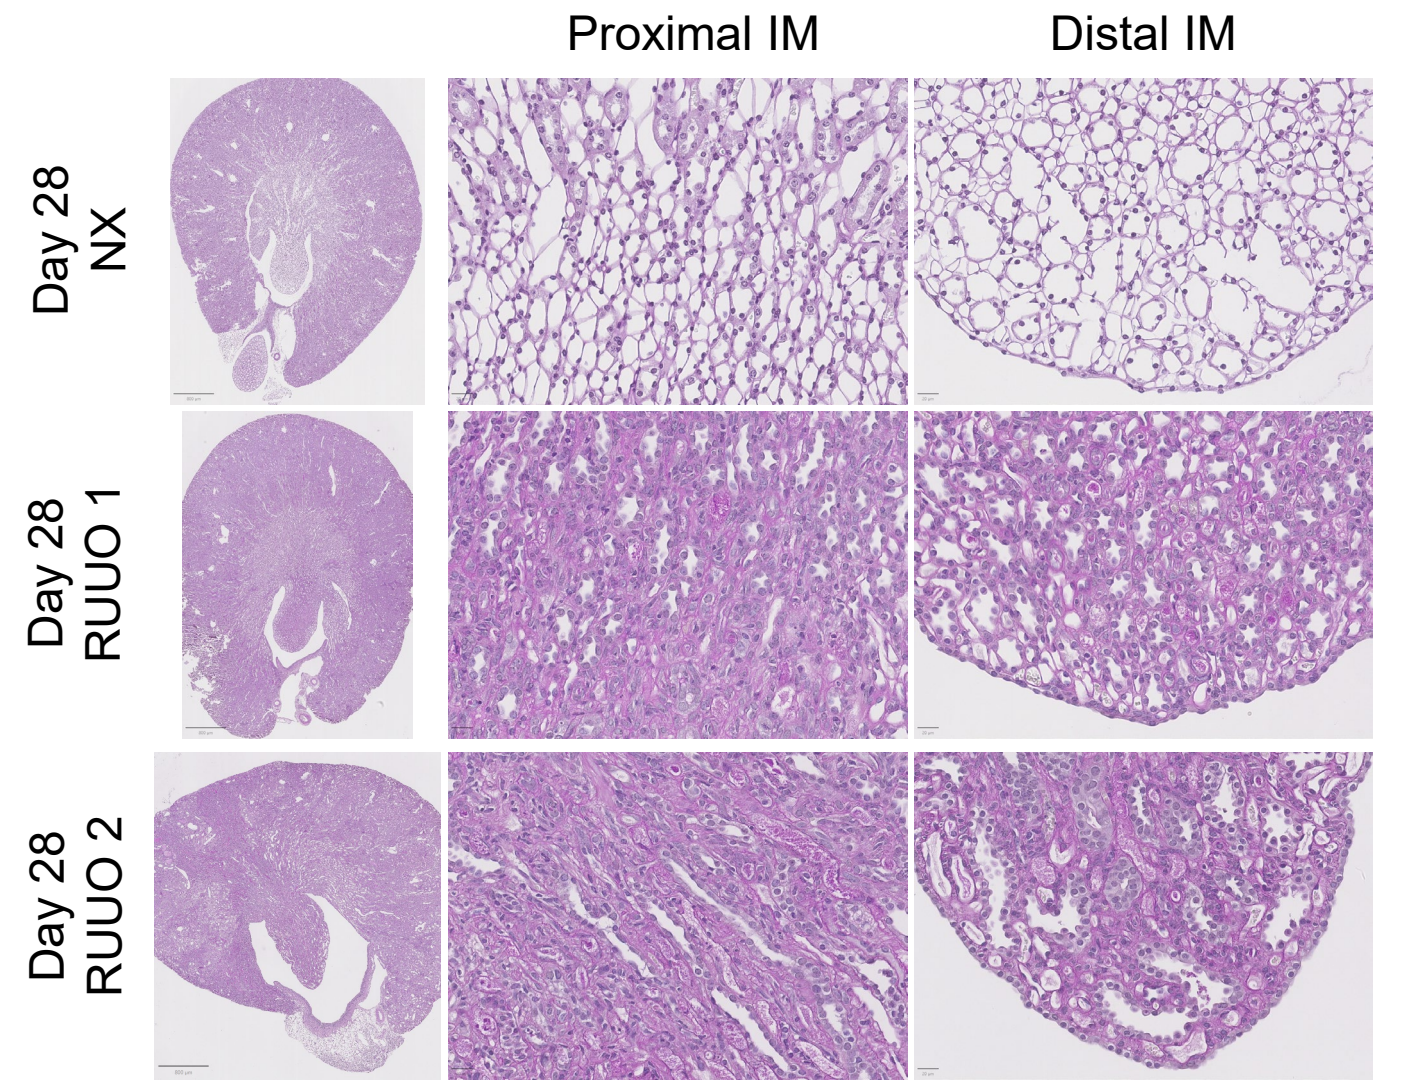

**S. Figure 2. Histological appearance of renal papillas 28 days after R-UUO.** PAS staining of a Day 28 Nx control, and two Day 28 R-UUO kidneys. Sale bars=800um, proximal and distal inner medulla (IM), scale bars=20uM, as indicated. Note that D28 Nx control is the same mouse as the Nx control shown in Figs. 2E/F; Day 28 RUUO-1 is from the same mouse as the Day 28 RUUO PAS images shown in Figs. 2A; and the Day 28 RUUO-2 is from the same mouse as the Day 28 R-UUO SR stained images shown in Fig. 2F.

S. Figure 3

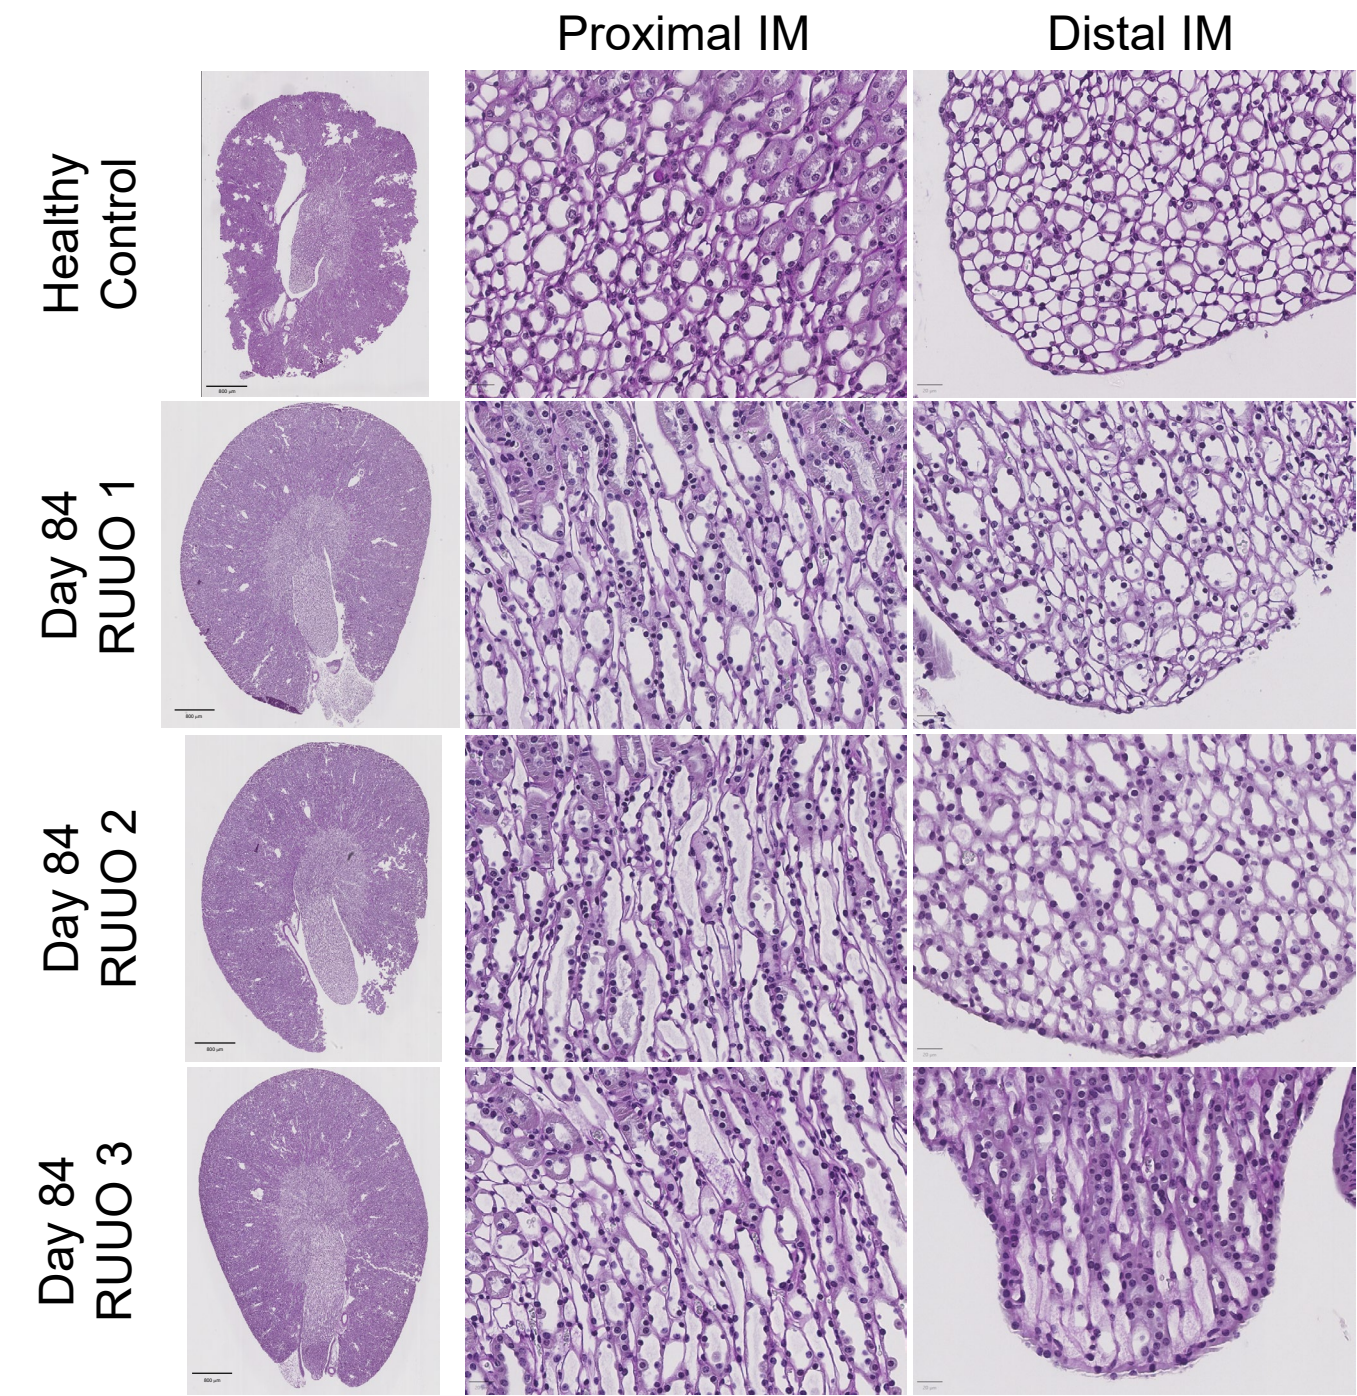

S. Figure 3. Normal histological appearance of renal papillas 84 days after R-UUO. PAS staining of a healthy control, and 3 Day 84 R-UUO kidneys scale bars=800um, proximal and distal inner medulla (IM), scale bars=20uM, as indicated. Note that D84 R-UUO 1 section is obtained from the same mouse as the SR-stained section from the Day 84 R-UUO mouse shown in Fig. 2F, and the D84 R-UUO 3 PAS-stained section shown here is the same Day 84 R-UUO PAS-stained section shown in Fig. 2E.

S. Figure 4

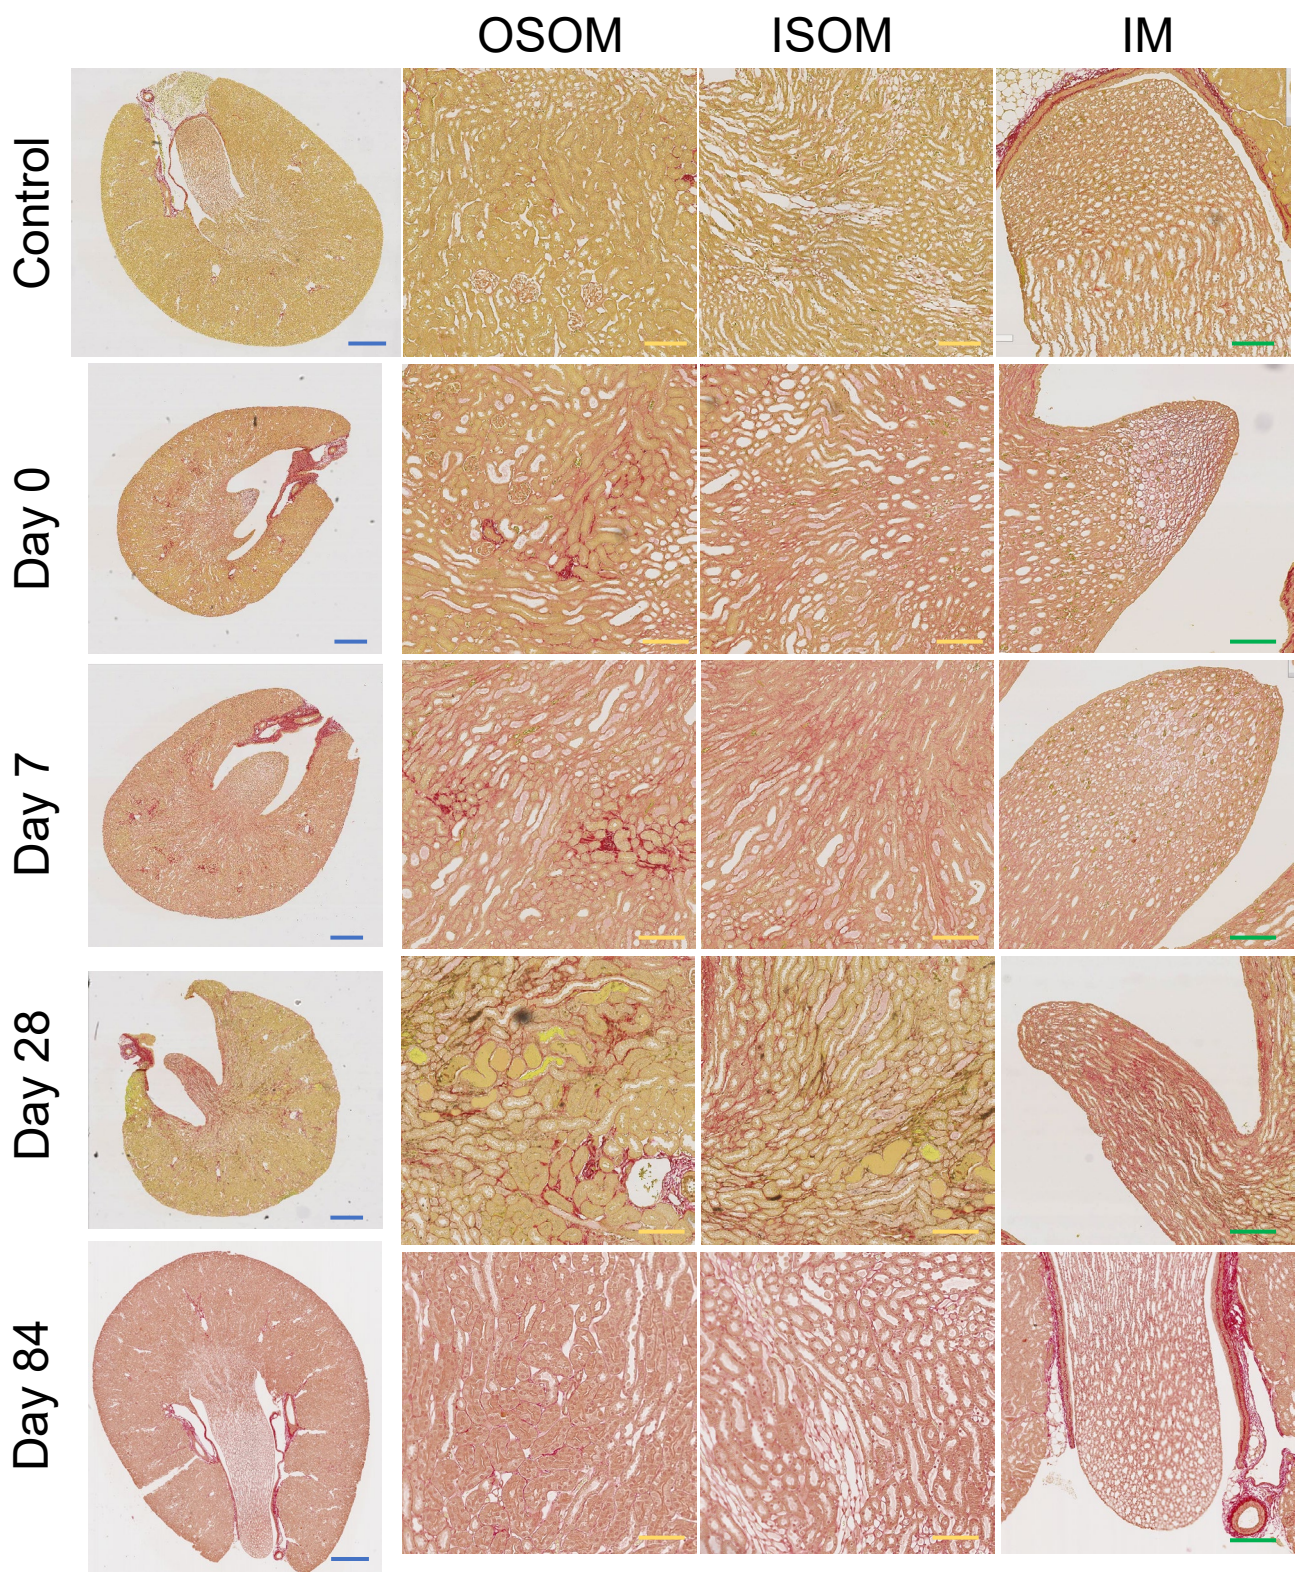

S. Figure 4. Time course of collagen 1 staining in the inner and outer medulla after R-UUO. Sirius red staining of type 1 collagen at different time points after R-UUO showing whole kidneys scale bars=800um (blue), ISOM and OSOM, scale bars=50um (yellow), inner medulla, scale bars=100um (green).

S. Figure 5

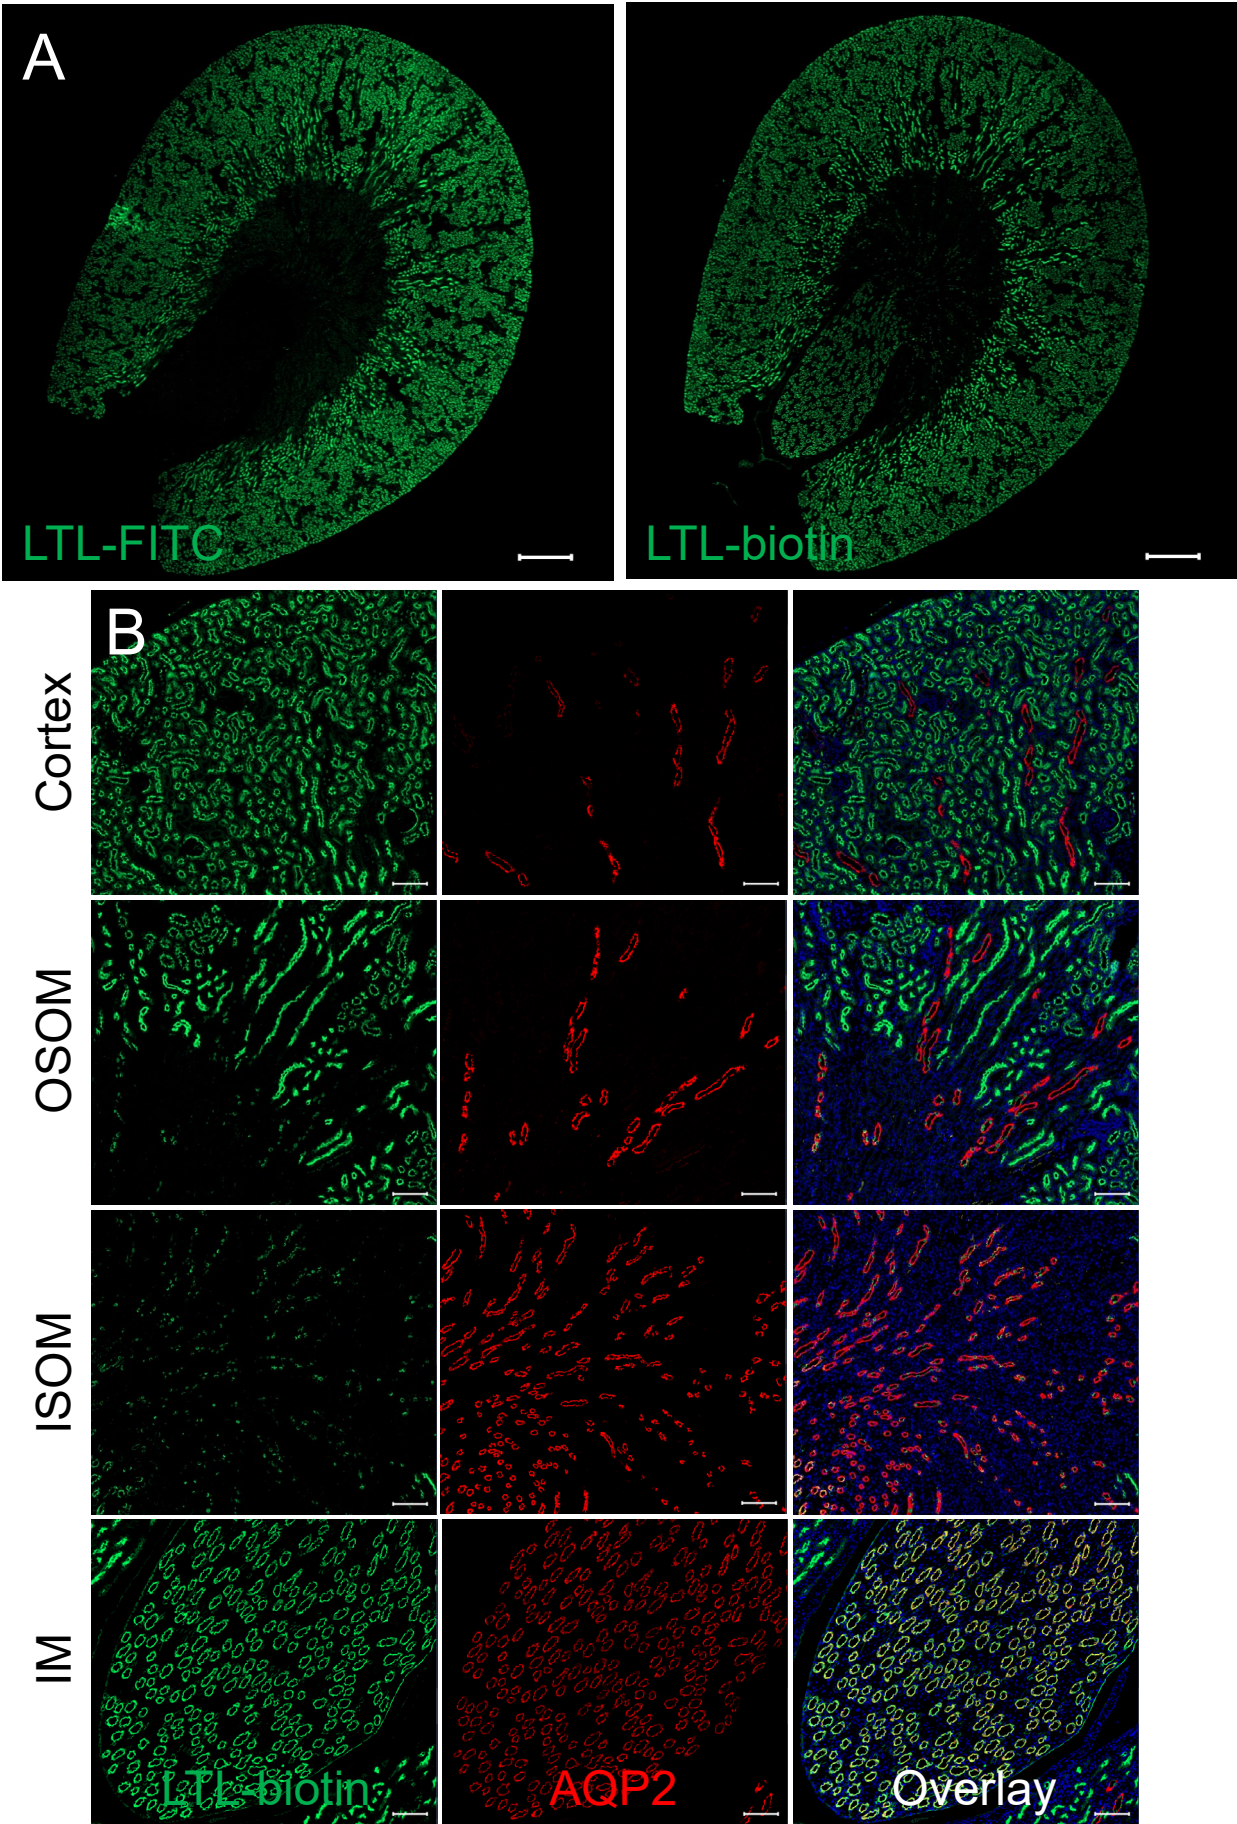

**S. Figure 5. LTL stains inner medullary collecting ducts.** **A**, Low power images comparing FITC-conjugated LTL and biotin conjugated LTL detected using neutravidin FITC amplification. In addition to widespread staining of proximal tubular epithelial cells throughout the cortex and OSOM, LTL-biotin amplification detects tubules in the inner medulla (IM). Scale bars=500uM ; **B**, Co-labeling LTL biotin with AQP2 showing co-localization of LTL staining with AQP2 in the IM. Additional punctate LTL staining of AQP2 negative collecting duct cells in the outer medulla and cortex. Scale bars=100uM.

S. Figure 6

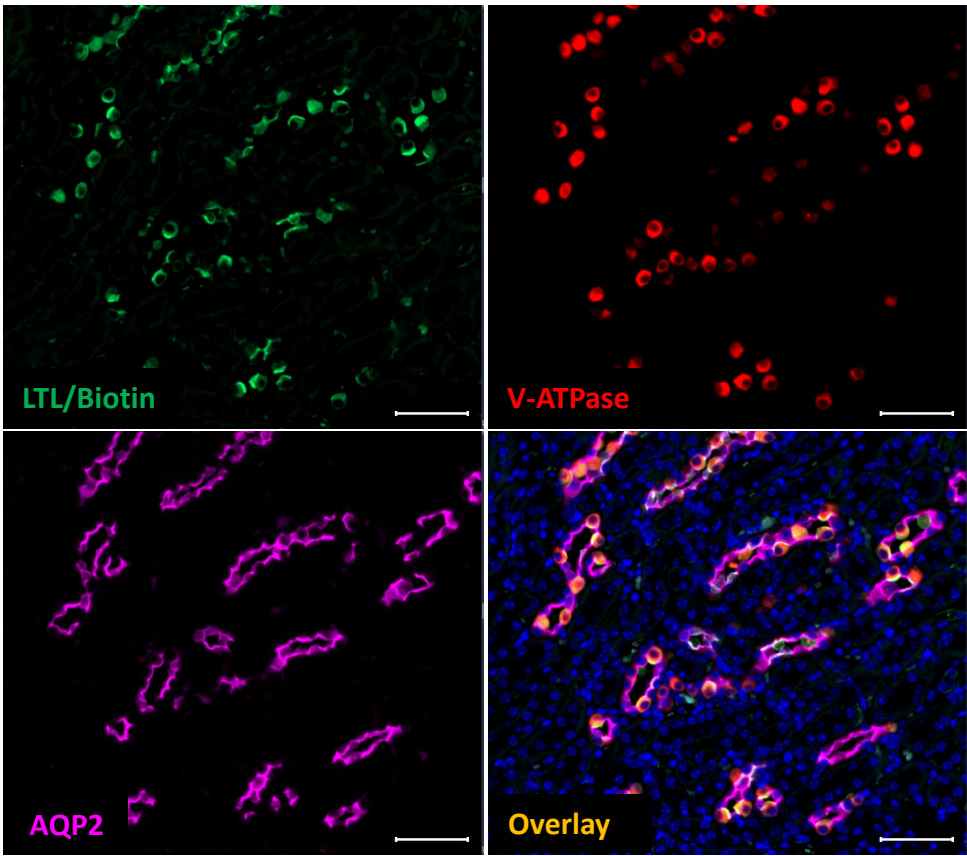

S. Figure 6. LTL stains intercalated cells in the inner stripe of the outer medulla. Co-labeling with LTL-biotin, AQP2 and V-ATPase B1/2 antibodies shows co-localization of LTL with V-ATPase staining in AQP2 negative V-ATPase positive intercalated cells in AQP2 positive collecting ducts seen in the ISOM. This is also seen in the outer stripe and cortical collecting duct intercalated cells. Scale bars=50uM.

S. Figure 7

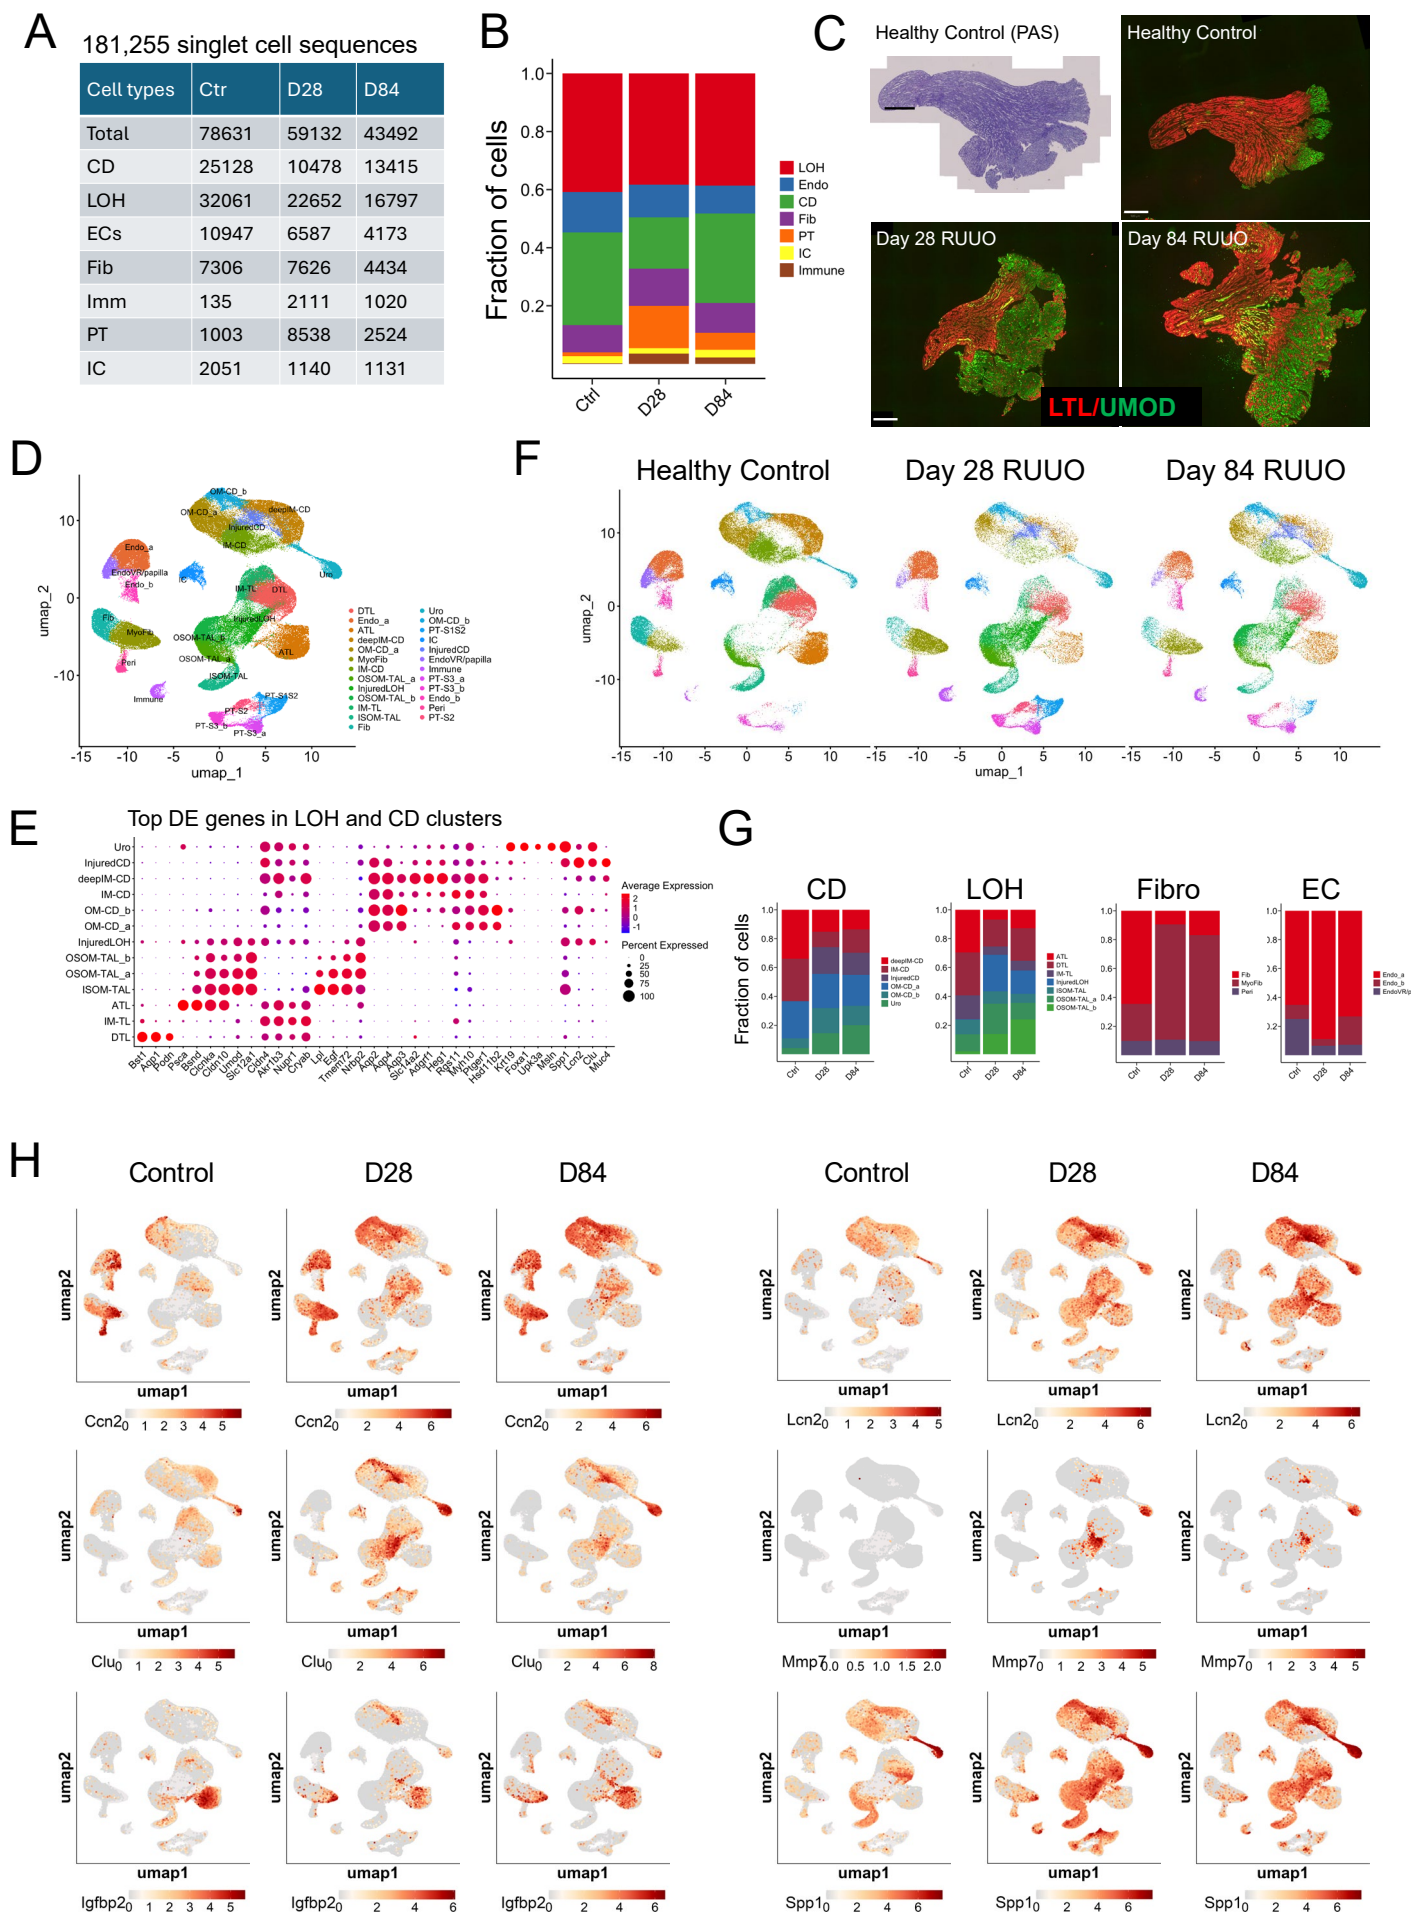

**S. Figure 7. Single cell RNA sequencing atlas of mouse renal medullas after R-UUO.** We performed single cell RNA sequencing (scRNA-Seq) on isolated renal medullas dissected kidneys from multiple healthy controls and mice 28 and 84 days after R-UUO. **A**, 181, 255 single cell sequences were obtained from 7 major renal medullary cell populations; **B**, Fraction of each cell type in the combined scRNA-Seq data set; **C**, Renal medullas dissected from healthy controls, and days 28 and 84 after R-UUO stained with PAS, or with LTL and uromodulin antibody. Scale bars=500um. **D/F**, “Big” UMAP and identification of 25 different cell populations using published anchor genes in the combined data (D), and at different time points after R-UUO (F); **E**, Top DEGs in LOH and CD sub-clusters; **G**, Fraction of CD, LOH, fibroblast and endothelial cell (EC) sub-clusters at different time points; **H**, “Big” UMAPs showing the expression distribution of selected injury markers in different renal medullary cell populations from controls, day 28 and 84 after R-UUO .

S. Figure 8

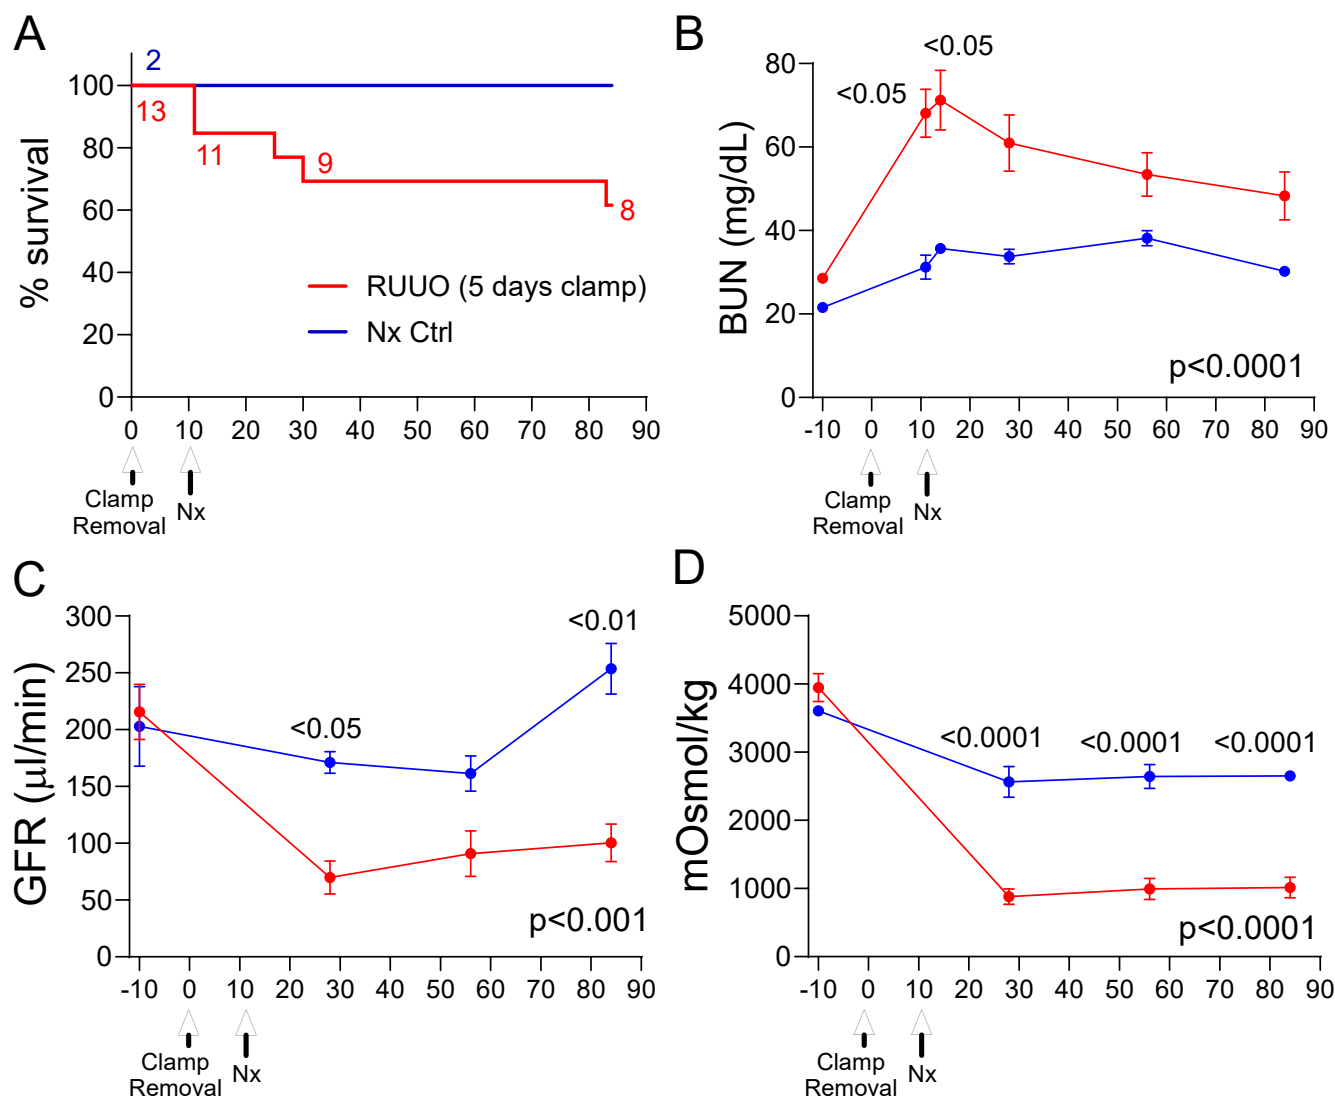

S. Figure 8. Persistent defect in renal function and urinary concentrating capacity in Six2 Cre; tdTomato mice after R-UUO . Male Six2 Cre; tdTomato mice (mixed background) underwent a 5-day R-UUO followed by contralateral nephrectomy, or nephrectomy alone (Nx). **A**, Survival, numbers of mice indicated; **B**, BUN time course after R-UUO; **C**, tGFR time course; **D**, Urinary osmolality after 18hr water restriction. Mouse numbers shown in A. Data shown as means +/-SEM. 2-way ANOVA p values indicated. If  $p < 0.05$ , q values shown for between group comparisons corrected for repeat testing.

S. Figure 9

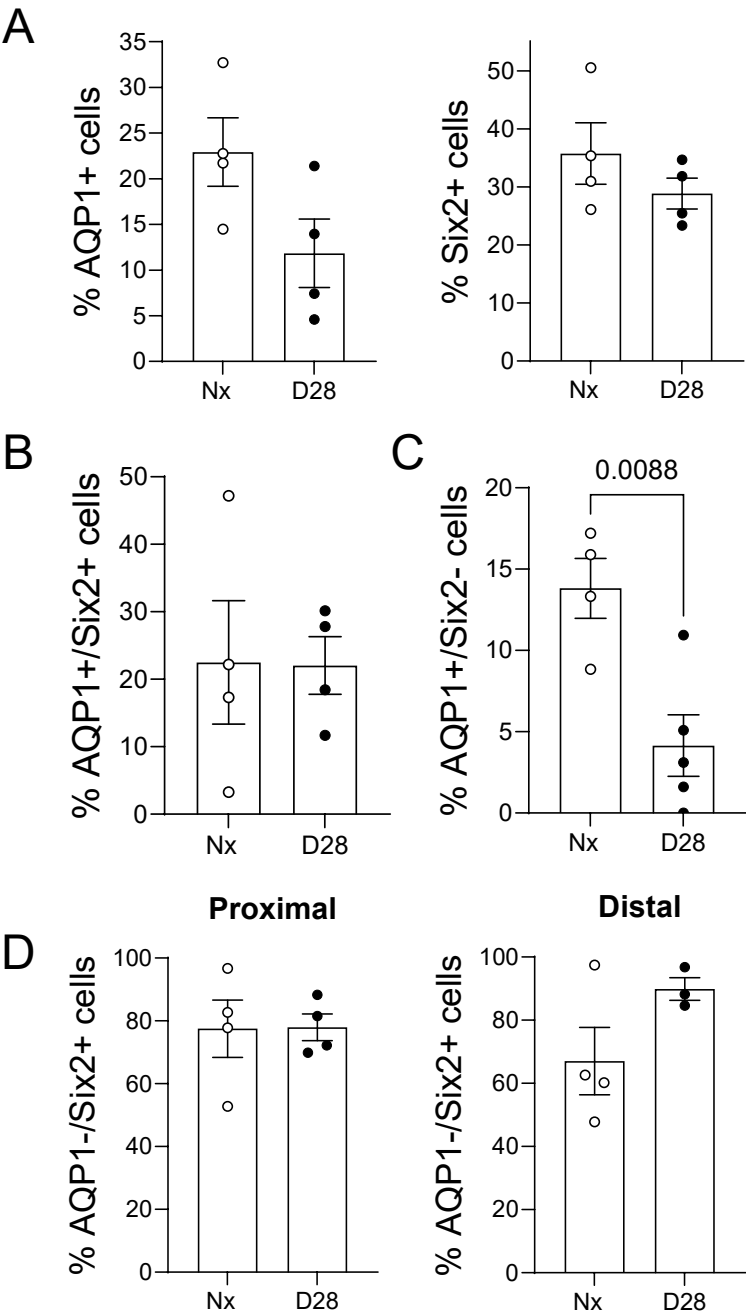

S. Figure 9. Quantification of Six2 lineage positive and negative cells in the renal medulla 28 days after R-UUO. Day 28 R-UUO and Nx controls. A-C, Proximal IM only. Quantification of AQP1<sup>+</sup> and Six2<sup>+</sup> cells (A), AQP1<sup>+</sup> Six2<sup>+</sup> DTL cells (B), and AQP1<sup>+</sup> Six2<sup>-</sup> DVRs (C). D, Quantification of Six2 lineage<sup>+</sup> AQP1<sup>-</sup> ATL and thin limb cells in the proximal and distal IM, as indicated; B/D, Quantification as the % of Six2<sup>+</sup> cells; A/C, Quantification as the % total cells. Individual data points, means +/- SEM. T-test, p values shown.

S. Figure 10

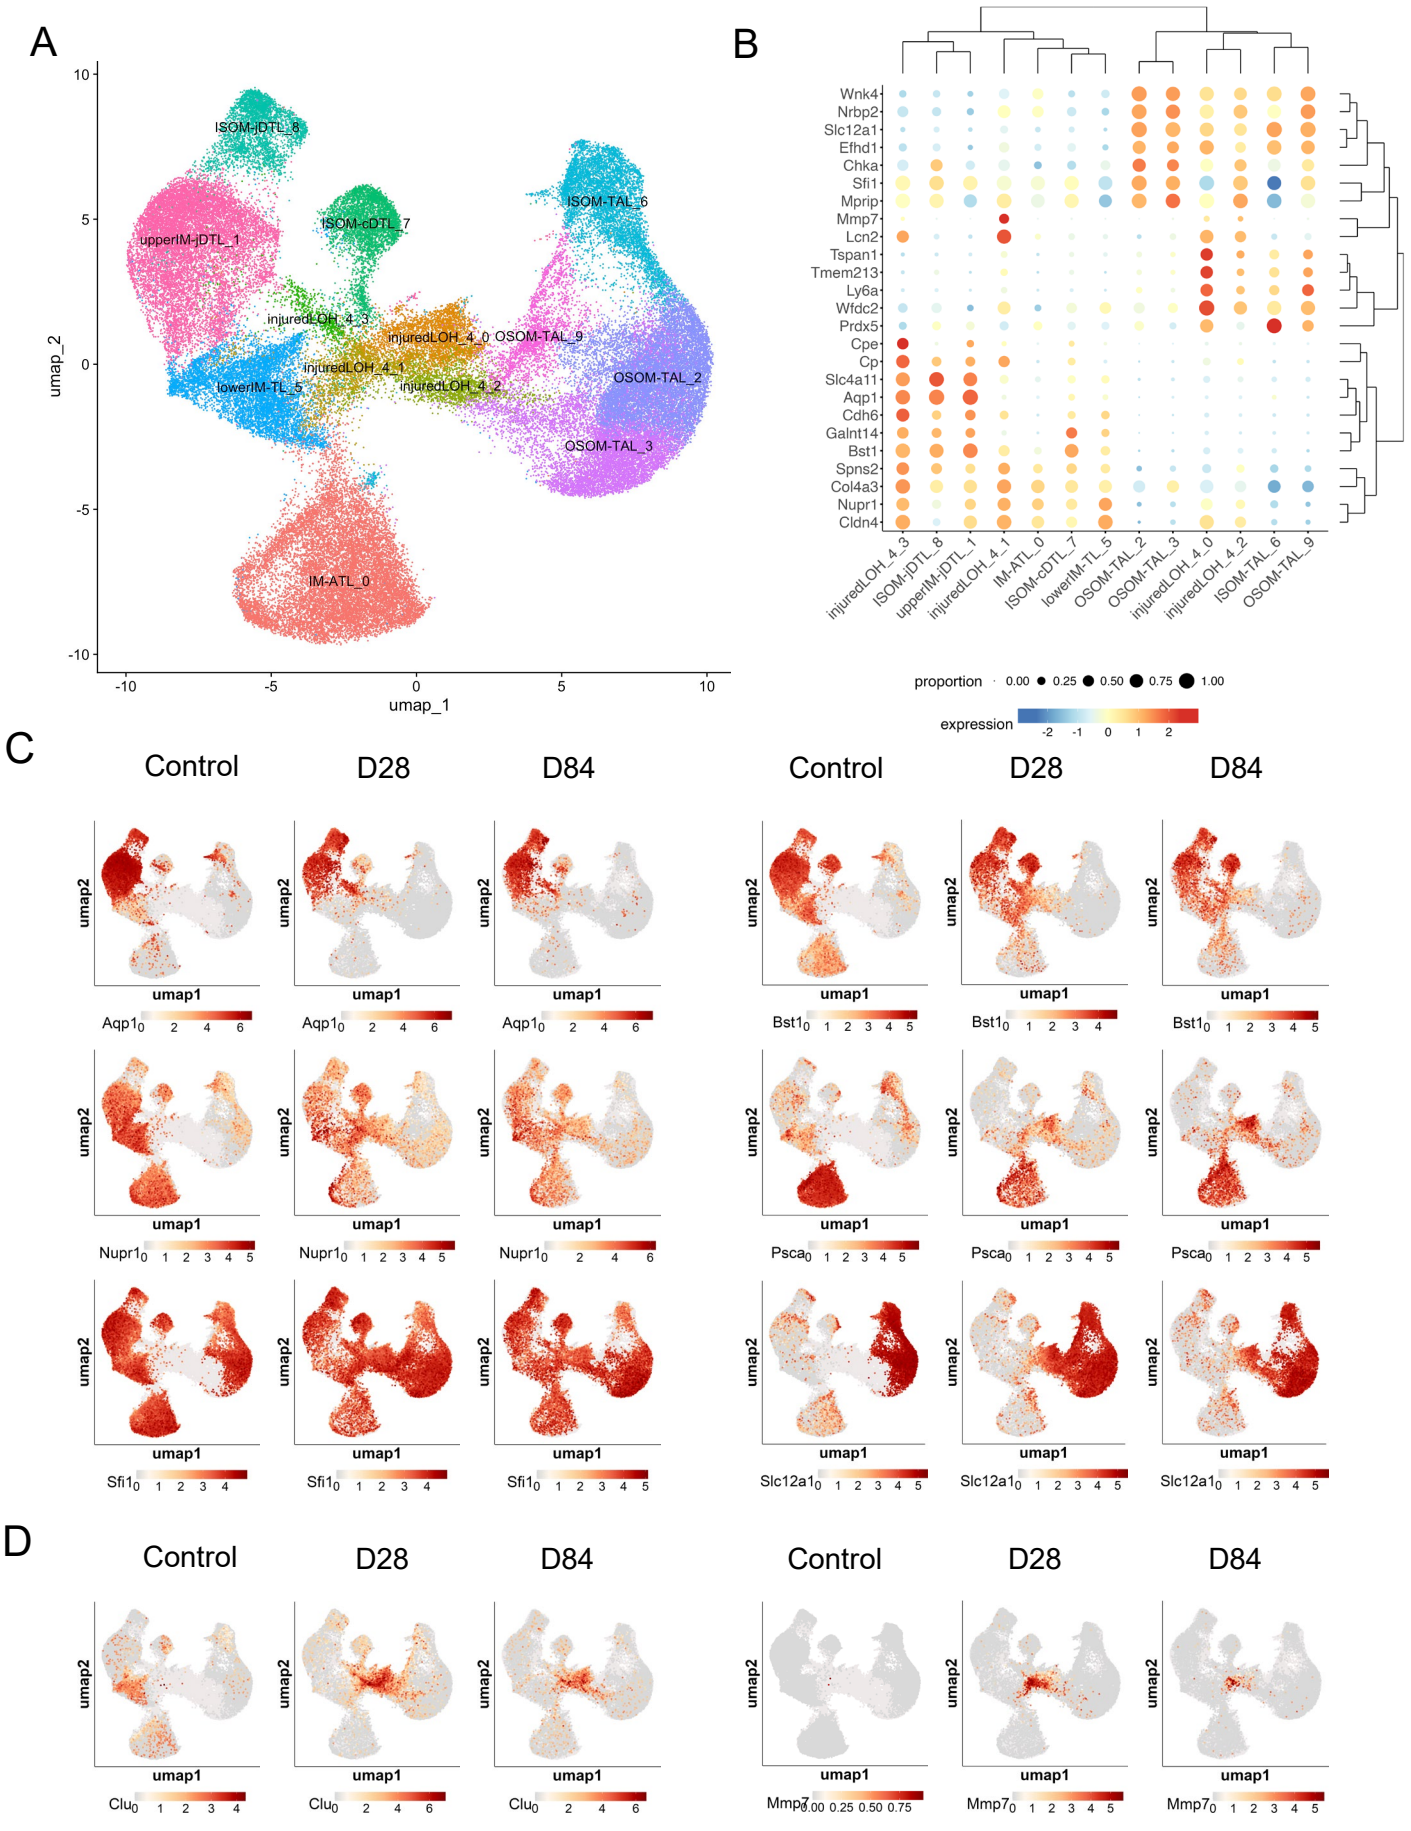

S. Figure 10. Injured cluster 4 cells are derived from different inner and outer medullary loop of Henle cell populations. **A**, Clustering of LOH cells identified 4 sub-clusters of injured LOH cluster 4 cells; **B**, Clustering of the top 25 LOH injured cluster 4 DEGs in other LOH cell populations in controls, day 28 and 84 after R-UUO; **C/D**, UMAPs showing changes in the distribution of LOH cell segment specific markers (C), and injury markers (D) in controls vs. day 28 and 84 after R-UUO.

S. Figure 11

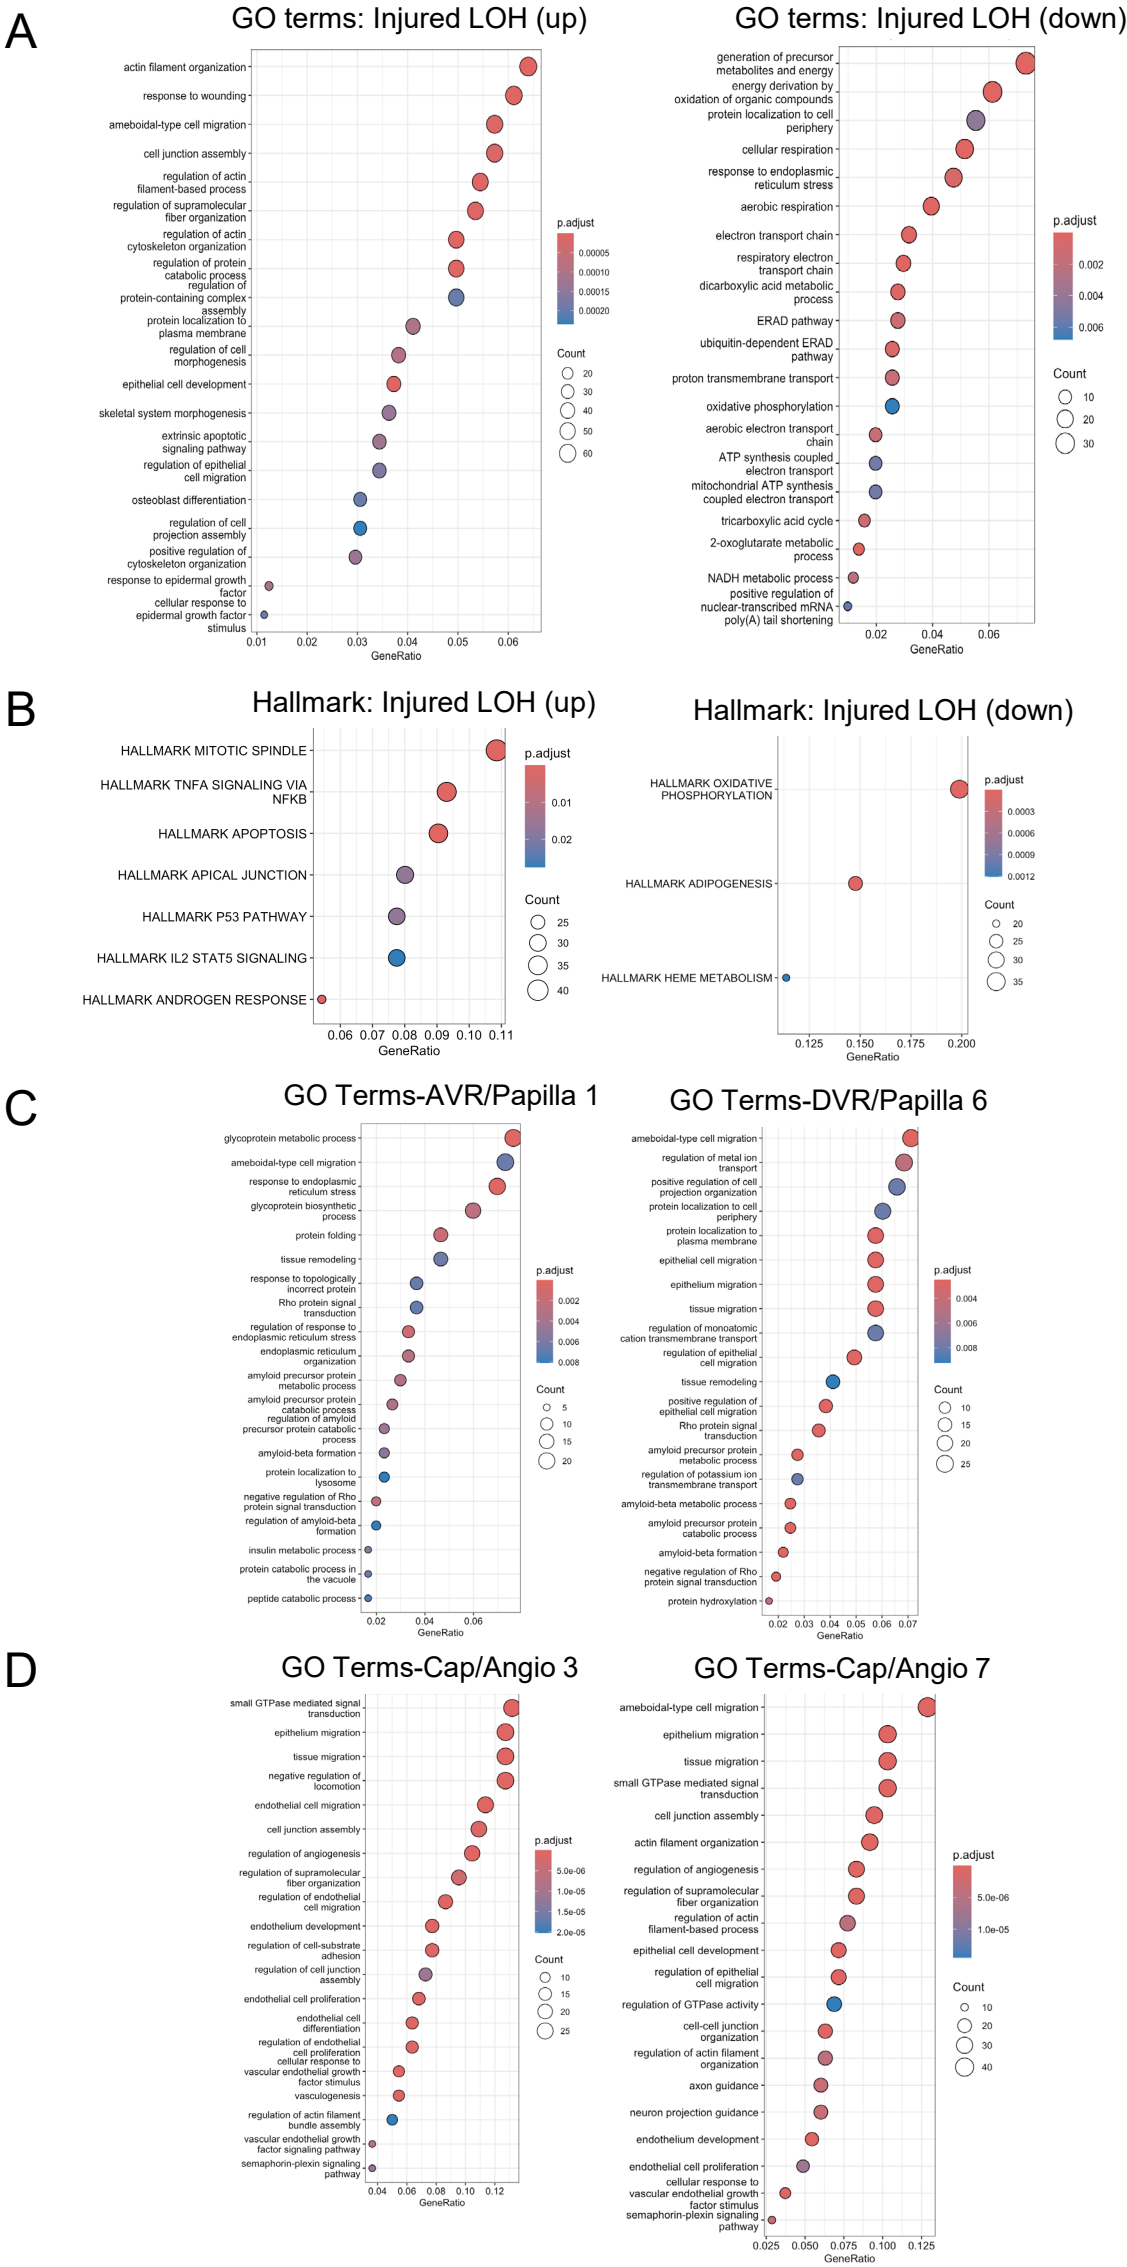

S. Figure 12

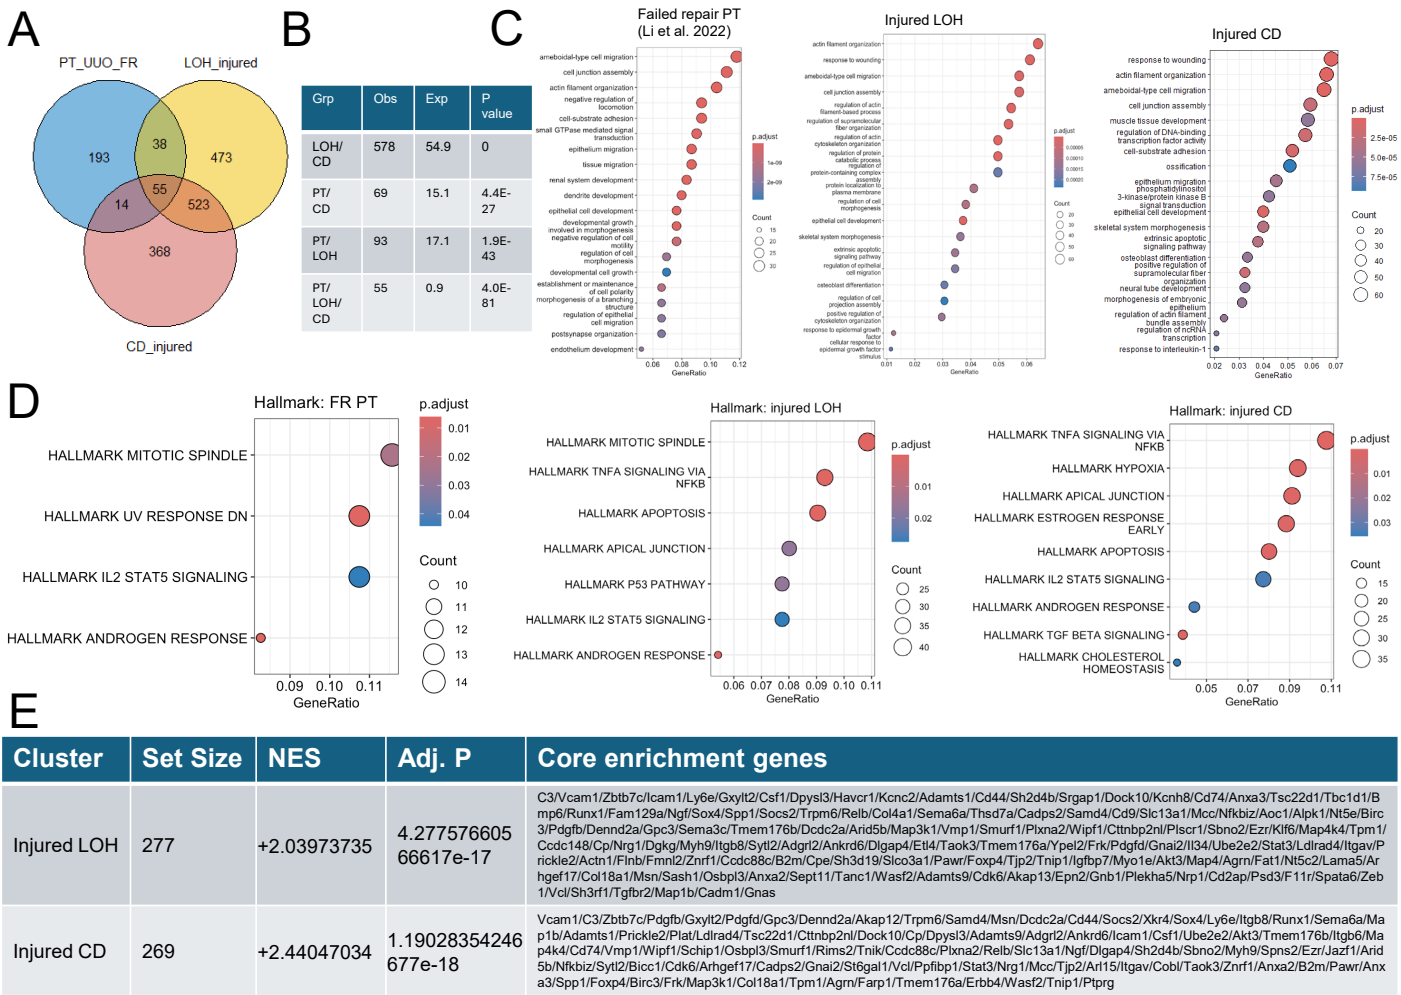

S. Figure 13

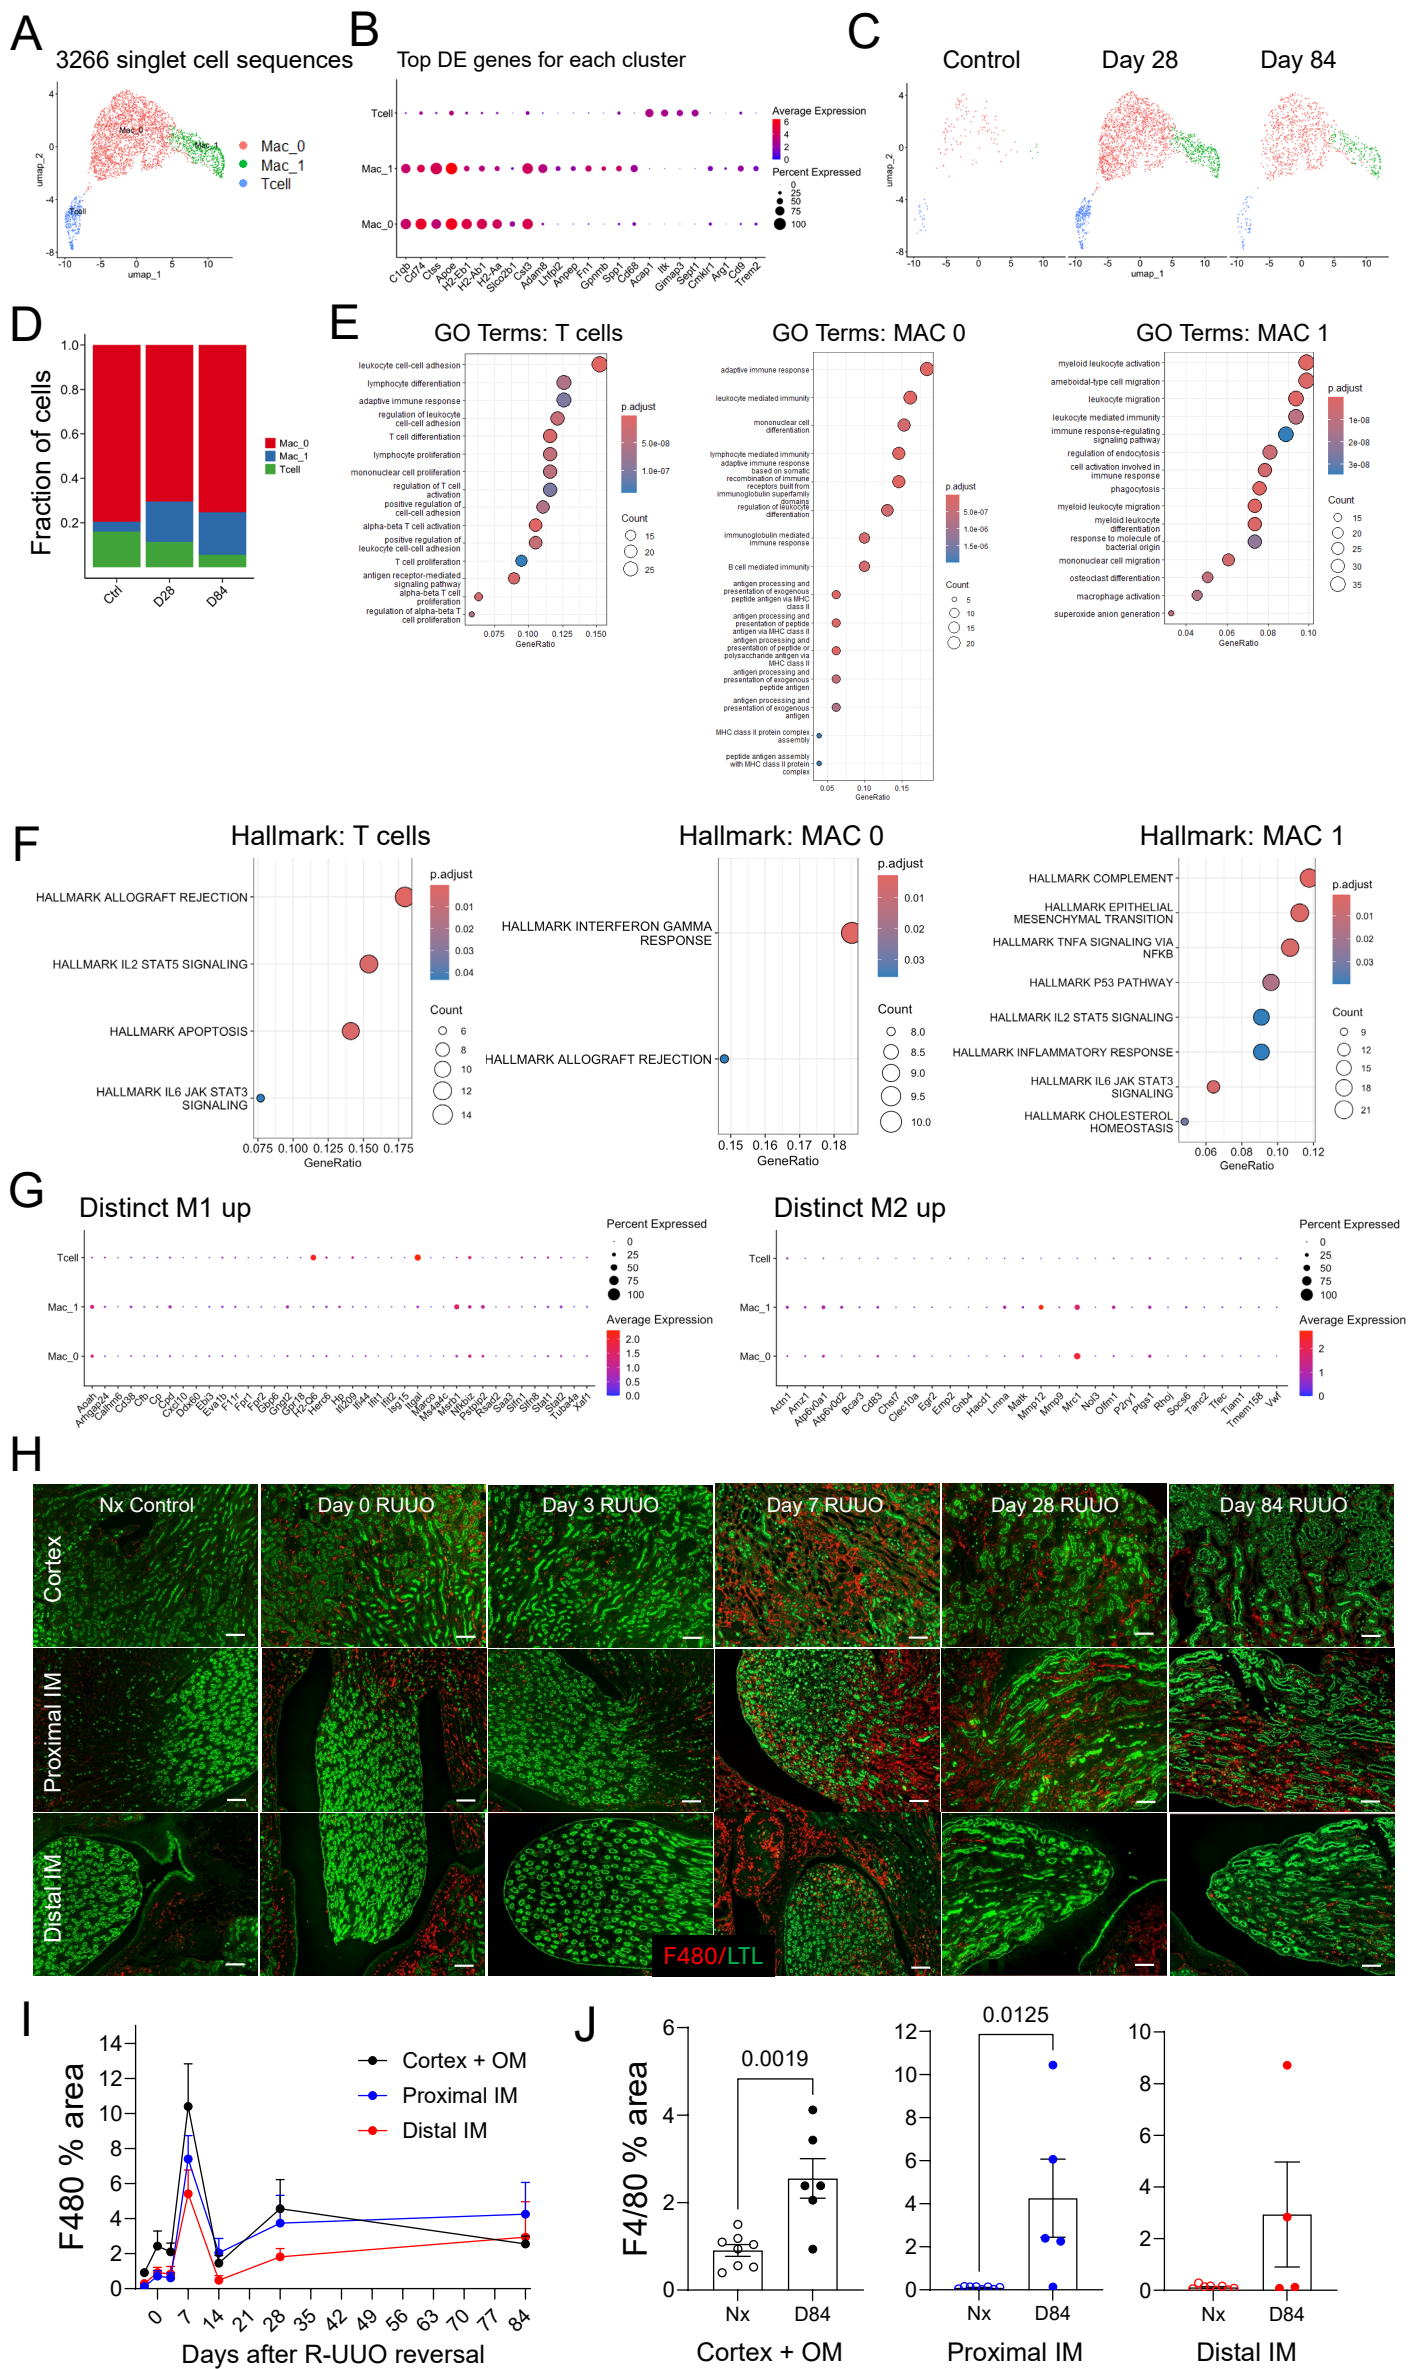

**S. Figure 13. Only a minor long-term increase in inflammatory macrophages in the renal medulla after R-UUO.** **A**, Re-clustering of inflammatory cells identified T cells, MAC0 and MAC1 population in the combined data (A), and at different time points after R-UUO (C); **B**, Top DEGs in inflammatory cells; **D**, Fraction of inflammatory cell clusters at different time points; **E/F**, Gene set enrichment analysis of the top T cell, MAC0 and MAC1 DEGs showing upregulated GO terms (E), and Hallmark terms (F). **H**, F4/80 antibody and LTL staining in the cortex, proximal and distal IM at different time points after R-UUO, and in Day 84 Nx controls. Scale bars=100um. **I/J**, Quantification of F4/80 staining (% of the selected area) in the cortex and OSOM, proximal and distal IM lineage cells in the distal IM over time (I), and day 84 after R-UUO (J). N=13-Ctrl, 9-D0, 8-D3, 11-D7, 10-D14, 4-D28, 6-D84. Means +/- SEM, individual data points shown in J. T tests, p values shown.

S. Figure 14

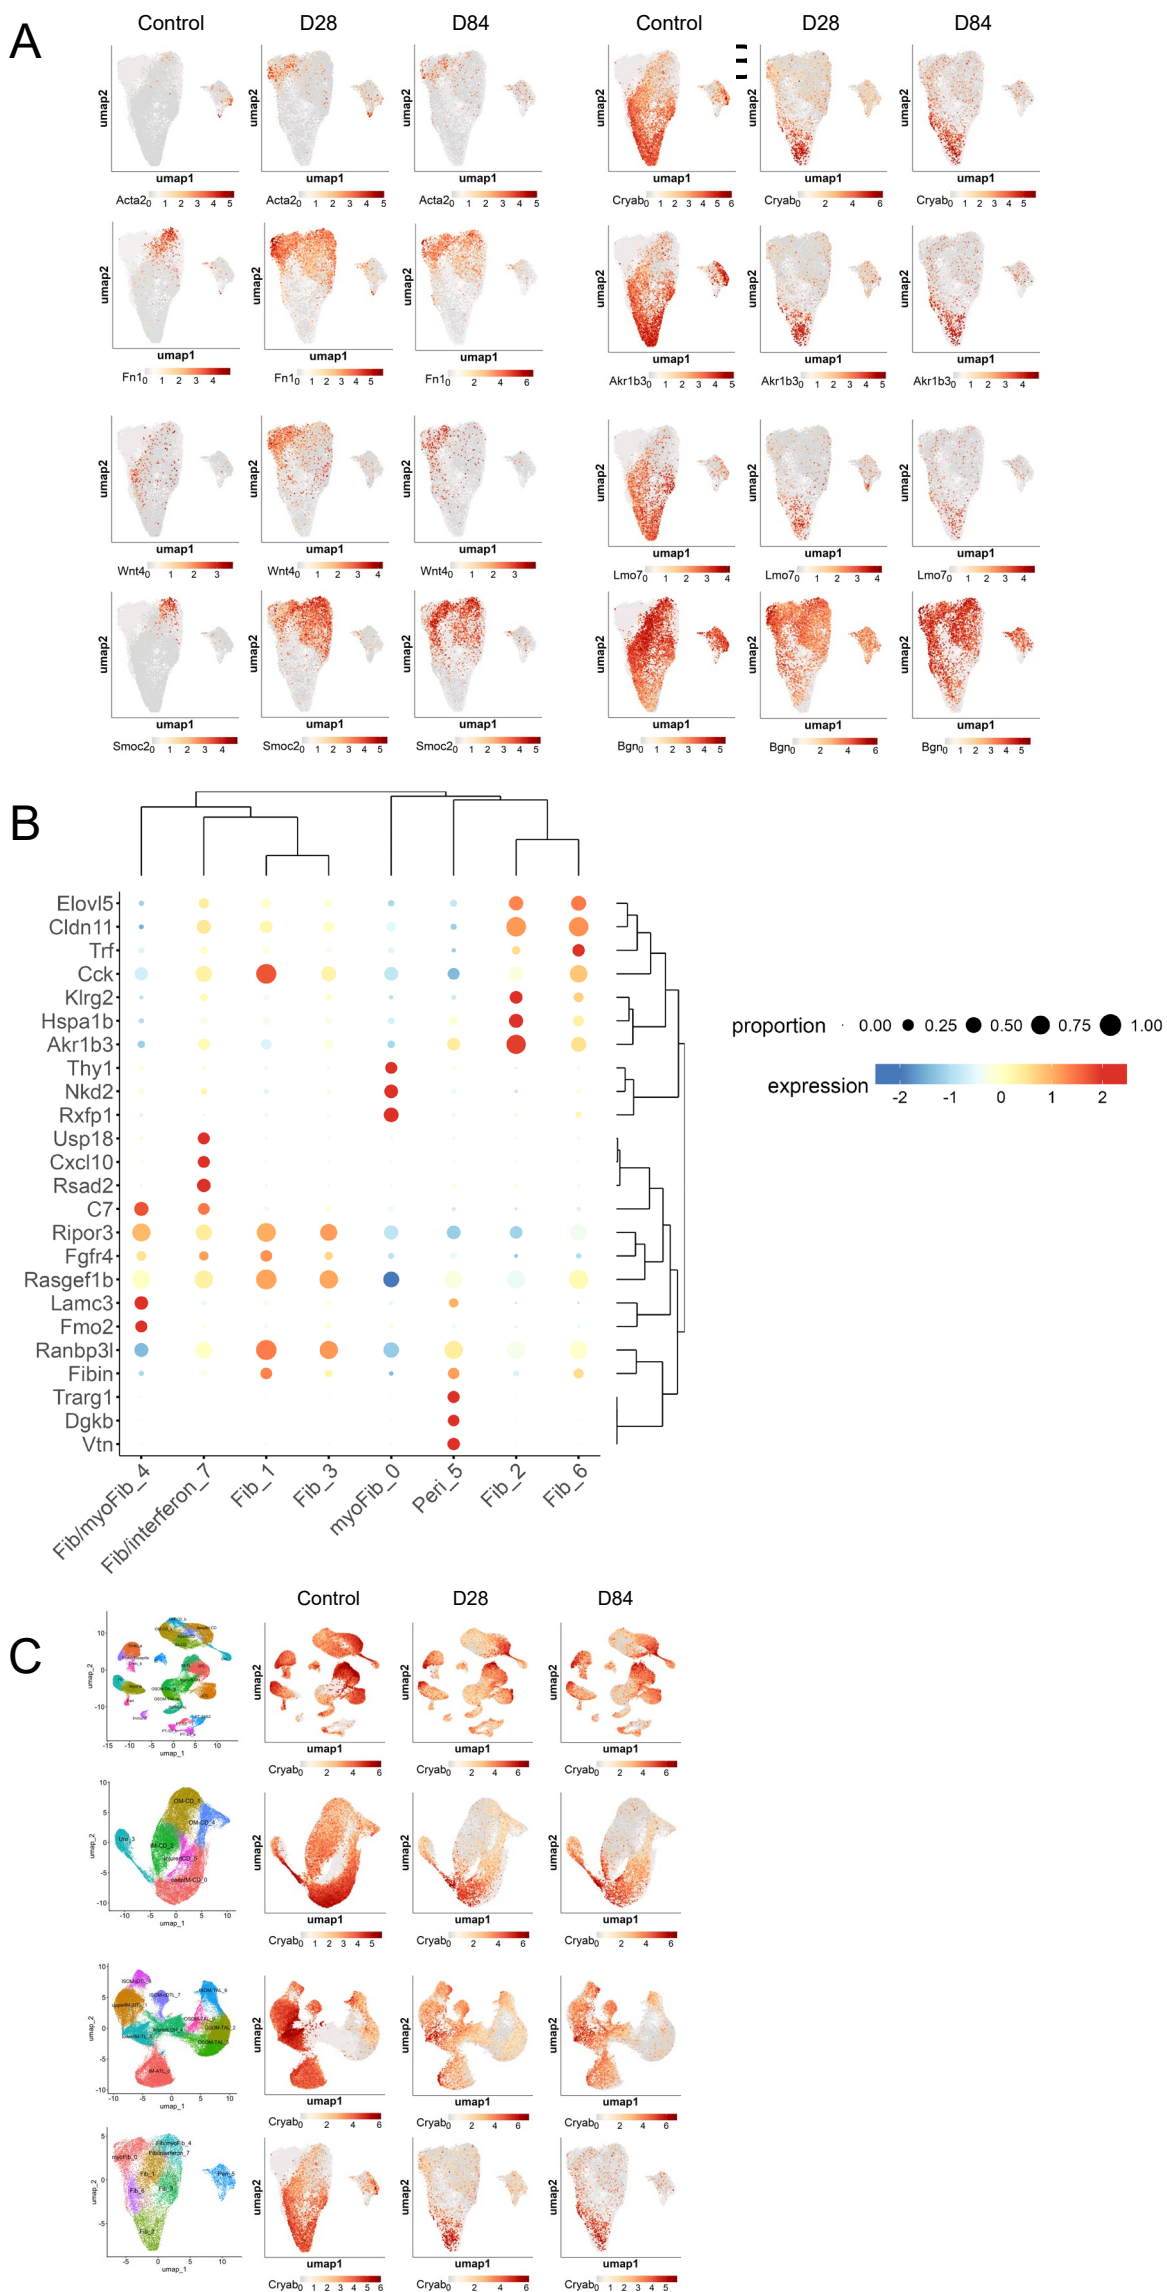

S. Figure 14. Distribution of fibroblast and inner medullary cell marker genes. A/C, UMAPs showing changes in the distribution of fibroblast and IM cell markers in fibroblast clusters (A), and of the IM cell marker, CryAB, in LOH, CD, and fibroblast clusters at different time points after R-UUO (C). B, Hierarchical clustering of the top 5 DEGs in fibroblast clusters.

S. Figure 15

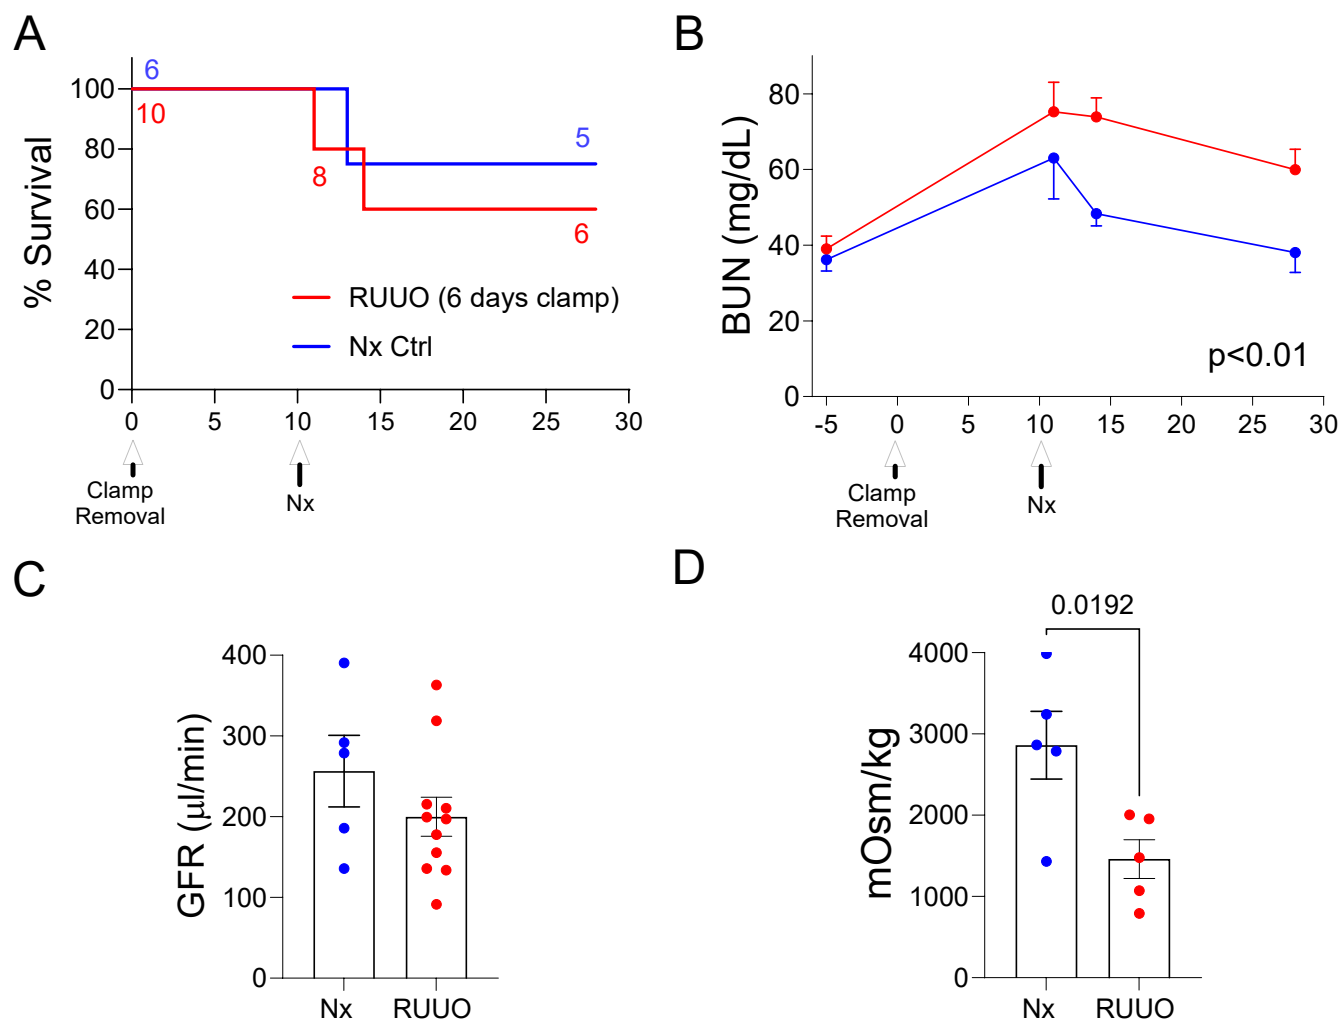

**S. Figure 15. Persistent defect in urinary concentrating capacity in TNC CreERT2; tdTomato mice 28 days after R-UUO.** Male TNC CreERT2; tdTomato mice (C57Bl/6 background) underwent a 5-day R-UUO followed by contralateral nephrectomy, or nephrectomy alone (Nx). **A**, Survival, numbers of mice indicated; **B**, BUN time course after R-UUO. Mouse numbers shown in A. Data shown means  $\pm$  SEM. 2-way ANOVA p values indicated; **C/D**, tGFR (C), and urinary osmolality after 18hr water restriction (D) 28 days after R-UUO, and in Nx controls. Means  $\pm$  SEM, individual data points shown. T test, p value shown.

S. Figure 16

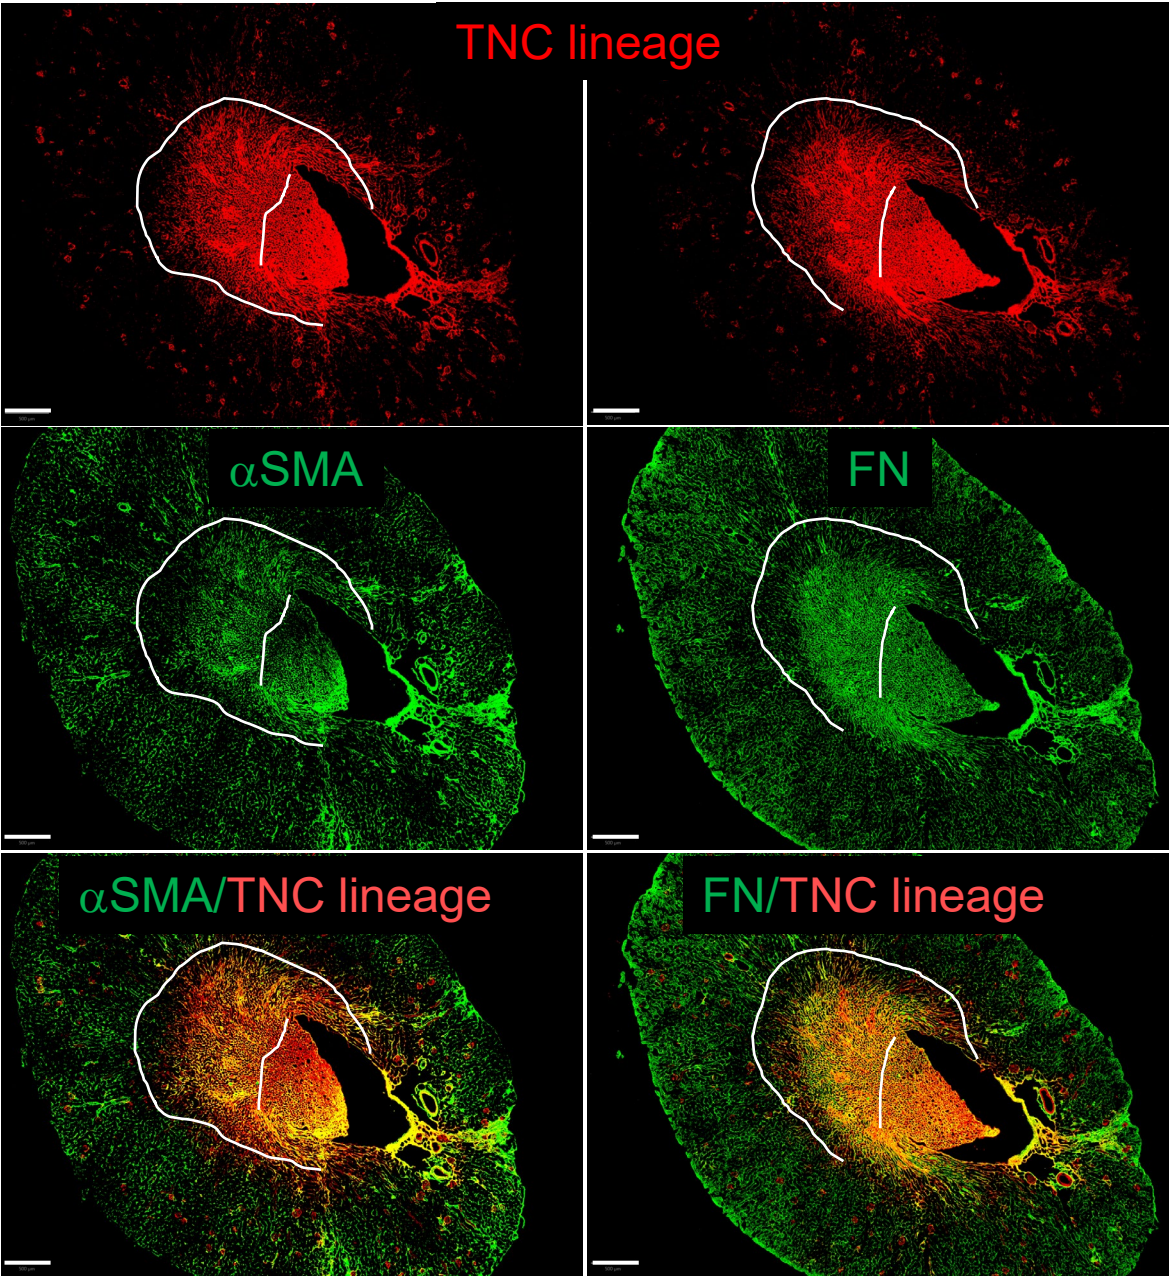

S. Figure 16. Immunofluorescence images showing overlap between TNC lineage cells and myofibroblasts in the renal medulla. Images showing TNC lineage (tdTomato), and  $\alpha$ -SMA or Fibronectin (FN) staining on sequential sections of kidneys from a mouse 28 days after R-UUO. Scale bars=500um, dotted lines indicate the IM/ISOM boundaries.

# S. Figure 17

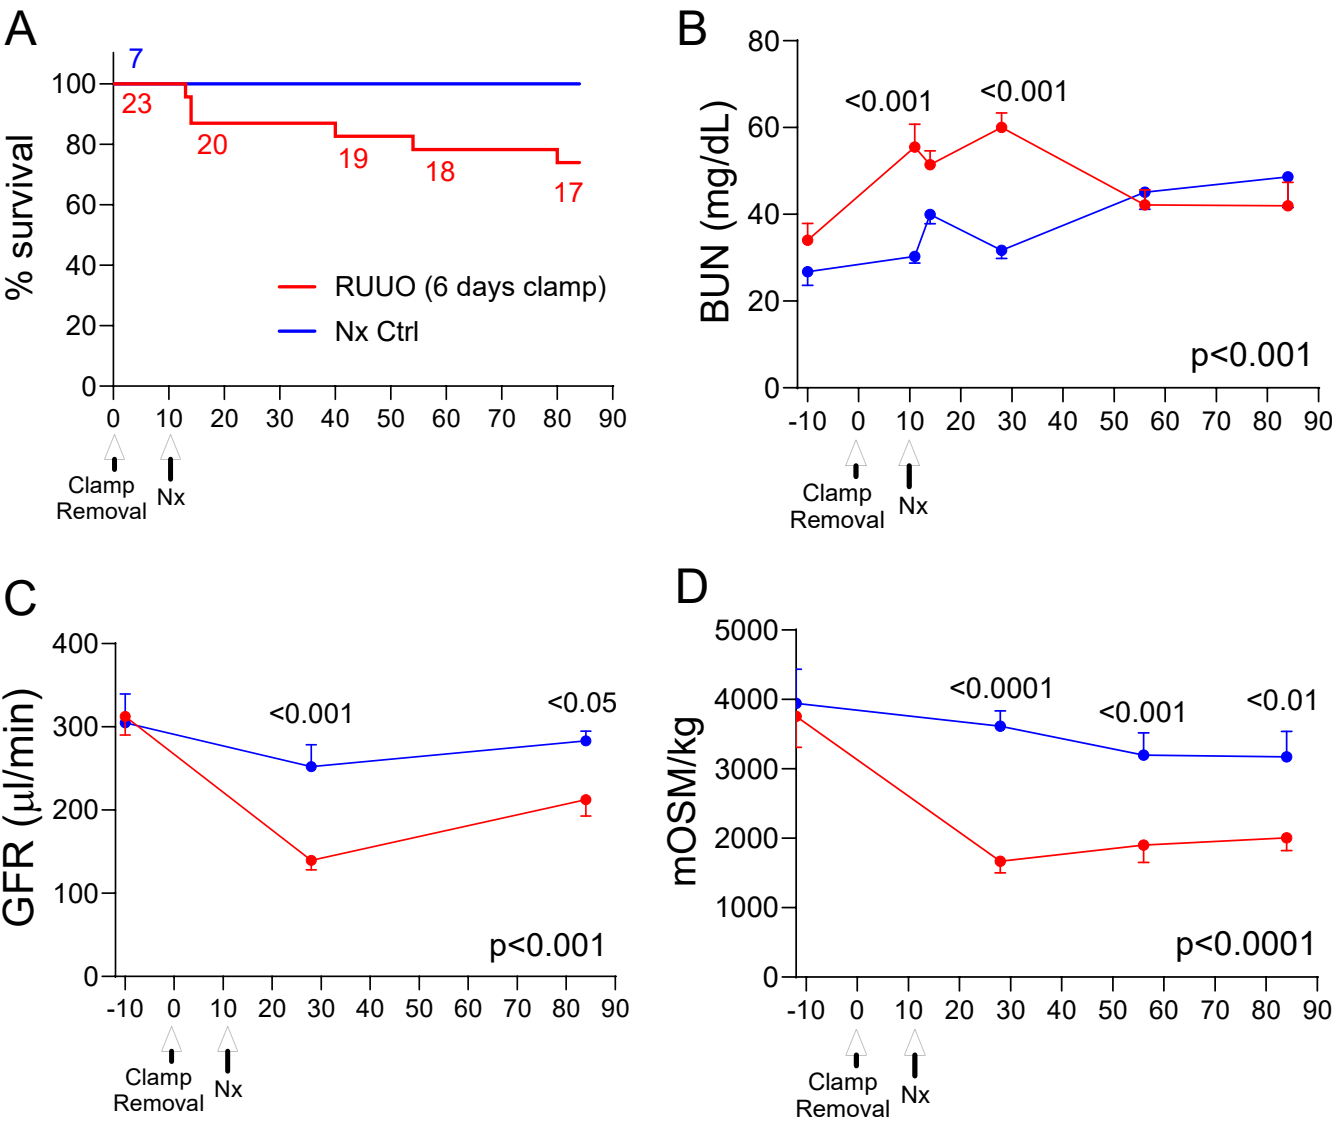

S. Figure 17. Persistent defect in renal function and urinary concentrating capacity in HoxB7; tdTomato mice after R-UUO. Male HoxB7 Cre; tdTomato mice (mixed background) underwent a 6-day R-UUO followed by contralateral nephrectomy, or nephrectomy alone (Nx). **A**, Survival, numbers of mice indicated; **B**, BUN time course after R-UUO; **C**, tGFR time course; **D**, Urinary osmolality after 18hr water restriction. Mouse numbers indicated in A. Data shown as means +/-SEM. 2-way ANOVA p values indicated. If  $p < 0.05$ , q values shown for between group comparisons corrected for repeat testing.

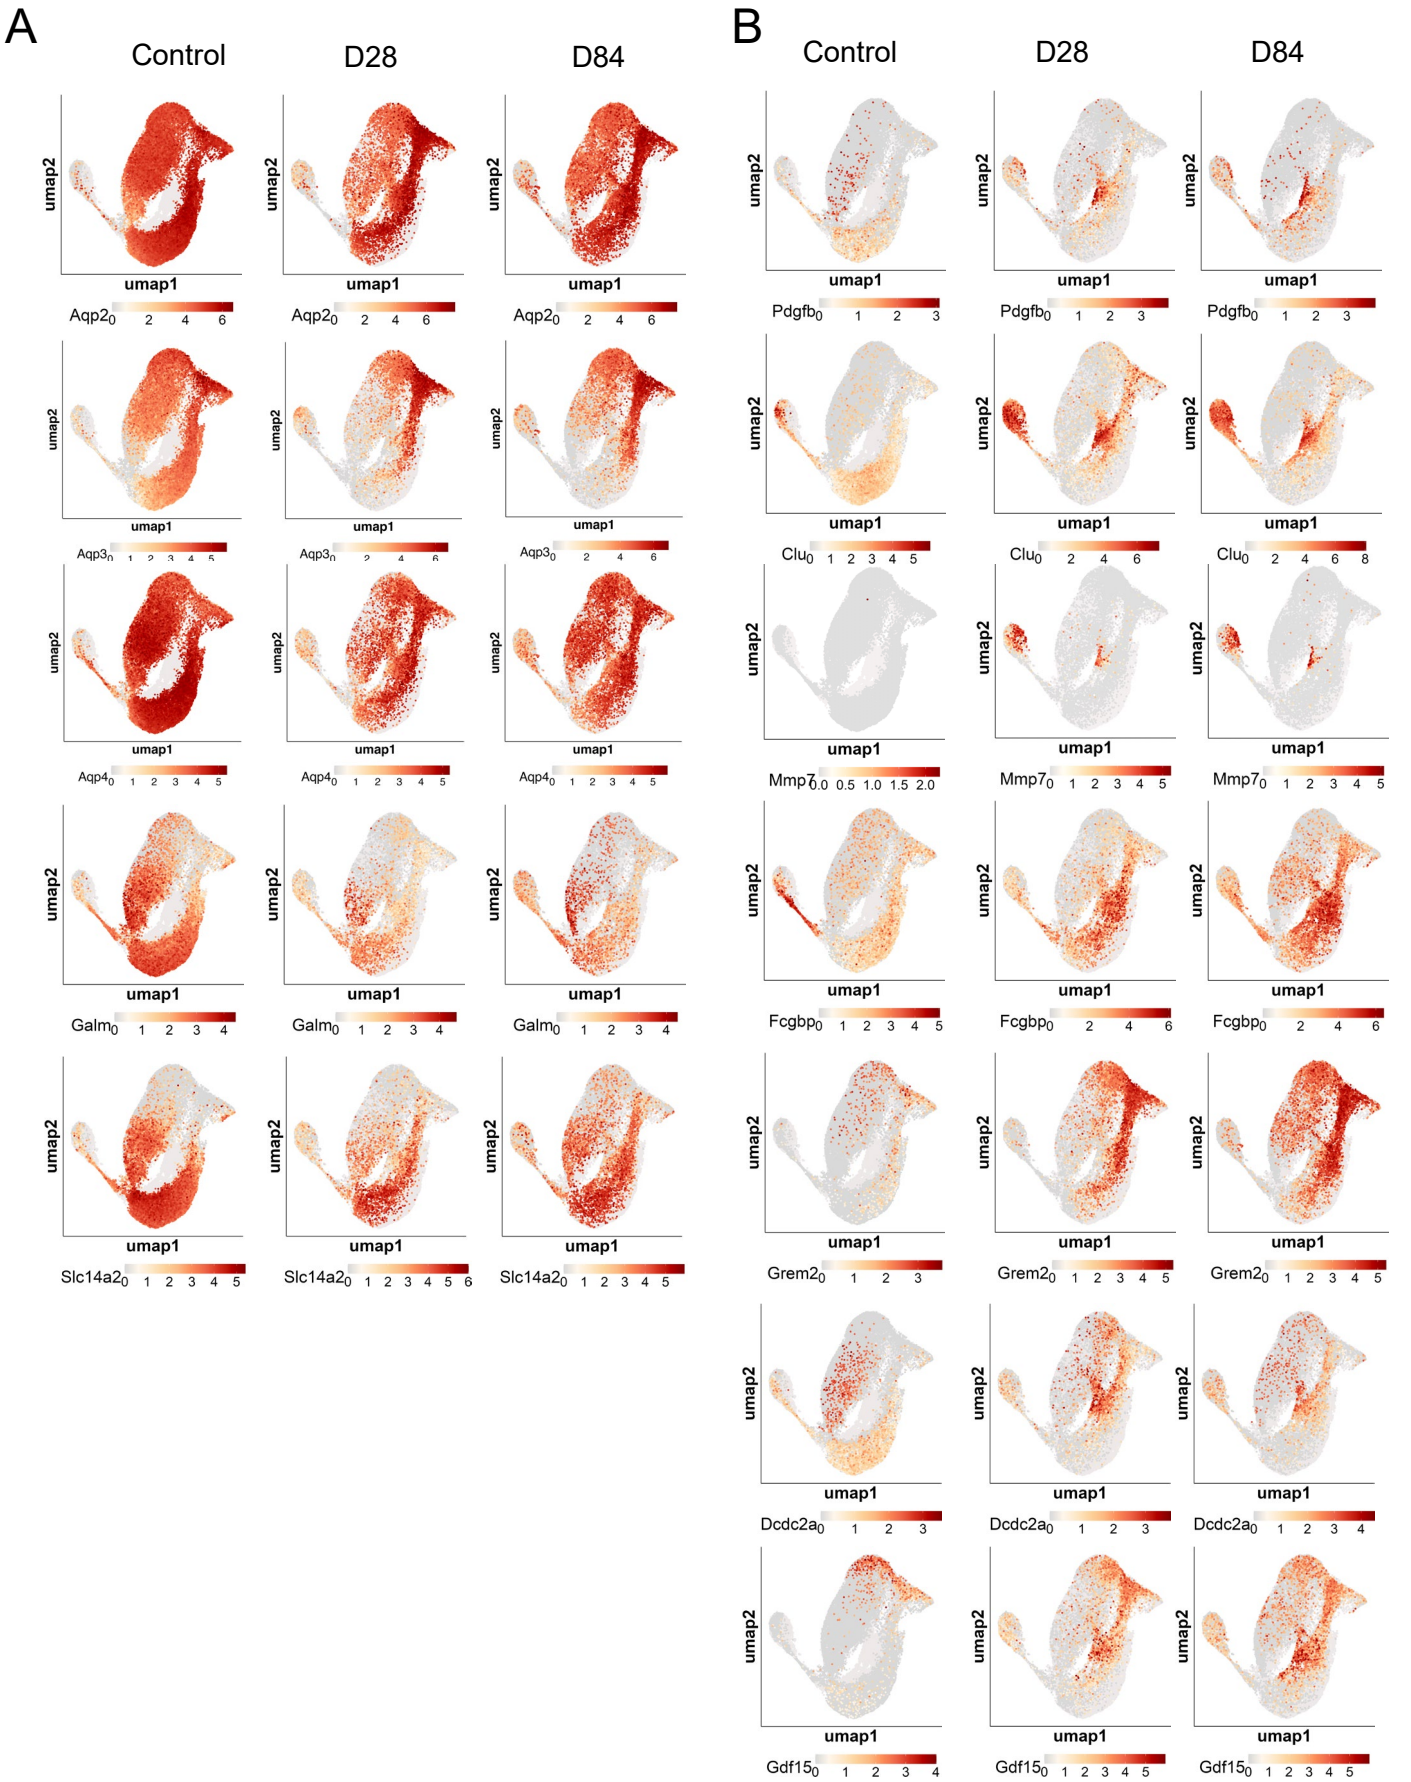

S. Figure 18. Distribution of CD differentiation and injury markers after R-UUO. UMAPs showing changes in the distribution of CD cluster differentiation (A), and injury (B) markers at different time points after R-UUO.

**A** PT\_UUO\_FR deepIM\_D28vsCtl

**B**

| Group                          | Obs | Exp  | p-value  |
|--------------------------------|-----|------|----------|
| FR PTEC/D28<br>Deep IM CD      | 44  | 14.4 | 3.77E-11 |
| FR PTEC/D84<br>Deep IM CD      | 28  | 16.5 | 0.005    |
| FR PTEC/D28/<br>D84 Deep IM CD | 16  | 0.79 | 3.23E-16 |

**C**

| Cluster        | Set Size | NES   | Adj. P    | Core enrichment genes                                                                                                                                                                                                                                                                                                                                                                                                                         |
|----------------|----------|-------|-----------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Deep IM CD D28 | 196      | 1.639 | 0.0004 97 | Runx1/Akap12/Csf1/Spp1/Ly6e/Nfkbiz/Adams9/Sh2d4b/Cobl/Relb/Tsc22d1/Igfbp7/Col18a1/Itg a1/App/Pdgfrb/Schp1/Foxp4/Smurf1/Dlgap4/Arhgef3/Pknox2/Ankrd11/Cttnbp2nl/Pawr/Mthas1/Z nrf1/Hivep2/Ldlra4/Sash1/Klf6/Sbno2/Sytl2                                                                                                                                                                                                                        |
| Deep IM CD D84 | 188      | 1.958 | 4.405E-07 | Akap12/Csf1/Ly6e/Spp1/Tsc22d1/Cobl/Nfkbiz/Igfa1/Pdgfrb/Fam129a/Pawr/Pknox2/Schp1/Ldlra 4/Klf6/Relb/Smurf1/Stgail1/Cttnbp2nl/Arhgef3/Foxp4/Mthas1/Col18a1/Sbno2/Map4k4/Sash1/F rk/Dlgap4/Pkhd1/App/Stat3/Ezr/Sipa13/Osblp3/Farp1/Nkap5/Ankrd11/Grk5/Hivep2/Zbtb16/Gn ai2/Syne2/Znf1/Wasf2/Mica3/Spns2/Trio/Epn2/Asap1/Agm/Vmp1/Igfbp7/St5/Sytl2/Unc13b/Par d3b/Tpn14/Etv6/Ypel2/Bicc1/Sh3f1/Glis3/Adgr1/Igfsf5/Arid1b/Tjp2/Dnm3/Map3k1/B2m/Lpp |

**D** deepIM\_D84vsCtl

**E** GO-term Deep IM D28

**F** injuredCD IM\_CD\_D28vsCtl

**G** GO-term IM CD D28

**H** injuredLOH lowerIM\_TL\_D28vsCtl

**I** GO-term Lower IM TL D28

**J** injuredLOH IM\_ATL\_D28vsCtl

**K** GO-term IM ATL D28

**L** GO-term Lower IM TL D84

**M** GO-term IM CD D84

**N** Hallmark Deep IM D28

**O** Hallmark Deep IM D84

**P** Hallmark IM CD D28

**Q** Hallmark IM CD D84

**R** GO-term Lower IM TL D84

**S** Hallmark Lower IM TL D28

**T** Hallmark Lower IM TL D84

**U** GO-term IM ATL D28

**V** GO-term IM ATL D84

**W** Hallmark IM ATL D28

**X** Hallmark IM ATL D84

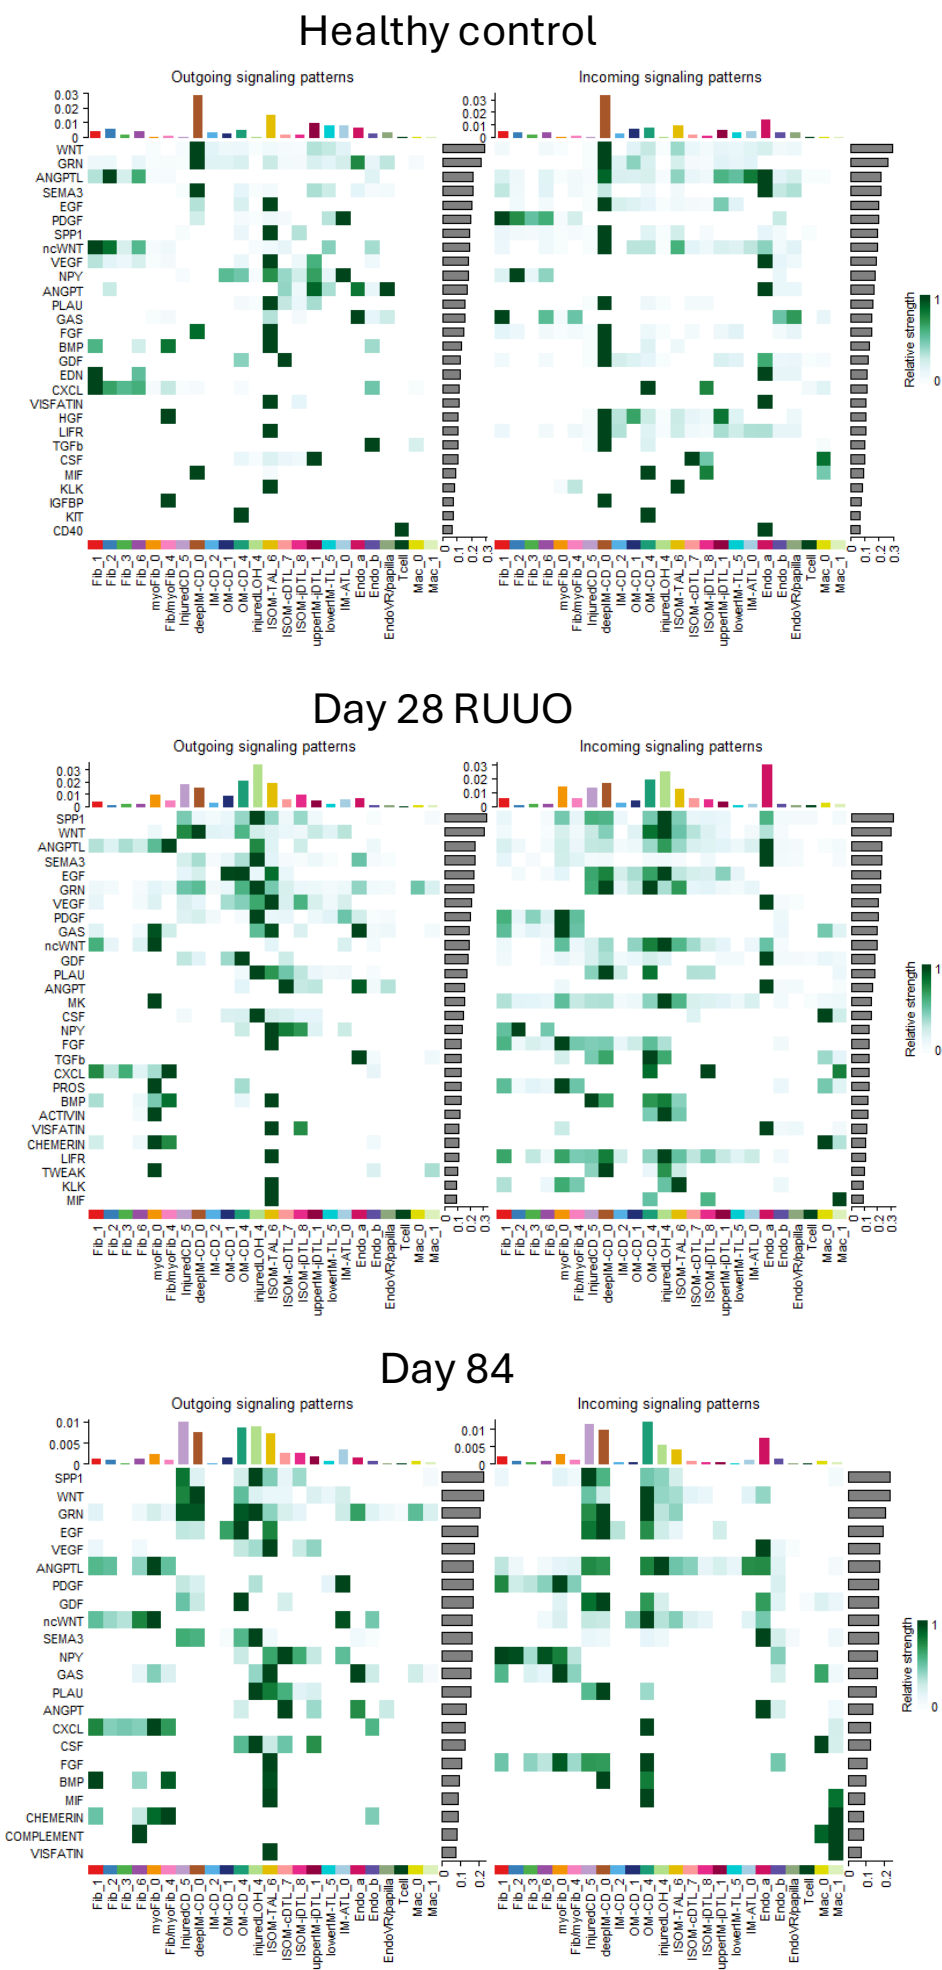

S. Figure 20. Long-term effects of R-UUO on cell-cell communications in the renal medulla. Cell-cell communication analysis was performed to identify ligand-receptor pairing of the major fibroblast, LOH, CD, endothelial and inflammatory cell clusters in renal medullas from controls, day 28 and day 84 after R-UUO. Outgoing ligand secretion is shown in the left-hand panels, incoming cognate receptors for the same pathway is shown in the right-hand panels. Contribution of individual cell clusters to the signaling patterns is indicated by the horizontal bar charts, relative strength of the response indicated with color coding and from the vertical bar charts.

S. Figure 21

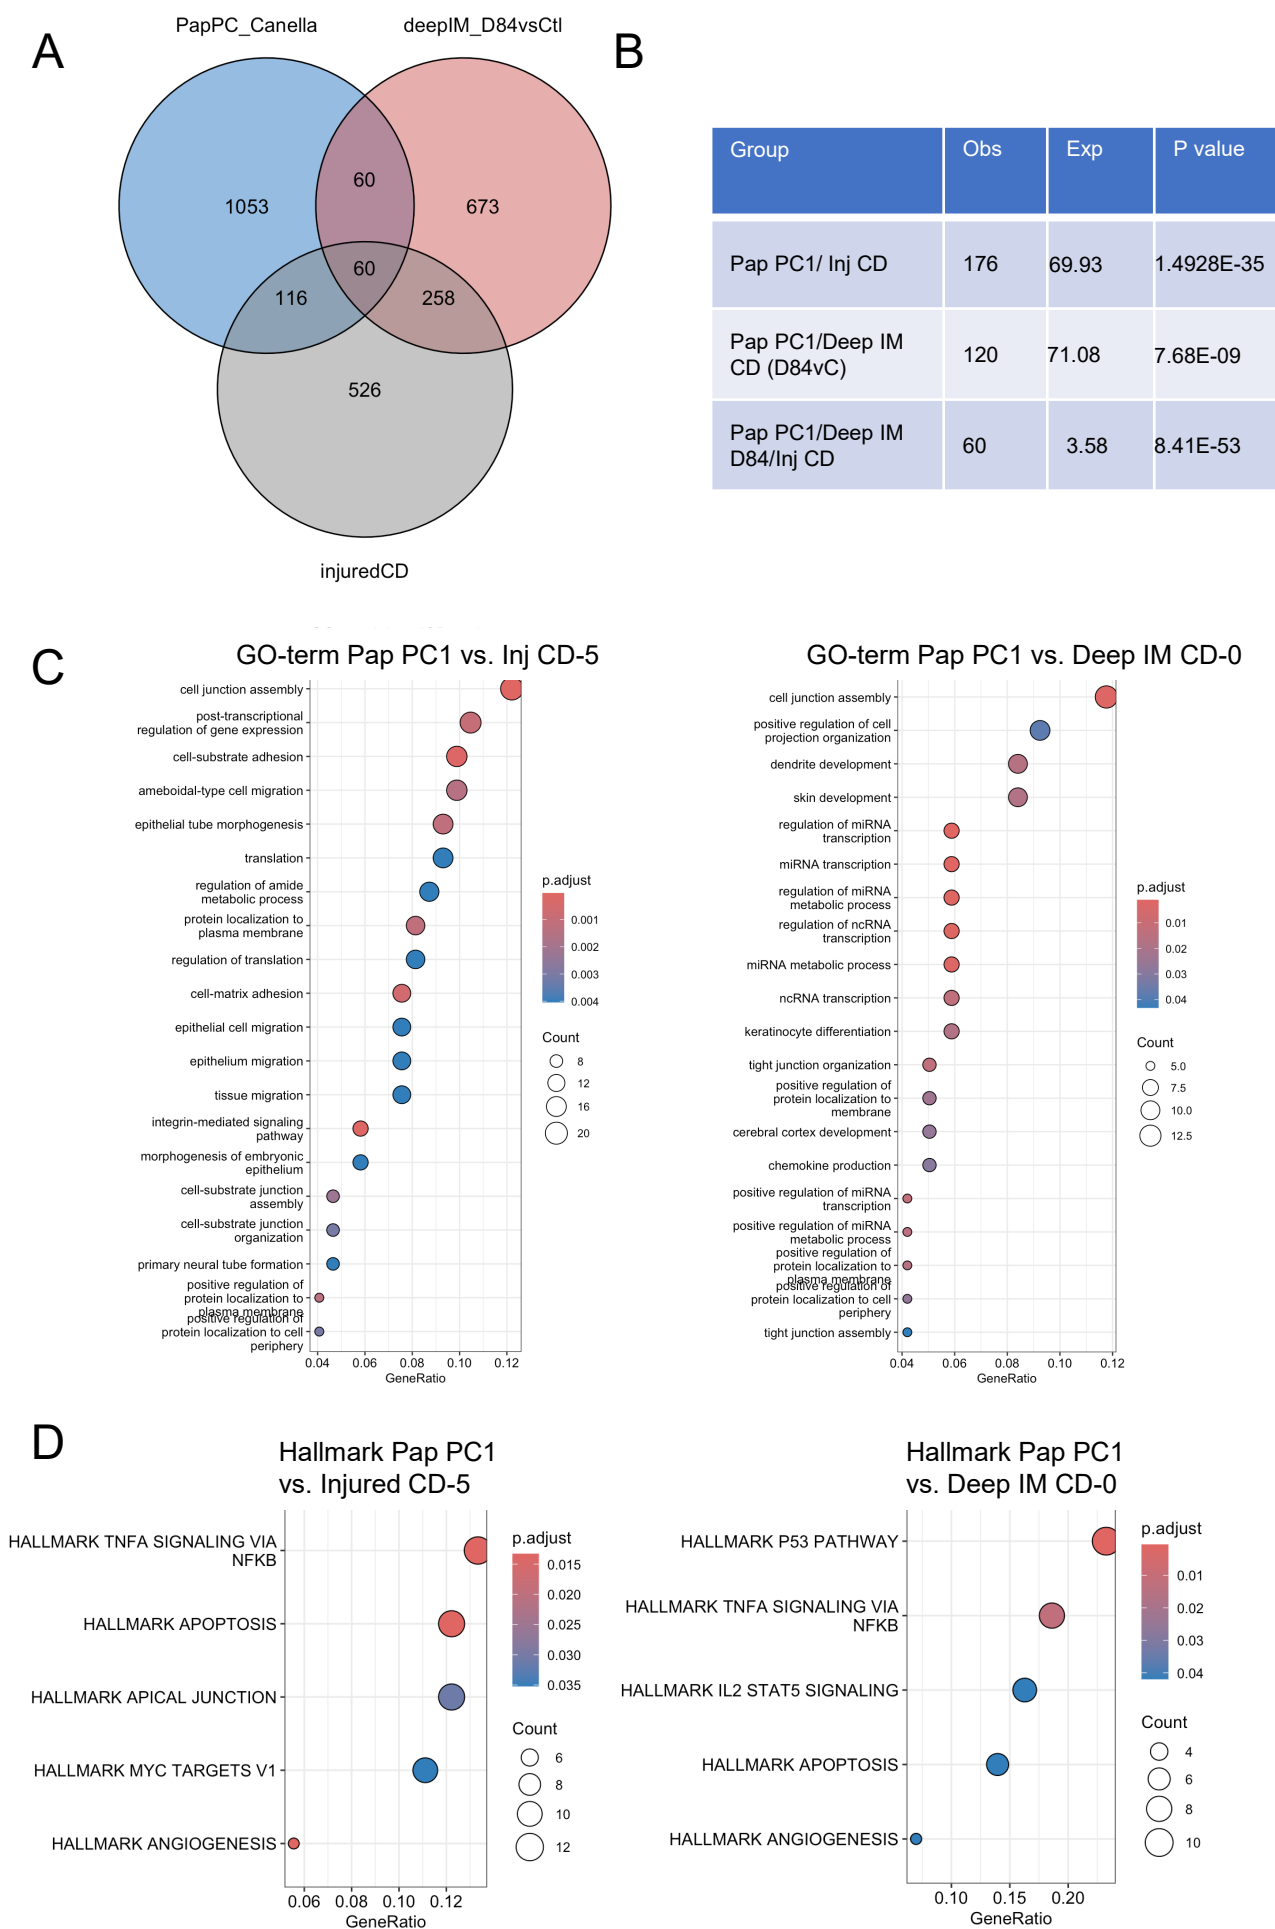

S. Figure 21. Injured inner medullary collecting ducts share common pathways of migration, apoptosis, and inflammation that are activated in renal papillas of patients with renal stone disease. A, Venn diagram showing overlap between DEGs from PapPC1 cells from patients with renal stone disease, with injured CD-5, and Deep IM CD-0 cells after R-UUO; B, Statistical significance between multi-set intersections from the Venn Diagram; C/D, GSEA showing upregulated GO terms (C) and Hallmark terms (D), PapPC1 cell DEGs from renal stone disease patients vs. injured CD-5 and Deep IM CD-0 cells after R-UUO.

S. Figure 22

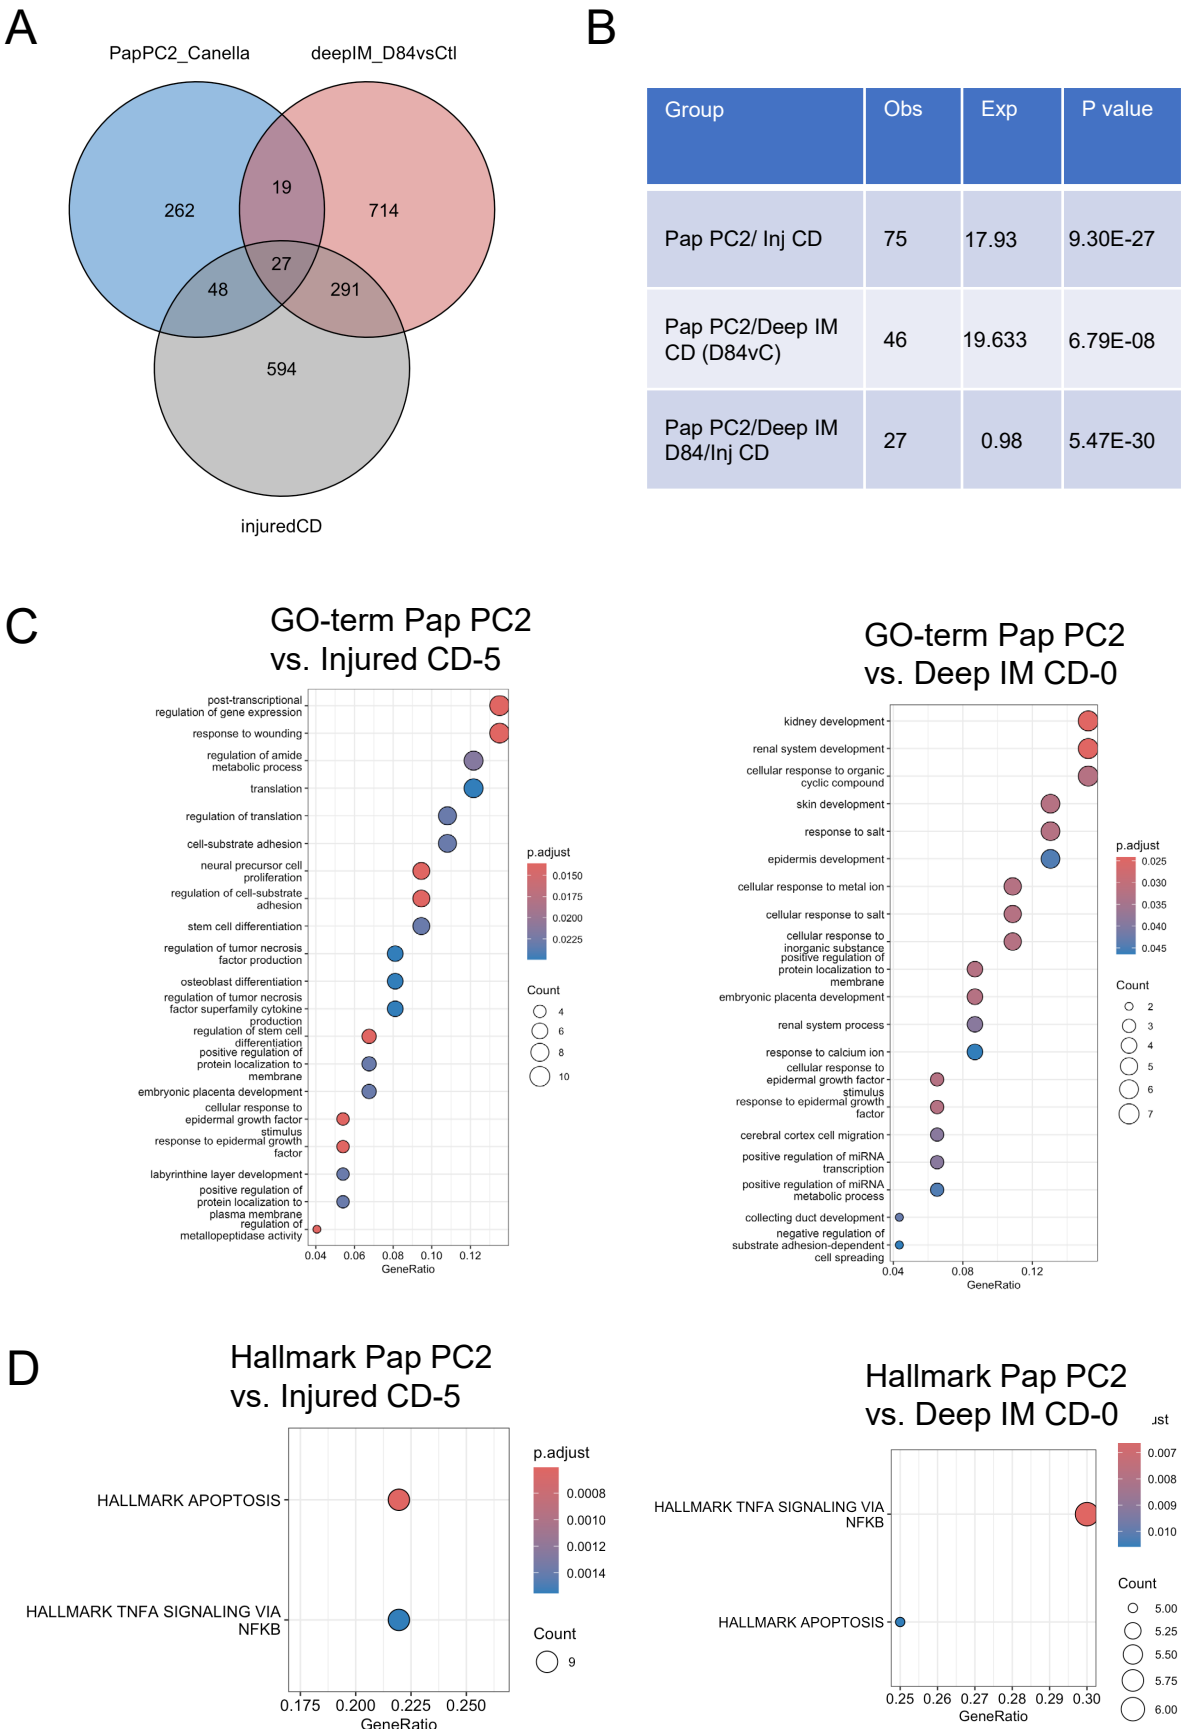

S. Figure 22. Injured inner medullary collecting ducts share common pathways of migration, apoptosis, and inflammation that are activated in renal papillas of patients with renal stone disease. A, Venn diagram showing overlap between DEGs from PapPC2 cells from patients with renal stone disease, with injured CD-5, and Deep IM CD-0 cells after R-UUO; B, Statistical significance between multi-set intersections from the Venn Diagram; C/D, GSEA showing upregulated GO terms (C) and Hallmark terms (D), in PapPC2 cell DEGs from renal stone disease patients vs. injured CD-5 and Deep IM CD-0 cells after R-UUO.

How the deposited data were processed for this re-analysis (not part of the article)

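Single cells of dissected renal medullas were measured by a probe-based assay of fixed RNA in healthy control mice and at days 28 and 84 after R-UUO. The authors counted UMIs with CellRanger, excluded cells with fewer than 300 detected genes or more than 10% mitochondrial reads, corrected ambient RNA with SoupX, removed doublets with scDblFinder and by mixed signatures, and integrated and clustered the cells with Seurat. Versions of these tools and the genome build are not stated in the methods text. The values deposited by the authors are per cell: a UMI count after correction (whole-number counts at days 28 and 84, expected counts that are fractional in pool Control 1 of the controls), a number of detected genes as a count, and a mitochondrial percent. The authors also deposited each cell's pool, cell type and cluster, which were taken as given.

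From these, the number of cells of each cluster was counted per pool. The pool was the replicate, with 4 control pools, 4 at day 28 and 2 at day 84. Each share was turned into log2 odds after adding 0.5 cells to both parts and compared between conditions with limma (version 3.58.1, in R 4.3.3), with lmFit and eBayes, the 3 conditions in one fit, two-sided, and Benjamini-Hochberg adjustment over the clusters of a lineage; the threshold was an adjusted p of 0.05. The combined inner medullary sets of LOH and CD cells were further members of their lineage's fit. Values are means of the pools' shares with their SD. Exact permutation tests compared mean log2 odds. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The fit was tested on simulated data, 200 data sets per lineage with a log2 odds change of 2 in the comparison of day 28 with control: 81.5% of the changed LOH clusters and 87.8% of the changed CD clusters were recovered, and 1.70% and 3.88% of the unchanged ones were called. Each simulated cluster was drawn by itself, so a rise of some clusters did not lower the shares of others, as it does in real shares. The simulation therefore leaves out unchanged clusters that are called because another cluster moved.

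Depth differed between conditions. The median UMI count per cell was 1273 over control cells, 2092 at day 28 and 821 at day 84. Since the smallest pool holds 13013 cells, counting error is small for most clusters and the number of pools sets the precision.

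The plan was written before the data were examined and named the reclustered populations where the labels hold them. The deposited labels analysed here are those of the combined data, so these were used, and the angiogenic ECs, Fib-2, Fib-6, Mac-1 and T cells were not analysed here. The clusters named in the text are those whose change the paper states, and of the others at most 3 per lineage with the largest change among those with at least 100 cells in each condition compared. Alternatives were stricter filters of at least 500 genes and at most 5% mitochondrial counts, leaving out the 5% of cells with the most UMIs, other denominators, pooling the cells of a condition, an exact test, and leaving out each pool in turn.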

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

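The tests of mitochondrial UMIs at matched depth, of the ratios between inner medullary, between outer medullary and of inner medullary to inner stripe clusters, of added cells of the outer medullary clusters, and of the droplet barcodes were chosen only after the results were seen.

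The shares of clusters differed between healthy control and day 28 in 16 of 19 clusters, and only 1 of the 35 possible splits of the 8 pools, the real one, gave as many; the next gave 1. For cell types, 4 of 7 differed, and again 1 of 35 splits gave as many. Chance in how the pools were grouped is therefore excluded as the cause at day 28. A difference between droplet runs is not excluded: sharing of droplet barcodes within a condition was 9.85 times that between conditions, so run and condition cannot be told apart.

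Several clusters that the text does not discuss rose. OSOM-TAL_b rose by 4.56 on the log2 odds scale at day 84 and OSOM-TAL_a by 1.02 at day 28, OM-CD_b by 1.70 at day 28, Uro by 2.57 at day 84 and Endo_a by 2.18 at day 28, each as a share of its lineage. As a share of all cells Endo_a changed by 0.15 at day 28 (limma adjusted p = 0.171, over alternatives from 1.88e-05 to 0.171), and with proximal tubule cells left out of all cells it rose by 0.40 (limma adjusted p = 0.0161). The dissection bears on these clusters and on the fall of the inner medullary ones. Only outer medulla was considered in these tests, although cortex, which also holds proximal tubule cells, may have been carried over. If more outer medulla lowered the inner medullary clusters, the ratios between them would stay as they were, and among ATL, IM-TL, deepIM-CD, IM-CD and EndoVR/papilla 0 of 10 pairs changed at day 28 and 0 of 10 at day 84 (limma; 0 at an unadjusted p under 0.05). DTL was left out of that list. With DTL counted as inner medullary, 2 of 15 pairs changed at day 28, both with DTL. At an unadjusted p under 0.05 there were 5 of 15, the 5 pairs with DTL, each lower relative to DTL, with changes from -2.30 to -1.04. This argues against added outer medulla there if DTL lies wholly in the inner medulla; at day 84, 0 of 15 changed (0 at an unadjusted p under 0.05). The paper's reclustering also names a DTL population of the inner stripe, and how many cells of the DTL cluster belong to it was not analysed here. Added cells of the outer medullary clusters alone are argued against as the whole cause: with these clusters and urothelium left out of the lineage, 4 of 4 of ATL, IM-TL, deepIM-CD and IM-CD were still lower past the threshold at day 28, by -2.20, -1.45, -1.59 and -1.48 on the log2 odds scale (limma adjusted p from 6.86e-05 to 0.0440), and 2 of 2 of ATL and IM-TL at day 84, by -1.18 and -1.04 (limma adjusted p = 0.0246). DTL changed by -0.32 at day 28 and -0.04 at day 84 and passed at neither time, and deepIM-CD and IM-CD, which had not passed at day 84, did not pass there either. The cells that remain include those of InjuredLOH and InjuredCD. The paper derives its reclustered injured LOH cells from both inner and outer medulla, and proposes the same for its reclustered injured CD cells. At day 28, added outer medulla with part of its cells in the injured clusters cannot be told apart from loss of inner medullary cells. Inner medullary cells that now carry an injured label cannot be told apart either, since the inner medullary and injured parts are complements there. At day 84 both added outer medulla and such relabelled cells stay open as well, and a loss of the whole inner medulla predicts the same ratios. The paper's tissue sections, which do not depend on the dissection, showed fewer Six2 lineage cells and fewer CD tubules in the inner medulla at day 84. An equal addition of all outer medullary clusters is argued against, since 6 of 10 ratios between them changed at day 28 and 7 of 10 at day 84. As a share of all cells, OM-CD_a went from 8.42% ± 1.35 (SD, n = 4 pools) in the controls to 4.20% ± 0.139 (SD, n = 4) at day 28, and ISOM-TAL from 3.93% ± 2.15 to 3.39% ± 1.56. At day 84 these 2 were 6.62% ± 0.0797 (SD, n = 2) and 2.32% ± 1.31. OSOM-TAL_a was then 4.35% ± 1.14, against 4.82% ± 1.24 in the controls. The other 2 outer medullary clusters were higher at day 84, OM-CD_b at 4.19% against 2.03% and OSOM-TAL_b at 9.12% against 0.737%. If more tissue came from the outer stripe alone, the inner medullary clusters and ISOM-TAL, of the inner stripe, would be diluted alike. With limma, 5 of 5 inner medullary clusters fell relative to ISOM-TAL at day 28, by -2.87 to -1.61 (adjusted p from 0.00158 to 0.0314), but these ratios share the spread of ISOM-TAL, and the exact permutation test passed for 1 of 5 (p from 0.0286 to 0.114), so that the outer stripe alone cannot be told apart from other causes. At day 84, 0 of 5 passed with limma (1 at an unadjusted p under 0.05; standard error 0.879) and 0 with the exact permutation test, which cannot go below 0.0667 there, and the outer stripe alone stays open. With the outer medullary clusters left out, injured LOH still rose by 7.54 on the log2 odds scale at day 28.

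Time points differed from each other in 5 shares, day 84 against day 28 on the log2 odds scale: CD cells by 1.08 (limma adjusted p = 0.00377), ATL by 1.05 (0.0461), OSOM-TAL_a by -1.09 (0.0154), Endo_a by -1.63 (0.00266) and Endo_b by 2.47 (0.00266). CD cells include the urothelium cluster Uro, which was 2.57% of all cells at day 28 and 6.29% at day 84. Recovery with time is an untested biological explanation, and the droplet runs of the time points cannot be told apart from time.

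Among 64 groups of 4 pools, 3 held a pool far from the others, where chance gives about 3.2. These were Control 2 for OM-CD_b, at 11.5% of CD cells against at most 5.49% in the others; Control 2 for the median UMI count, at 1578 against at most 1206; and D28 3 for Endo_a, at 83.8% of ECs against at least 90.2%. No biological explanation was tested for single pools.

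The mitochondrial percentage is a column the paper uses only as a filter. At day 28, 62.4% of cells held no mitochondrial UMI as a mean of pools. Lower depth is argued against, because among cells of 2000 to 3000 UMIs the share was 67.6% at day 28 and 0.115% in the controls. A change in cell types is argued against too, because the lowest share of any cell type at day 28 was 38.2%, in proximal tubule cells, and the highest in controls was 0.794%. Clusters were less even. The share at day 28 was 3.52% in PT-S2, 5.06% in PT-S3_b and 5.50% in ISOM-TAL, against at most 1.12% in any control cluster, so most cells of these clusters kept mitochondrial UMIs. The ambient RNA correction of each pool may contribute: LOH cells of 500 to 1000 UMIs held no mitochondrial UMI in 73.4% of cells of D84 1 and 99.7% of D84 2, a difference of 26.3 percentage points between pools of one condition. A real change of mitochondrial RNA after R-UUO stays open and was not tested.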

How the results depend on the processing

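The alternatives that block on the probe barcode, that concern Fib, or that leave out pools for cell types other than immune cells and for the mitochondrial percentage were chosen after seeing the data. The reclustered annotation was not run as an alternative.

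The falls of the combined inner medullary LOH clusters and of Fib, and the rises of MyoFib, injured LOH and injured CD, kept their direction and passed the threshold at both times under every alternative tested with limma; where a day 84 pool was left out, the remaining pool was assumed to vary like those of the other groups. Immune cells did so too. Under the exact permutation test none of these passed at day 84, where p was 0.0667, the smallest that 4 pools against 2 can give; for immune cells, the log2 odds change was 3.98. Without outer medullary clusters, the inner medullary and injured parts of a lineage are complements, so that one change is the negative of the other by construction. That setting was not run for the fibroblast lineage, so outer medulla was not tested for Fib and MyoFib.

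The fall of the combined inner medullary CD clusters at day 84 lost the threshold as a share of all cells (-1.36) and as a share of all cells except proximal tubule cells (-1.29). Leaving out pools in turn gave changes from -2.45 to -1.64; without day 84 pool 1 the change was -1.64 (adjusted p = 0.149, over alternatives from 7.75e-09 to 0.149). For EndoVR/papilla at day 84, which did not pass, the change was -3.37 and passed with the stricter cell filter (adjusted p = 0.0442, over alternatives from 4.32e-04 to 0.331). With pools left out in turn it ranged from -3.10 to -1.57, and it passed without day 28 pool 4. The cause was not tested.

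At day 28, 4 cell types passed, and 2 did with proximal tubule cells left out, which takes them from the list and leaves ECs short of the threshold (-0.12). Changes in sign were seen only for shares that did not differ from the controls. With the stricter cell filter at day 84 these were Endo_a (-0.23), CD cells (0.19), fibroblasts (-0.10) and intercalated cells (0.28). As a share of all cells Endo_a changed by -0.38 at day 84 and passed (adjusted p = 0.0391, over alternatives from 0.0391 to 0.572). Without proximal tubule cells the changes were -0.31 for Endo_a, 0.015 for CD cells and 0.032 for intercalated cells at day 84, and 0.24 for LOH cells at day 28. Leaving out pools in turn, the day 84 change ranged from -0.072 to 0.43 for fibroblasts and from -0.32 to 0.25 for intercalated cells.

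Among the alternatives for the clusters ATL, DTL, IM-TL, OSOM-TAL_b, deepIM-CD, IM-CD, Uro, OM-CD_b, Endo_a and Endo_b and for the cell types other than immune cells, 463 kept direction and, where they gave a p, side of the threshold. Another 20 lost the threshold, 11 came past it and 14 changed sign. Pooling the cells of a condition is among these alternatives and gives no p, so it speaks to direction alone.

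The probe barcode as a replicate block gave -0.11 for fibroblasts and 0.20 for intercalated cells at day 84. Deviations of pools with the same barcode correlated with r from -0.76 to 0.46 across clusters, so the barcode does not pair the pools.

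The log2 ratio of median UMI counts to control was 0.77 at day 28 and -0.61 at day 84; within proximal tubule cells it was 0.11 and -1.05 as a mean over pools, of which the control pools held 23 to 734 such cells. Over all proximal tubule cells of a condition it was -0.11 and -1.42, so the direction at day 28 depends on the weighting of the pools. The cause was not tested. The low depth at day 84 limits the stricter filter, which kept 75.9% of its cells against 90.0% of control cells.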

Differences from the paper's values

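The paper's text gives 43000 to 78000 cells per pooled sample, and the smallest and largest pools here held 13013 and 24338 cells. Of the alternatives set before the data were examined, pooling all cells of a condition gave 43494 and 78631, which do not differ from the paper's values. The stricter cell filter gave 12561 and 21379, and leaving out the 5% of cells with the most UMIs gave 12035 and 22847, which do.

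The paper's minimum of detected genes per cell is 300, and the lowest value at day 84 was 76. Leaving out the 5% of cells with the most UMIs also gave 76, and the stricter cell filter gave its own minimum of 500, so neither comes to the paper's value.

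The paper states that injured CD cells of its reclustering were present in R-UUO samples alone. In the combined data, 56 of 25128 control CD cells carried the label InjuredCD, in clusters drawn separately from the reclustering. The paper states that deep IM CD and IM CD cells were reduced at day 84; the combined-data clusters were lower, each with an adjusted p of 0.0600 in limma. deepIM-CD passed without control pool 1, without day 28 pool 3 and without day 28 pool 4 (adjusted p = 0.0471, 0.0247 and 3.24e-04, over alternatives from 3.24e-04 to 0.183). IM-CD passed in several alternatives, among them the stricter cell filter and without day 28 pool 4 (limma adjusted p = 0.00468 and 0.00845). With pools left out in turn its day 84 change ranged from -1.78 to -0.53, against -1.16 with all pools, so its size depends on single pools. These alternatives were set before the data were examined. The paper states that its reclustered papillary ECs decreased at day 84. The cluster EndoVR/papilla was lower with a limma adjusted p of 0.111, and it passed with the stricter cell filter and without day 28 pool 4. The vessel loss that the paper describes also rests on reduced CD31 staining of the inner medulla at day 84. The paper calls the rise of immune cells minor, and the pooled share went from 0.172% to 3.57% at day 28.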

Other observations

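The tests on S. Table 5 and on droplet runs were chosen only after the results were seen.

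The 2 pools of day 84 differed in injured LOH cells, 28.4% against 6.39% of LOH cells. The lower depth of pool 2 is argued against, because among LOH cells of 500 to 1000 UMIs the share in pool 1 was still 3.49 times that in pool 2. More outer medulla in pool 2 is argued against, because without outer medullary clusters the ratio was 3.26. Differences between the mice of the pools stay open and were not tested.

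Cells of different pools that carried one droplet barcode were of one cell type 1.01 times as often as the pools' cell types give by chance, over 53078 pairs of cells. This argues against cross-talk between probe barcodes.

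S. Table 5 compares control and day 84 within CD clusters, and the first 1999 lines of its first 3 sheets and 1910 of the next were read. The paper's table lists mt-Nd5 in 98.7% of cells of the first group and 0% of the other in its first sheet. That the first group is day 84 is argued against, since the mean mitochondrial percentage of deepIM-CD cells was 4.09 in controls and 0.0583 at day 84, a difference of -4.04. With control as the first group, the paper's log2 fold changes of -1.61 for Aqp2 and -0.86 for Slc14a2 in that sheet would stand for higher values at day 84, where the paper states a reduction of both genes. Detection in the same sheet goes the other way, from 99.9% to 98.6% of cells for Aqp2 and from 95.3% to 90.3% for Slc14a2. Depth differed too, with a median UMI count of 6131 in control deepIM-CD cells and 2163 at day 84, so that detection cannot decide the direction. The paper's statement concerns deep IM CD-0 and IM CD-2. In the sheet of CD cluster 2 the paper's values are -0.72 for Aqp2, with detection in 94.9% and 78.2% of cells, and -0.82 for Slc14a2, with detection in 52.1% and 44.3%. For Slc14a2 the sheet of CD cluster 1 gives -2.55, with detection in 5.8% and 14.1% of cells, and that of CD cluster 3 gives 1.18, with detection in 62.7% and 15.2%. The paper's Discussion names Slc12a2 as reduced in IM CD cells. Its values are 1.38 in the first sheet and 0.52, 0.84 and 1.23 in those of CD clusters 1, 2 and 3. With control as the first group these stand for lower values at day 84, as the paper states. Expression of single genes was not analysed here.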
